# A genome variation map provides insights into the genetics of walnut adaptation and agronomic traits

**DOI:** 10.1186/s13059-021-02517-6

**Published:** 2021-10-27

**Authors:** Feiyang Ji, Qingguo Ma, Wenting Zhang, Jie Liu, Yu Feng, Peng Zhao, Xiaobo Song, Jiaxin Chen, Junpei Zhang, Xin Wei, Ye Zhou, Yingying Chang, Pu Zhang, Xuehui Huang, Jie Qiu, Dong Pei

**Keywords:** Walnut, *Juglans regia*, Improvement, Adaptation, GWAS

## Abstract

**Background:**

Common walnut (*Juglans regia* L.) is one of the top four most consumed nuts in the world due to its health benefits and pleasant taste. Despite its economic importance, the evolutionary history and genetic control of its adaptation and agronomic traits remain largely unexplored.

**Results:**

We report a comprehensive walnut genomic variation map based on whole-genome resequencing of 815 walnut accessions. Evolutionary analyses suggest that Chinese *J. regia* diverged from *J. sigillata* with extensive hybridizations after the split of the two species. In contrast to annual crops, the genetic diversity and heterozygous deleterious mutations of Chinese common walnut trees have continued to increase during the improvement process. Selective sweep analyses identify 902 genes uniquely selected in the improved common walnut compared to its progenitor population. Five major-effect loci are identified to be involved in walnut adaptations to temperature, precipitation, and altitude. Genome-wide association studies reveal 27 genomic loci responsible for 18 important agronomic traits, among which *JrFAD2* and *JrANR* are the potentially major-effect causative genes controlling linoleic acid content and color of the endopleura of the nut, respectively.

**Conclusions:**

The largest genomic resource for walnuts to date has been generated and explored in this study, unveiling their evolutionary history and cracking the genetic code for agronomic traits and environmental adaptation of this economically crucial crop tree.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-021-02517-6.

## Background

The *Juglans* genus contains ~ 21 diploid species. Among them, common walnut (*Juglans regia* L.) is one of the top four most consumed nuts in the world. Rich in unsaturated fatty acids, proteins, minerals, and vitamins, the common walnut offers many benefits to human health. It is widely grown commercially in diverse temperate regions of Asia, Europe, North and South America, South Africa, Australia, and New Zealand. China is the world’s leading producer followed by the USA, Iran, and Turkey [1]. As the sister taxon of *J. regia*, *J. sigillata* harbors some wild nut characteristics, which may represent a primitive form, and is mainly distributed in southwest China [2]. A recent phylogenomic analysis revealed that *J. regia* and *J. sigillata* arose from an ancient hybridization that occurred between American black walnuts (*Rhysocaryon*) and Asian butternuts (*Cardiocaryon*) after a climate-driven range expansion in Eurasia during the Pliocene [3]. According to evidence from ^14^C-dated leaf fossils and carbonized nuts, *J. regia* has existed in China for more than 7000 years [4]. China is now regarded as one of the major centers of walnut genetic diversity, which form a rich germplasm source for walnut breeding [5]. However, knowledge of the population structure, genetic diversity, and the evolutionary history of the Chinese walnut remains limited [6].

The release of the first reference genome of *J. regia* by de novo assembly from short reads opened the genomic era for studies on walnut biology [7]. The quality of the *J. regia* reference genome has been improving, assisted by up-to-date long-read and Hi-C sequencing technologies [8, 9], which has laid a foundation for exploring the genetic mechanisms underlying desired agricultural traits of walnut, such as increased yield, larger nut size, ease of cracking, and light kernel color. In addition, for walnut and other economically important tree plants, the ability to adapt to specific climatic conditions as well as to climate change is also an important breeding priority. During recent years, researchers have been developing genomic tools for walnut breeding. For example, based on the resequencing data of 27 founders of the Walnut Improvement Program (WIP) of University of California, Davis, the *J. regia* 700 K SNP array was developed, which has greatly facilitated research and development in terms of walnut genetics and breeding [10]. Using this walnut panel, researchers undertook genome-wide association studies (GWAS) to map genomic loci associated with fruit phenotypes and traits related to phenology [11–13]. Some associated SNPs based on these findings were further applied to develop breeding markers for the selection of individuals with desirable traits [12]. However, due to limited variations within the 27 WIP walnut founders, many loci with minor allele frequency would inevitably be missed. In addition, while the associated loci could be identified based on an SNP array, it is often difficult to determine causative genes and variations responsible for the traits due to technical limits in the SNP array.

Population genomic analyses of seed-propagated annual crops have greatly advanced our understanding of plant domestication and evolution [14]. However, there is only limited knowledge about how genomes and genes change during the cultivation of long-lived perennial crop trees grown for their fruit [15–17]. In this study, we sequenced the genomes of a wide collection of walnut trees, including 815 *J. sigillata* and *J. regia* accessions from geographically diverse regions in China, as well as samples from Iran and Pakistan. Population structure, genetic diversity, and genetic load for Chinese walnut populations were investigated. Candidate genomic loci or genes involved in the improvement of Chinese walnuts have been identified based on genomic selective sweep analyses. In addition, potentially causative genes responsible for agronomic traits and their adaptations to multiple environmental factors were identified based on GWAS and genetic-environment association (GEA) analyses.

## Results

### Genome-wide variations and population structure of walnut population

We collected 815 *J. regia* and *J. sigillata* samples from China, Iran, and Pakistan. The Chinese accessions were sampled from 19 provinces covering most areas where common walnut is currently cultivated (Additional file 1: Table S1). We resequenced 8.4 Tb data for 815 walnut samples, with an average sequencing depth of ~ 19.0× for each accession. Reads were mapped to the *J. regia* reference genome [9], and the mapping rate was around 89.2% per sample (Additional file 1: Table S1). Through variant detection and filtering, 16.78 million SNPs were detected in the walnut genome. For each megabase window across the genome, the average number of SNPs is ~ 30.6 k for the 815 walnut individuals collected in this study (Additional file 2: Fig. S1). We performed Sanger sequencing to validate genotypes of 12–19 accessions for 74 SNP sites within 6 genomic loci (1232 SNP genotypes in total) and found the overall accuracy of the genotyping rate for the SNPs is 99.0% (Additional file 3: Table S2).

To better infer the phylogenetic relationship and population structure of walnut, we integrated publicly available genomic data of 11 samples covering 6 *Juglans* species (one for *J. regia*, and two each for *J. sigillata*, *J. cathayensis*, *J. mandshurica*, *J. microcarpa*, and *J. nigra*) [3] (Additional file 1: Table S1). Based on the phylogenetic tree, we found that, *J. regia* (JR) and *J. sigillata* (JS) accessions could be separated into different clades, while there is one intermediate group between the two species clades (*K* = 2, Fig. 1a). The JS genetic composition for the samples of the intermediate group shows a progressively declining pattern shifting from JS to JR group. The genetic composition is generally consistent with their geographic distributions (Fig. 1b). From Southwest to North China, the JS samples are predominantly located in Southwest areas (Yunnan and Guizhou provinces), individuals of the intermediate type are distributed in Middle China (Sichuan and Chongqing provinces), while most JR samples are in provinces with relatively high latitudes. Notably, the *J. sigillata* group is located at the basal position in the phylogenetic tree close to the four outgroup *Juglans* species, possibly indicating that *J. sigillata* was ancestral to *J. regia*.

**Fig. 1:**
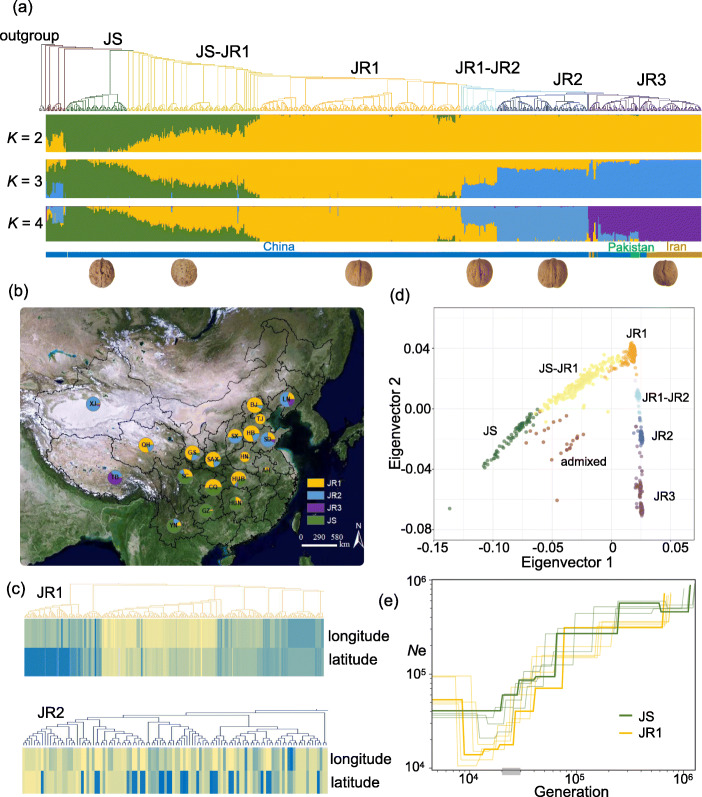
Population structure of *J. sigillata* and *J. regia* samples in this study. **a** Phylogenetic tree and population structure of *J. sigillata* and *J. regia* accessions. The order of accessions in the population structure plot is according to the phylogenetic relationship in the tree. One *J. sigillata* (JS) and three *J. regia* groups (JR1, JR2, and JR3) are clearly separated from each other and colored dark green, orange, blue, and purple, respectively. JS-JR1 and JR1-JR2 are admixed populations based on the ancestry inference. The outgroup clade including 8 *Juglans* accessions (2 accessions each for *J. cathayensis*, *J. mandshurica*, *J. microcarpa*, and *J. nigra*) is colored in black. The information for the country origins of the samples is indicated on the bottom. **b** Geographic distribution of the Chinese *Juglans* samples. The different colors in the pies represent ancestral components (according to the substructure at *K* = 4), while population size is indicated by the radius. **c** Different kinship patterns between the phylogenetic tree and geographic locations for JR1 and JR2. The colors are scaled by longitude or latitude values of each accession. **d** Principal component analysis (PCA) plot for 818 *J. regia* and *J. sigillata* accessions. **e** Effective population size (*N*e) changes for JS and JR1. The estimated divergence time (generation) between JS and JR1 is shown in the gray-shaded bar along the *x*-axis

Based on the maximized marginal likelihood value estimated by fastSTRUCTURE [18], *K* = 4 was the optimal grouping number (Fig. 1a; Additional file 2: Fig. S2). At this *K* value, we found the JR accessions could be further divided into 3 main subgroups (JR1, JR2, and JR3), in which JR1 mainly consists of accessions from Middle and North China, JR2 accessions are mainly distributed in Northwest (Xinjiang) and Northeast (Liaoning) China, while the JR3 subgroup consists of accessions from Iran, Pakistan, and the Tibetan Plateau, China (Fig. 1a, b). We found a much higher proportion of improved *J. regia* varieties in the JR2 (39/114) than in JR1 (14/251), suggesting that JR2 seems to be subjected to more artificial selection and is likely a more derived group compared to JR1 (Additional file 1: Table S1). Consistently, JR2 also showed favorable traits including higher single nut weight, larger nut size, and higher fatty acid content compared to JR1 and JS (Additional file 2: Fig. S3,4). We further examined the relationship between the phylogenetic order and detailed geographical locations of each sample in JR1 and JR2. Interestingly, we found that in contrast to the JR1 population in which individuals located in close geographical regions are clustered in the same sub-clade, samples in the potentially improved population (JR2) are scattered in different clades (Fig. 1c), indicating that samples may be artificially dispersed or immigrated during the process of walnut improvement.

Principal component analysis (PCA) based on the genome-wide SNPs supported the population structure evidenced in the phylogenetic tree (Fig. 1d). The JS and JR1 samples are “connected” by the intermediate group (JS-JR1), consistent with the ancestry inference pattern, suggesting extensive hybridizations between JS and JR1 after their divergence. We inferred the dynamic changes in effective population size (*N*e) for *J. sigillata* (JS) and *J. regia* (JR1) populations and found the *N*e of the JR1 population rapidly decreased relative to JS around 20–30 k generations ago (Fig. 1e), indicating that *J. regia* may be derived from *J. sigillata* and suffered a genetic bottleneck around 200–300 k (~ 10 year per generation) years ago.

### Genetic diversity of different walnut populations

Two summary statistics, *θ*_*w*_ and *θ*_*π*_ values were calculated genome-wide to estimate the genetic diversity for different *Juglans* populations (Fig. 2a). Among the three Chinese *Juglans* populations (JS, JR1 and JR2), we found the JS population had obviously higher genetic diversity than the two Chinese *J. regia* populations (JR1 and JR2). The overall reduction in nucleotide diversity supports that Chinese *J. regia* could have endured a genetic bottleneck during divergence from *J. sigillata* (Fig. 2b; Fig. 1e). In addition, Tajima’s *D* values for JR1 were much lower compared to JS (Fig. 2c), which could be explained by fixation of alleles led by genetic drift. It is noteworthy that when comparing the diversity (*θ*_*w*_ and *θ*_*π*_) of JR1 and the improved JR2 population, we observed an opposite pattern based on the two different summary statistics (Fig. 2b). The JR1 population (2.648E−3) has a significantly higher genome-wide *θ*_*w*_ value than JR2 (2.428E−3) (*P* value = 7.06E−48, pairwise *t-*test). However, a significantly (*P* value = 2.31E−95, pairwise *t-*test) higher *θ*_*π*_ value was observed in the JR2 (3.113E−3) compared to JR1 (2.475E−3). The reduction in the *θ*_*w*_ value could be due to loss of segregation sites caused by genetic drift during the genetic bottleneck, while the heterogeneity across genome-wide loci was increased possibly due to artificial hybridizations during dispersal and immigration for improvement of walnut trees. We examined the diversity characteristics in some perennial tree species (Additional file 4: Table S3) and found that unlike common annual crops with dramatic reduction of genetic diversity during crop domestication and improvement, the genetic diversity of domesticated or improved perennial trees is not necessarily lower than their progenitors. For example, in the tea tree population studies [19, 20], the nucleotide diversity of cultivated tea plants is higher than their wild ancestors. In European pears, although the *θ*_*w*_ of wild population is much higher than domesticated one, the *θ*_*π*_ value, on the contrary, is slightly higher in the domesticated population [16] (Additional file 4: Table S3). A pairwise population differentiation (*F*_ST_) among the *Juglans* populations suggested that the inter-species divergence between *J. sigillata* and *J. regia* was around 0.28 to 0.33, while intra-species divergence within *J. regia* was 0.11–0.21 (Fig. 2d). We further evaluated the linkage disequilibrium (LD) for different walnut populations and found that the LD decay rate is rapid for walnut populations, with 5.6 kb (here measured as the distance at which the average pairwise SNP correlation coefficient *r*^*2*^ dropped to half of its maximum value) for the entire population (Fig. 2e). Consistent with the reduction in genetic diversity in the JR1 population, it had a much slower decay rate (14.1 kb) than JS (8.5 kb). A more rapid LD decay was observed in the Chinese improved *J. regia* group JR2. The genetic diversity of JR3 is higher than that of JR1 and JR2, and more rapid LD decay was observed in JR3. This could be due to that this population includes geographically widespread accessions, i.e., Iran, Pakistan, and the Tibetan Plateau, China.

**Fig. 2:**
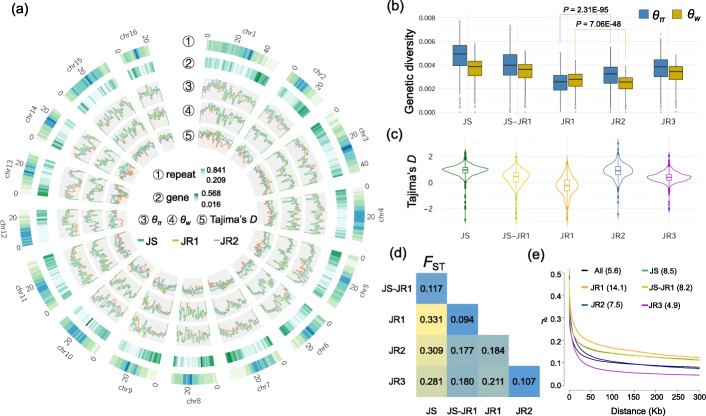
Genetic diversity and linkage disequilibrium for different walnut populations. **a** Circos plot for the genome-wide nucleotide diversity. Cycles from outside inwards: ① repeat density, ② gene density, the genome-wide distribution for *θ*_*π*_, *θ*_*w*_, and Tajima’s *D* values are shown in cycles ③, ④, and ⑤, respectively. The line colors for each population are indicated inside of the circos plot. For estimation of the gene or repeat density of each 1 Mb window, the lengths of genes or repeats within the window were summed up and then divided by the window length. **b** Boxplot of genetic diversity. The *θ*_*π*_ and *θ*_*w*_ values are indicated by dark blue and yellow, respectively. The *P* values are calculated based on pairwise *t-*test. **c** Distribution of Tajima’s *D* values. **d** Divergence of different walnut subpopulations estimated based on *F*_ST_. The summary statistics are calculated based on 1 Mb window size with a step size of 1 Mb. **e** Linkage disequilibrium differences between *J. sigillata* and various *J. regia* subpopulations

### Characterization of deleterious mutations in walnut genomes

The genetic burden has been examined in many annual crops such as rice, maize, and rapeseed, revealing accumulation of deleterious alleles due to “domestication cost” [21–24]. However, very few studies have investigated the change in genetic burden during the adaptation and improvement of perennial trees [25]. To evaluate the individual mutation burden for *J. sigillata* and *J. regia* samples, we used *J. nigra* as an outgroup to polarize the allele frequency. We found that the *J. sigillata* group generally has higher genomic heterozygosity than *J. regia*. Similarly, higher genetic burden was observed in *J. sigillata* than in *J. regia*, and the burden of the intermediate group (JS-JR1) between JS and JR1 decreased with the increased proportion of the JR1 ancestry (Fig. 3a). In addition, the collection of walnut samples from Pakistan (within JR3) harboring high genomic heterozygosity also had high genetic burden (Additional file 2: Fig. S5), indicating that heterozygous deleterious SNPs play a crucial role in the walnut evolution. Notably, the deleterious burden in the Tibetan walnut population is lowest (Additional file 2: Fig. S5), which could reflect a stronger purifying selection act on this walnut population living in a harsh environment for better fitness.

**Fig. 3:**
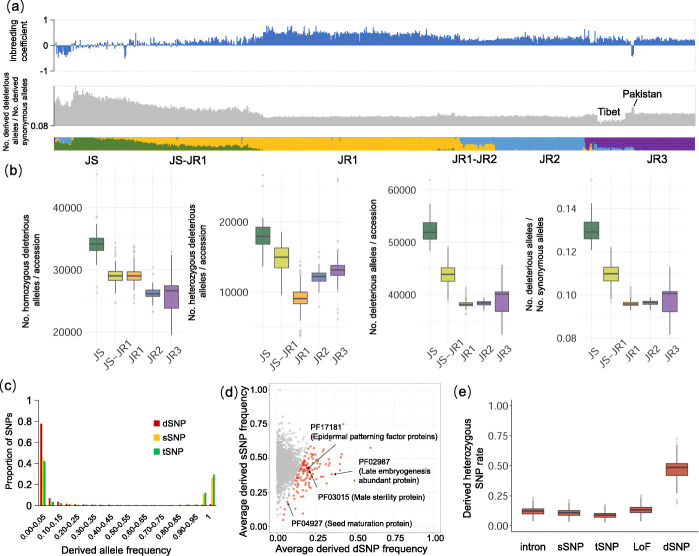
Deleterious allele landscapes in the genomes of different walnut population. **a** Top: heterozygous level for each walnut individual used in this study measured by the inbreeding coefficient. Middle: ratio of the number of derived deleterious alleles and the synonymous alleles of each sample. The samples from Tibet and Pakistan are labeled. Bottom: ancestry inference. The accession order is based on the phylogenetic tree in Fig. 1a. **b** The mutation burden in walnut populations. From left to right shows the total, homozygous, heterozygous, and normalized (dSNP/sSNP) mutation burden. **c** Site allele frequency of deleterious mutations in the walnut genome based on 818 samples. **d** The proportion of genes with normalized mutation burden (dSNP/sSNP). The proportion of genes with high mutation burden is highlighted in red. **e** The rate of derived heterozygous SNPs in genic regions for different walnut populations. “LoF” refers to “loss of function,” which is annotated as “high” effect SNP (e.g., stop-gain (nonsense), splice site-disrupting SNV) in the SNPeff software

When calculating the homozygous and heterozygous deleterious alleles, we found that the proportion of heterozygous alleles for different *Juglans* populations ranged from 23.8 to 34.5%, which is higher than cultivated rice (< 5%) [21] but lower than clonally propagated plants like cassava (60–70%) [26] and grape (70–80%) [27]. The numbers of homo- and heterozygous deleterious alleles are higher in *J. sigillata* than in *J. regia* (Fig. 3b). During the improvement of *J. regia* (JR1 to JR2), although the total genetic burden remained generally unchanged, the proportion of heterozygous deleterious mutations for JR2 increased substantially compared to its progenitor JR1 (Fig. 3b).

We observed that the deleterious SNPs segregated at a lower frequency compared to tolerant and synonymous SNPs in walnut genomes, suggesting a stronger effect of purifying selection acting on the dSNPs than other types of SNPs during walnut evolution (Fig. 3c). We further investigated the putative functions of the genes with high genetic burden. The average derived dSNP and synonymous SNP (sSNP) frequency for genes of the same Pfam were calculated, and we found that genes with Pfams like PF02987 (Late embryogenesis abundant protein), PF03015 (Male sterility protein), PF04927 (Seed maturation protein), and PF17181 (Epidermal patterning factor proteins) are among groups of relatively higher deleterious allele fixation rate (top 5%) (Fig. 3d; Additional file 5: Table S4), indicating a high genetic load for these genes for walnut. Interestingly, we observed an elevated percentage of derived heterozygous dSNPs (46.9%) compared to sSNPs (10.9%) and even SNPs causing loss of functions (LoF) (13.3%). This may indicate that deleterious alleles are more likely to be masked in heterozygous form in walnut trees possibly as an evolutionary strategy for better adaptation (Fig. 3e).

### Signatures of selection in walnut genomes

To identify candidate genomic regions with signatures of adaptation and improvement of *J. regia* populations (JR1 and JR2), we used *J. sigillata* as a background population and adopted a combination of three strategies (i.e., *Z* (*π*_JS_ / *π*_JR_) > 3, Z(*F*_ST_) > 3, and top 5% for *μ* statistic) to search for selective sweep regions (Fig. 4; Additional file 2: Fig. S6). In total, we identified 1961 and 2002 genes under putative selective regions for JR1 and JR2, respectively (Additional file 6: Table S5; Additional file 7: Table S6). Among the 2002 genes, there were 902 genes specifically selected in JR2, indicating they might be targets during walnut improvement. Gene ontology (GO) enrichment terms for genes selected in JR1 were like “pollen-pistil interaction” (GO:0009875), “recognition of pollen” (GO:0048544), and “response to biotic stimulus” (GO:0009607), suggesting that some selected genes in JR1 could be involved in species differentiation and environmental adaptation. For the uniquely selected genes in JR2, the GO categories “metal ion transport” (GO:0030001), and “lipid biosynthetic process” (GO:0008610) were overrepresented (Additional file 8: Table S7).

**Fig. 4:**
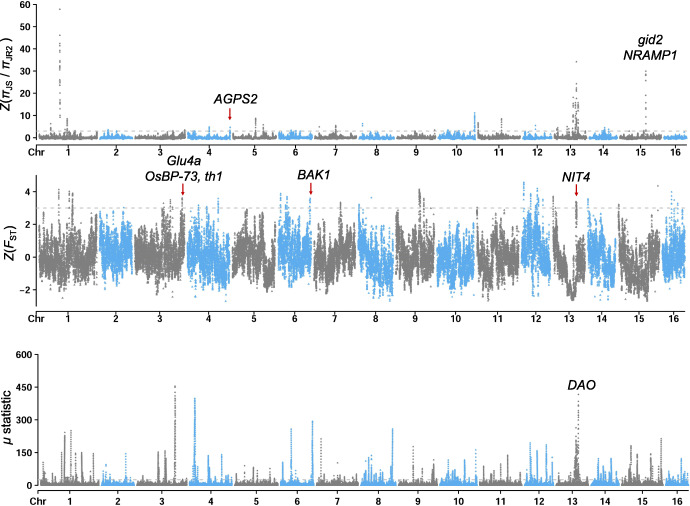
Genomic signatures for improvement of *J. regia*. Candidate genomic regions under positive selection possibly involved in improvement of *J. regia* (JR2). Selection signatures identified by three approaches are illustrated in the three subfigures, i.e., reduction of genetic diversity (top), genomic differentiation based on *Z*(*F*_ST_) (middle), and *μ* statistics (bottom). Four of the uniquely selected regions in JR2 are highlighted with red arrays

We found genes responsible for flowering time (e.g., *etr2*, *soc1*, *SPIN1*, and *LFY*) were located within the selective sweep regions, suggesting that those genes might play roles in adapting to high latitude environments for JR1 compared to JS (Fig. 1b; Additional file 2: Fig. S6). The tree height of *J. regia* is normally reduced compared to *J. sigillata* (Additional file 2: Fig. S7). Three genes (*gs1;1*, *gid2*, and *Slr1-d*) associated with dwarfism were also found in the target regions of JR1. Among them, we found the signature of positive selection of the region covering *gid2* was stronger in the JR2 (Fig. 4; Additional file 2: Fig. S6), indicating this region was under strong artificial selection during improvement. Interestingly, there existed a Mb-scale genomic region (Chr12: 1.3–14.1 Mb) which was highly differentiated (*Z*(*F*_ST_) > 3) between JR1 and JS. The region could also be targeted by signatures based on reduction of diversity and *μ* statistics. This genomic region included functional genes involved in flowering time (*LFY*, *VIM1*, and *TIC*) and reproduction (*gsl8-2* and *tms*) (Additional file 6: Table S5), which could be critical selection targets for *J. regia*.

Compared to JR1, we found that some genes located in regions specifically selected in JR2 are homologous to important functional genes responsible for seed weight and starch accumulation (Fig. 4; Additional file 7: Table S6). For example, a homolog of *BAK1* (JreChr06G11560) was found in the region (Chr6: 28.1–28.4 Mb) only differentiated between JR2 and JS. In rice, *BAK1* was reported to be involved in the developmental process of grain filling [28]. One homolog of *AGPS2* (JreChr04G11920) was in a genomic region (Chr4: 37.4–37.7 Mb) with specific reduction of diversity in JR2 compared to JS. *AGPS2* could be coordinated with starch accumulation in the developing rice seed [29]. Moreover, two *glu4a* genes (JreChr03G12610 and JreChr03G12612) involved in seed glutelin quality (eating quality) [30], and one *th1* gene (JreChr03G12627) related to seed weight per panicle in rice [31], were found within the candidate selected region (Chr3: 42.5–42.7 Mb). In addition to genes related to seed traits, we found two genes coding nitrilase with Pfam “PF00795” (carbon-nitrogen hydrolase) within a selected region (Chr13: 20.9–21.3 Mb) identified by two selective approaches (Additional file 7: Table S6). The two genes are homologous to *OsNIT1*, which has been reported to be involved in root-growth responses to nitrate and ammonium [32].

### Genomic variants associated with environmental factors

By correlating environmental variables with genomic variants, it is possible to identify genomic loci that are involved in mediating adaptation. We focused on 20 environmental variables related to temperature, precipitation, and altitude, which are principal determinants of plant distribution and survival (Additional file 9: Table S8; Additional file 2: Fig. S8). A total of 48 genomic loci were identified which were likely related to the 20 environmental variables (temperature related: bio1-bio11, precipitation related: bio12-bio19, and altitude) (Fig. 5a; Additional file 10: Table S9; Additional file 11: Table S10). Three and one genomic hotspot regions were associated with temperature and precipitation, respectively, according to the results of multiple (> 3) genetic-environmental association (GEA) studies (Fig. 5a, b). For the three temperature-associated genomic hotspots on chromosomes 3, 13, and 16, we found genes homologous to functional genes responsible for cold tolerance in rice (*OsMKK6*) and in *Arabidopsis* (*hos15*, *rap2.1-2*) (Fig. 5b; Additional file 11: Table S10). Notably, one *J. regia* homolog (JreChr13G10772) of the *ATC* in the *Arabidopsis TERMINAL FLOWER 1* (*TFL1*) gene family was also located within the peak region on chromosome 13 (Fig. 5b–d). In plants, the *TFL1* gene family has been found to not only be involved in repression of flowering under short photoperiods, but can also regulate development in response to temperature [33].

**Fig. 5:**
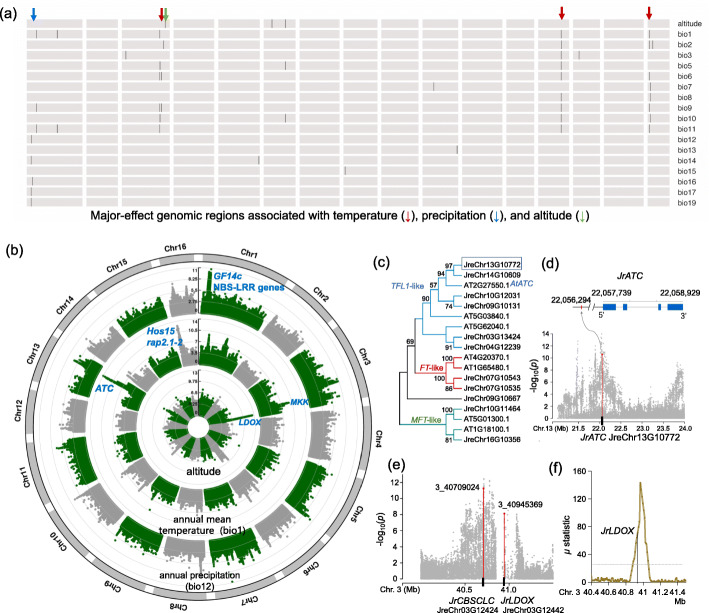
Genomic loci associated with environmental factors. **a** Summarized genomic loci associated with environmental factors related to temperature, precipitation, and altitude. The major-effect genomic loci associated with temperature, precipitation, and altitude are highlighted with red, blue, and green arrays, respectively. **b** Manhattan plots for annual mean temperature (bio1), annual precipitation (bio12), and altitude. **c** Phylogenetic tree for the genes of *J. regia* and *A. thaliana* in the phosphatidylethanolamine-binding protein (PEBP) gene family. The branches for subfamilies *TFL1-*like, *FT*-like, and *MFT*-like are colored in blue, red, and green, respectively. **d** A zoomed-in plot for the loci on chromosome 13 associated with temperature. One SNP located in the promoter region of *JrATC* is within the peak region. **e** A zoomed-in plot for the loci on chromosome 3 associated with altitude. **f** *JrLDOX* is located in the selected genomic region identified in Tibetan walnut population

For the hotspot region associated with precipitation (Fig. 5a, b), we found a gene cluster coding 13 nucleotide-binding site leucine-rich repeat (NBS-LRR) disease-resistant proteins. The enrichment of the NBS-LRR gene was also observed in a GEA study for peach adaptation [34]. In addition, SNPs within one gene (JreChr01G13585) with Pfam “PF02893” (GRAM domain) were significantly associated with precipitation variables. The GRAM gene family is part of the ABA signaling pathway [35]. In rice, a GRAM domain-containing protein has been reported to confer drought and salt tolerance [36].

UV-B radiation stress in high-altitude regions can enhance the production of reactive oxygen species (ROS), which could cause damage to plant growth and development. It has been documented that flavonoids, especially flavonols, are highly effective in mitigating ROS and UV-B radiation [37]. Interestingly, among the genomic region (on Chr3) most associated with altitude (Fig. 5b, e), we found one gene (JreChr03G12442) coding leucoanthocyanidin dioxygenase (*LDOX*) involved in the flavonoid biosynthetic pathway. In addition, the gene was also under positive selection in the walnut population collected from Tibet at high altitude (Fig. 5f; Additional file 2: Fig. S9; Additional file 12: Table S11). In addition, one *CBSCLC* gene (JreChr03G12424) with Pfam “PF00654” (Voltage gated chloride channel) is located within the peak region on Chr3. The *CBSCLC* gene family has been reported in response to various plant stresses including salinity, drought, cold, high temperature, UV, wounding, and genotoxicity, in both root and shoot tissues [38]. These genes warrant attention in future research to evaluate whether and how they are involved in mediating adaptation to climate in walnut species.

### Genome-wide associations with agronomic traits

A total of 44 traits were measured, which include phenotypic categories like yield components, fatty acid composition, and coloration (Additional file 12: Table S12; Additional file 2: Fig. S3). We then performed GWAS for these traits investigated in 2016 using common SNPs with minor allele frequency above 0.05. With a threshold of *P* < 1.16E−6, a total of 27 genomic loci were identified by both fastGWA and EMMAX software as significant GWAS peaks for 18 traits (Additional file 2: Fig. S10; Additional file 14: Table S13; Additional file 15: Table S14). For the 14 traits investigated in 2019, 17 associations underlying 7 traits were overlapped with those identified by our first GWAS analyses, with traits like leaflet and nut shape, number of single fruit, color of endopleura, and nut shell thickness showing good consistency of association signatures (Additional file 16: Table S15). The lead SNPs within the peak regions could be designed as markers and utilized by walnut breeders to select individuals with desirable traits (Additional file 15: Table S14).

The ratio of unsaturated fatty acid relative to saturated fatty acids is an important indicator of evaluating the quality of edible oil. Compared to a stable unsaturated fatty acid proportion in sesame [39], a highly variable range of linoleic acid (C18:2) content (38.2–71.9%) was observed in walnut. GWAS was performed for the contents of oleic acid (C18:1) and linoleic acid (C18:2), and both traits were found to be associated with SNPs in one genomic region ranging from 27.0 to 27.5 Mb on chromosome 13 (Fig. 6a). Notably, one *FAD2* homologous gene (JreChr13G11197) was found within this region, of which one nonsynonymous SNP (13_27108275) showed a significant association with both C18:1 (5.75E−8) and C18:2 (5.17E−7) (Fig. 6b; Additional file 15: Table S14). *FAD2* encodes an oleic acid desaturase, which converts oleic acid to linoleic acid in the endoplasmic reticulum [40]. There are three paralogous genes encoding *FAD2* in the walnut genome, among which the candidate gene JreChr13G11197 was found to be highly expressed in the embryo and somatic embryo compared to other paralogs (Fig. 6c). In our earlier study [41], the biosynthesis efficiency of linoleic acid was found to be highest between 91 and 119 days after pollination (DAP). We examined the transcriptomic profiles of JreChr13G11197 at different time points after pollination, and observed similar pattern between its expression level and the efficiency of linoleic acid biosynthesis (i.e., highest expression between 91 and 119 DAP) (Fig. 6d), adding more transcriptomic evidence that the JreChr15G11197 (*JrFAD2*) is the causal gene responsible for linoleic acid biosynthesis in walnut. We further evaluated the conservation level based on SIFT (sorting intolerant from tolerant) score [42] (Fig. 6e) and found the significantly associated nonsynonymous SNP (13_27108275) was also of higher conservation than other variants within the gene, indicating that it might be a causative SNP responsible for the trait. As expected, samples harboring the GG allele had significantly lower oleic acid but higher linoleic acid content than those with the GA and AA alleles (Fig. 6f).

**Fig. 6:**
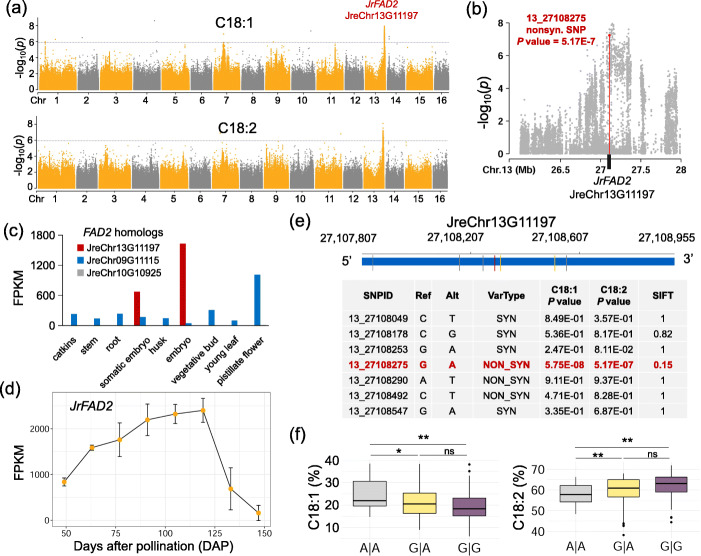
Candidate causative genes and variants for C18:1 and C18:2. **a** Manhattan plots of GWAS for C18:1 and C18:2. The genome-wide significant value threshold (1.16E−6) is indicated by a horizontal dash–dot line. One gene (JreChr13G11197) homologous to *FAD2* of *A. thaliana* resides in the GWAS peak region. **b** A zoomed-in plot for the GWAS peak of C18:2. One significantly associated nonsynonymous SNP (*P* value 5.17E−7) of *FAD2* is highlighted. **c** Expression level of three *FAD2* homologs. The JreChr13G11197 with significantly associated nonsynonymous SNP has the highest expression level in the embryo compared to other tissues. **d** Expression levels of JreChr13G11197 (*JrFAD2*) at different days after pollination (DAP). Three replicates for each time point. **e** Conservation level of the candidate causal SNP associated with C18:1 and C18:2 content. Top: locations of SNPs in the CDS region of JreChr13G11197; bottom: *P* values and conservation scores for different SNPs. The conversation score is measured based on the SIFT score (with lower values indicating higher conservation). **f** Differences in C18:1 and C18:2 contents with different alleles of the nonsynonymous SNP (13_27108275). *P < 0.05, **P < 0.01, Student’s *t* test

The color of endopleura is one of the most commercially important characteristics of walnut. There exists one major loci on chromosome 9 significantly associated with the color trait (Fig. 7a; Additional file 15: Table S14). Zooming in on the GWAS peak region, we found a gene JreChr09G12363 homologous to *ANR* (*BAN*) located within this region (Fig. 7b). *ANR* encodes an anthocyanidin reductase, which functions as a negative regulator of flavonoid biosynthesis and is involved in procyanidin accumulation in the seed (Fig. 7c) [43]. We further examined the transcriptomic profile of this gene in embryo and endopleura (Fig. 7d) and found a stable and moderate expression level of this gene in embryo during different time points. However, during the development of endopleura, the expression level of JreChr09G12363 (*JrANR*) showed a continuously increasing trend, and FPKM value could reach up to ~ 800, providing more support for a role of *JrANR* playing in the endopleura development (Fig. 7d,e). 

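The endopleura, the thin seed coat around the walnut kernel, was collected from the cultivar "Linzaoxiang" at 35, 63, 91, 119 and 147 days after pollination (DAP). Each of the 5 stages has 3 libraries, 15 in all, and each library was made from the pooled endopleuras of 7 nuts. The authors aligned the NovaSeq reads to their own J. regia genome with Hisat2, quantified expression with StringTie, and deposited an FPKM value for each of 39414 genes in each library. FPKM is the number of fragments of a gene divided by its length and by the mapped fragments of the library. The embryo libraries are not analysed here. The paper's text does not name the number of fragments per library, so the absolute depth is unknown. Ratios between libraries of values under 0.1 FPKM, which rest on few reads, gave a relative depth, and the deepest library was 1.35 times as deep as the shallowest. The FPKM values of a library summed to between 851621 and 1113620. The 10 genes with the highest FPKM held on average 6.94% of this sum at 35 DAP and 25.7% at 147 DAP, so the values of the other genes depend on how libraries are scaled. Across tested genes, which are not independent replicates, libraries of the same stage correlated with r between 0.964 and 0.992, and no pair of them held identical values. Genes with an FPKM of at least 1 in at least 3 libraries, 22310 in all, were compared between stages on the log2(FPKM + 1) scale with limma, in one fit of the 15 libraries. The p-values were adjusted over the tested genes by the Benjamini-Hochberg method. The added 1 makes the fold changes of genes with low FPKM smaller than they are.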

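JreChr09G12363 (JrANR) lies on chromosome 9 of the authors' genome from 7498722 to 7501474, and Table S14 annotates it as a putative leucoanthocyanidin reductase with an NAD dependent epimerase/dehydratase domain. Its FPKM was 75.7 ± 6.79 (SD, n = 3) at 35 DAP, 189.9 ± 3.32 at 63 DAP and 107 ± 4.05 at 91 DAP. It was 289 ± 93.6 at 119 DAP and 808 ± 217 at 147 DAP (SD, n = 3 each). On the log2(FPKM + 1) scale, JrANR rose by 1.32 from 35 to 63 DAP (standard error 0.22, adjusted p = 0.00019 from limma). It fell by 0.82 from 63 to 91 DAP (standard error 0.22, adjusted p = 0.0131 from limma). It rose by 1.36 from 91 to 119 DAP (adjusted p = 0.000844) and by 1.51 from 119 to 147 DAP (adjusted p = 0.000132), with the same standard error. Between 35 and 147 DAP the log2 change was 3.37 (adjusted p = 5.91e-09), and the mean FPKM was 10.7 times as high. The 3 libraries of a stage did not overlap with those of the stage before in any of the 4 steps, and each step had a two-sided exact permutation p of 0.10, the smallest that 3 libraries against 3 allow. The libraries lay between 187 and 194 FPKM at 63 DAP and between 103 and 110.2 FPKM at 91 DAP. At 119 DAP, replicate 2 had 181 FPKM, against 342 and 344 in replicates 1 and 3. Without this library the log2 change was 1.67 from 91 to 119 DAP and 1.20 from 119 to 147 DAP. Over the 15 libraries, log2(FPKM + 1) correlated with DAP with Pearson's r = 0.861 (two-sided permutation p = 4e-05, adjusted over the 2 relations 8e-05) and Spearman's rho = 0.818 (permutation p = 0.0004, adjusted 0.0004). With 2 of the 6 libraries at 35 and 147 DAP left out, in each of the 15 possible ways, r lay between 0.796 and 0.826. Of the other settings, rescaling each library to the same sum of FPKM (TPM) moved the change between 35 and 147 DAP most, to 3.08. The pools also held transcripts of seed storage genes. With their level as a covariate in limma, the change of JrANR from 63 to 91 DAP was -0.51 (standard error 0.22, adjusted p = 0.127). This fit was chosen after the fall had been seen. The storage genes were themselves higher at 91 than at 63 DAP, so the covariate could also remove part of a true change. The paper's text describes JrANR in endopleura as increasing continuously during development, whereas here it fell from 63 to 91 DAP. The paper contrasts the rise with a stable, moderate level in embryo, which is not analysed here. From this expression it reasons to a role of JrANR in endopleura development (Fig. 7d,e).

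**Figure D1:**
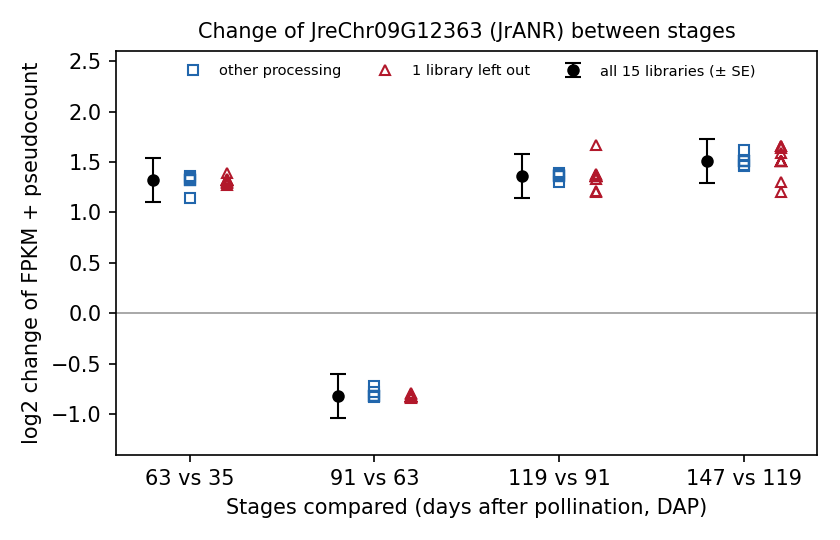
Change of JreChr09G12363 (JrANR) between consecutive stages, given on the x axis in days after pollination, as the log2 change of FPKM plus a pseudocount on the y axis. Filled circles are the fit of all 15 libraries with its standard error, squares the other processing settings and triangles the fits that each left out 1 library; from 63 to 91 DAP every point lies below 0, between -0.84 and -0.72, and in the other 3 steps every point lies above 0.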

Within the gene, one nonsynonymous SNP (9_7499782, T to C) showed a significant signal (*P* = 6.1E−7) (Fig. 7f). Moreover, this missense SNP showed the highest conservation level compared to the other nonsynonymous SNPs in the gene (Fig. 7f). Samples with the “CC” allele of this SNP showed significantly darker endopleura color than those with the “CT” and “TT” alleles (Fig. 6g). Nut shell thickness has been regarded as a crucial commercial trait for walnut, with thinner shell being easier to crack (Additional file 2: Fig. S11). For this trait, we also identified one associated genomic peak on chromosome 5, which includes one nonsynonymous SNP for *MYB16* (JreChr05G10191_01) (Additional file 15: Table S14). The homolog gene (AT5G15310) in *Arabidopsis* has been proved to promote unidirectional cell expansion and can participate in the regulation of cuticle biosynthesis and wax accumulation in reproductive organs and trichomes [44]. These identified genes related to the economically important agronomic traits can be potentially used for the improvement of walnut trees.

**Fig. 7:**
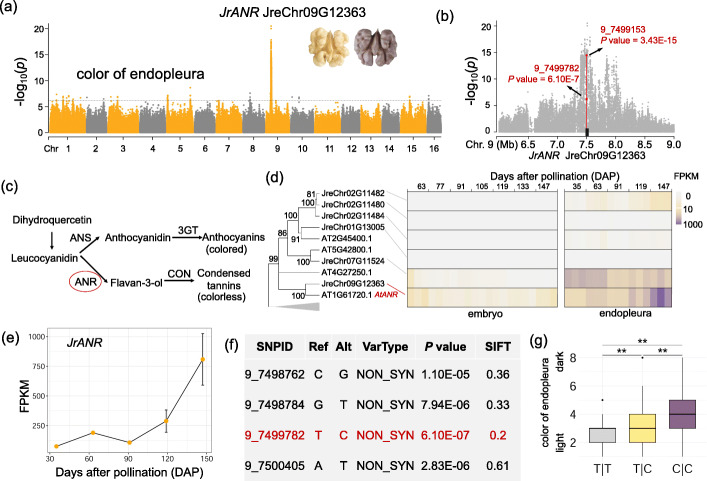
Candidate causative gene for walnut endopleura color. **a** Manhattan plot of GWAS for color of walnut endopleura. The homolog of *ANR* (JreChr09G12363) located in this region is highlighted. Walnut fruits with contrasting bright and dark colors are shown. **b** Zoomed-in plot for the GWAS peak associated with endopleura color. SNPs in theA NR gene are highlighted. **c** Relationship between the biosynthesis of condensed tannins and anthocyanins. **d** Identification of ortholog of *AtANR* in walnut (left). Expression profiles of *ANR* homologs at different developmental stages of embryo and endopleura in walnut (right). Three replicates for each time point. **e** Expression levels of JreChr09G12363 (*JrANR*) at different days after pollination. **f** Conservation level (based on the SIFT score) of nonsynonymous SNPs in the *ANR* gene. **g** Comparison of walnut endopleura color for samples with different alleles for the potentially causative SNP (9_7499782). **P < 0.01, Student’s *t* test

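Fig. 7d names 5 further walnut genes beside JrANR, and their values in the same endopleura libraries were as follows. JreChr07G11524 lies on chromosome 7 from 29492024 to 29494934. Its FPKM was 400.3 ± 38.2 (SD, n = 3) at 35 DAP, 365 ± 4.90 at 63 DAP, 141 ± 8.64 at 91 DAP, 192 ± 65.8 at 119 DAP and 243 ± 77.6 at 147 DAP. This gene fell by 1.37 on the log2 scale from 63 to 91 DAP (standard error 0.23, adjusted p = 0.000676 from limma). It fell by 0.76 from 35 to 147 DAP (adjusted p = 0.0103). That fall was -0.60 (adjusted p = 0.0526) with replicate 3 of 147 DAP left out, and the adjusted p lay between 0.00111 and 0.0526 over all settings. JreChr02G11482, on chromosome 2 from 26420176 to 26422538, had an FPKM of 1.18 ± 0.428 (SD, n = 3) at 35 DAP and 9.13 ± 0.212 at 147 DAP. Its log2 change was 2.23 (standard error 0.19, adjusted p = 1.31e-07 from limma), and it fell by 0.94 from 63 to 91 DAP (adjusted p = 0.00276). JreChr02G11484 had means between 0.183 FPKM at 91 DAP and 1.72 FPKM at 63 DAP, and fell by 1.13 between these stages (adjusted p = 0.00409 from limma). Its highest mean, at 63 DAP, rests on replicate 3 with 3.04 FPKM. Replicates 1 and 2 had 1.21 and 0.916 FPKM, below the mean of 1.22 FPKM at 147 DAP. Its change from 35 to 147 DAP was not distinguishable from the spread between libraries (log2 change 0.29, adjusted p = 0.312). With quantile normalization it was 0.81 (adjusted p = 0.00891), and over all settings the adjusted p lay between 0.00891 and 0.625. JreChr02G11480 reached at most 0.531 FPKM and was listed at 0 in 5 libraries, and JreChr01G13005 was listed at 0 in 14 of the 15 libraries. The 3 genes on chromosome 2 lie near one another, and their values are uncertain where the authors' quantification could have split reads between them.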

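JrANR changed in a tissue in which most genes changed. The F test over the 5 stages gave an adjusted p under 0.05 for 18111 of the 22310 tested genes (81.2%). From 35 to 63 DAP 4316 genes were higher and 6113 lower, so 41.4% of the changed genes were higher, against 51.5% with quantile normalization and 29.1% after rescaling to equal sums. From 63 to 91 DAP 1693 genes were higher and 4221 lower (28.6% higher, against 50.8% with quantile normalization and 40.8% with median-ratio scaling). Leaving out replicate 2 of 91 DAP gave 1073 genes higher and 3196 lower in this step. From 91 to 119 DAP 2152 genes were higher and 1930 lower (52.7% higher, against 44.3% with quantile normalization and 44.0% after rescaling to equal sums). Without replicate 2 of 91 DAP, 2612 genes changed in this step in place of 4082. From 119 to 147 DAP 3153 genes were higher and 4865 lower (39.3% higher, against 49.0% with median-ratio scaling). Between 35 and 147 DAP 5349 genes were higher and 9749 lower (35.4% higher), against 49.95% higher with quantile normalization, 25.0% after rescaling to equal sums and 46.6% with median-ratio scaling. The median log2 change of all tested genes between these stages was -0.27, and it was 0.03, -0.53 and -0.05 in these 3 settings. Mean log2(FPKM + 1) rose at every step in 994 tested genes (4.46%), and JrANR is not among them. With quantile normalization 1533 genes did so, and in 92 genes every library was higher than every library of the stage before. By mean FPKM, JrANR ranked 2109th of all genes at 35 DAP, 660th at 63 DAP, 1331st at 91 DAP, 371st at 119 DAP and 103rd at 147 DAP.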

## Discussion

In genetic studies of annual crops, plants are usually collected and grown in the same environments for investigation of their fitness or agronomic traits during their 1-year life span. For long-lived crop trees with a long juvenile period (e.g., 7 ~ 15 years for common walnut), using a similar strategy would involve a tremendous amount of time and efforts to investigate their flowering time and fruit traits. Considering the differences between long-lived perennial trees and annual crops, strategies to study their genetic basis of adaptation and agronomic traits may be modified accordingly. It would be more feasible to first identify one genetically diverse tree population and investigate the phenotypes of the same individuals in the population annually. Here, we constructed a genotyping panel of 815 walnut trees, among which annually continuous phenotyping could be performed for walnut individuals from China. This phenotyping strategy in a tree population has been proved to be capable of mapping candidate QTLs for some important traits investigated in this study. With accumulated annual phenotyping data, more GWAS analyses and evidences could refine these QTLs. This may also assist in determining the genetic basis of traits related to tree development. In addition to agronomic traits investigated here, many other traits like disease resistance, root morphology, and even microscopic phenotypes of walnut trees could also be studied based on this population and genotyping panel in the future.

Marker-assisted selection (MAS) and genome selection (GS) have been successfully applied to accelerating breeding cycles for many annual crops. Due to the long breeding period of fruit trees, it is important to develop useful MAS and GS tools for the selection of individuals that have desirable traits and good fitness to the growing environments [45]. Based on the GWAS and GEA analyses for walnut population in this study, we noticed that agronomic traits like color of endopleura and linoleic acid content are likely to be controlled by 1 or 2 major-effect quantitative trait loci (QTLs). Moreover, luckily, the adaptations of walnuts to stresses related to temperature, precipitation, and altitude also seem to be controlled by major-effect QTLs. For these traits, a library of markers could be constructed based on lead or even causative variants, which could help speed up the selection of desired individuals in an effective and cost-efficient manner [46]. For traits controlled by minor-effect QTLs, GS models could be developed taking advantage of the walnut variation map constructed in this study.

Although genomics has greatly accelerated the dissection of potential genes or networks related to fruit tree traits in the past decade, there remain many limitations which hinder further causative gene identification and in-depth gene function verification. For example, it is usually difficult to construct an artificial population for a perennial tree species. The lack of knowledge on gene function in fruit trees also presents an obstacle to narrow down candidate genes in the GWAS analysis. Functional analysis requires simple and effective transgenic technologies. While a mature transformation approach in walnuts (and other fruit trees) was developed some time ago [47], it is still laborious to study the gene function in vivo due to the long-life cycle. Furthermore, it is also not appropriate to verify some fruit-related traits ectopically in annual model plants. Therefore, there is still much scope for future functional genomics research in crop trees.

## Conclusions

Based on the most comprehensive walnut genomic variation map to date, we found that Chinese *J. regia* likely diverged from *J. sigillata* with a genetic bottleneck. Extensive hybridizations occurred after the divergence of the two species. The improvement in the walnut trees was accompanied with an increased level of heterozygosity and genetic diversity, which is distinct from the cultivation process of annual crops. The deleterious mutations in walnut tree genomes were shifted from a homozygous to a heterozygous form during its improvement. The signatures of environmental adaptation and improvement for walnut trees were uncovered by selective sweep scans and genetic-environmental associations. We also identified potentially causative genes for economically important traits including linoleic acid content and color of endopleura. These identified loci will contribute significantly to the genetic improvement and molecular breeding of walnuts.

## Methods

### Plant sampling and DNA sequencing

We collected 815 walnut samples from China (728), Iran (76), and Pakistan (11). The Chinese walnut accessions were widely sampled from 19 provinces (Fig. 1a). Paired-end sequence data were generated by Illumina NovaSeq. The average sequencing depth for the generated genomic data is 19.0×. Among the 728 walnut samples collected in China, 92 accessions were approved as improved varieties by walnut variety approval committees from each province in China. The approved walnut varieties are normally characterized by high yield (e.g., high fruit and nut weight), favorable fruit quality (e.g., light colored kernel, tasty nut), and good resistance to pathogens and are able to adapt well to local agro-ecological conditions. In addition, to facilitate inference of the phylogeny of these samples, we also integrated 11 publicly available genomic datasets concerning *Juglans* accessions from Zhang et al. (2019) [3], including *J. sigillata* (2), *J. regia* (1), *J. cathayensis* (2), *J. mandshurica* (2), *J. microcarpa* (2), and *J. nigra* (2) (Additional file 1: Table S1).

### Phenotyping

A total of 44 agronomic traits of walnut accessions collected from China were investigated in 2016 (44 traits) and in 2019 (14 traits) (Additional file 13: Table S12), including yield formation, nut and leaf characteristics, tree and biological characteristics, and quality characteristics. Nut-related traits were measured using fully matured nuts in the laboratory. Vertical diameter, transverse diameter, lateral diameter, nut shell thickness, and hull thickness were measured using a digital caliper or spiral micrometer (Additional file 17: Supplementary Note). Protein content was measured with the Kjeltec 8400 Analyzer (Foss, Sweden) according to the user manual. The fatty acid composition was determined by a 7890A gas chromatogram (Agilent Technologies) according to a previous report [48]. Walnut endopleura colors were categorized into different levels from light to dark. The following phenotypes were determined by visual observation: shell surface feature, nut shape, nut top shape, nut shoulder shape, nut bottom shape, suture feature, nut inner wall, nut diaphragm, kernel plumpness, nut uniformity, tree posture, number of side shoots withdrawing fruit, crown shape, leaflet shape, parietal degeneration, leaf tip shape, and leaf edge shape (Additional file 17: Supplementary Note).

### Variant calling and genotyping

Sequencing reads of each walnut accession were mapped to *J. regia* genome [9] using BOWTIE2 v2.2.1 [49] with default settings. Consecutive steps using Samtools v0.1.19 [50] and GATK v3.7 [51] were applied for variant detection. Potential PCR duplicates were removed using “Samtools rmdup.” Alignments around small indels were realigned with “IndelRealigner,” and raw variants were called based on the realigned bam file. The resulting BAM file for each walnut sample was used for the multi-sample variant genotyping. “UnifiedGenotyper” in GATK v3.7 was applied to generate the raw variant calls with parameters “-stand_call_conf 30, -stand_emit_conf 10.” To reduce the variants false discovery rate, the variant calls were further filtered according to the following threshold: QUAL < 30, QD < 2, MQ < 30, and MQ0/DP > 0.1. Potential variant annotation and effect were predicted by SnpEff v3.6 [52]. To evaluate the SNPs genotyping accuracy, we performed Sanger sequencing for six genomic segments for 12 to 19 walnut accessions. The primers for each segment are listed in Additional file 18: Table S16.

### Population structure and LD analysis

A phylogenetic tree was constructed using FastTree [53] based on the 571,589 SNPs at four-fold degenerate (4DTv) sites among 815 walnut accessions and 11 *Juglans* individuals from publicly available data. Among the 11 *Juglans* individuals, 8 accessions including *J. cathayensis*, *J. mandshurica*, *J. microcarpa*, and *J. nigra* were used as the outgroup. Principal component analysis was performed for 818 *J. regia* and *J. sigillata* samples by SNPRelate v0.9.19 [54]. The ancestry inference was undertaken using FastStructure [18] for the 818 accessions with *K* values ranging from 2 to 10. The module implemented in fastSTRUCTURE “chooseK.py” was used to identify the proper *K* value that maximized the marginal likelihood. Two summary statistics *θ*_***w***_ and *θ*_***n***_ values for diversity estimation for each population were calculated by VariScan [55] based on a sliding window size of 1 Mb. LD decay statistics were calculated for different populations by PopLDdecay3.26 (https://github.com/BGI-shenzhen/PopLDdecay). SNPs with minor allele frequency (MAF) above 0.05 were used for LD estimation of each population. We estimated the inbreeding coefficient for each individual of all walnut samples by VCFtools (v0.1.13, https://vcftools.github.io) [56]. The software estimates the inbreeding coefficient for each individual in the genotyping VCF matrix based on the equation *F* = (*O*_(hom)_ − *E*_(hom)_) / (*N* − *E*_(hom)_), in which *O*_(hom)_ is the observed number of homozygous SNPs, *E*_(hom)_ refers to the expected number of homozygous SNPs, and *N* is the total number of genotyped loci of the individual.

### Demography inference

The divergence time between *J. sigillata* and *J. regia* was inferred using SMC++ v1.13 [57]. For each population of JS and JR1, we down-sampled the individual number to 40 (5 times) to improve the estimation accuracy of the effective population size. The divergence time range was estimated according to the distinct change of effective size between JS and JR1 populations. The mutation rate was assumed as *μ* = 2.5 × 10^−9^ mutations×bp^−1^ × generation^−1^ [58].

### Genome-wide selective sweep analysis

The genome was scanned in a 100-kb window size with a step size of 10 kb, and the population parameters (*π*, *F*_ST_) were estimated for each window by VCFtools (v0.1.13, https://vcftools.github.io) [56]. Using the *J. sigillata* population as background, the *F*_ST_ and relative genetic diversity change for the two *J. regia* populations (JR1 and JR2) were calculated and then were standardized and transformed into *Z*-scores. The genomic windows with a *Z*-score above 3 were determined as candidate regions. In addition, we used RAiSD [59] to detect candidate genomic regions under positive selection for *J. regia* populations (JR1 and JR2). The scanning window size of RAiSD was set to 10 kb. RAiSD adopted a composite evaluation test that scores genomic regions by quantifying changes in the amount of genetic diversity, SFS, and the levels of LD and along a chromosome [59]. The genes within the selective sweep regions identified by the three methods were taken as candidate genes under selection.

### SNP conservation and analysis of deleterious variation

For measuring SNP conservation, we used SIFT software [42] to construct a SIFT score database based on the *J. regia* reference genome. The SIFT score ranges from 0 to 1, with 0 being more conservative. For genes within GWAS significant signals, SIFT scores for SNPs at coding regions could be obtained.

For the deleterious variation analysis, we followed previous deleterious variation studies in plants (rice [21], grape [22], cassava [26]) and determined the deleteriousness of a SNP mutation site by assessing the degree of sequence conservation (based on the SIFT software [42]). The detailed steps to identify and calculate the number of homozygous and heterozygous deleterious alleles are as follows: (1) We first generated a combined SNP genotyping matrix including all *J. regia* and *J. sigillata* accessions as well as one *J. nigra* sample (outgroup). (2) The software SnpEff was applied to determine nonsynonymous SNP sites. We further used the SIFT software to calculate the SIFT score, which could estimate the probability of each nonsynonymous SNP to be deleterious (SIFT score < 0.05) or tolerant (SIFT score ≥ 0.05). (3) Since we aimed to calculate the derived deleterious allele for each sample, the genotypes of the *J. nigra* accession (homozygous state) was used for allele polarization. For a deleterious SNP site, if the SNP genotype of a given sample is homozygous and different from *J. nigra*, we determined it as homozygous deleterious SNP, then the number of derived deleterious alleles is 2 × No. homozygous deleterious SNPs. If the SNP genotype of a given sample is heterozygous, we determined it as heterozygous deleterious SNP, then the number of derived heterozygous deleterious alleles is 1 × No. heterozygous deleterious SNPs. Finally, the total number of deleterious alleles for each sample is 2 × No. homozygous derived SNPs + 1 × No. heterozygous deleterious SNPs.

### Identification of genetic variants associated with walnut traits and environmental data

Genome-wide association study was performed for 44 traits by fastGWA [60] implemented in GCTA [61] with the linear mixed model. PCA was controlled as fixed effect. To confirm the signatures identified by fastGWA, we also applied EMMAX software [62] to perform GWAS for all the phenotyped traits using linear mixed model. In our walnut collection, the total number of individuals with any phenotypic data is 612; therefore, 6,708,149 SNPs (MAF > 0.05) for the 612 accessions with phenotypes were used. We set the genome-wide significance of all traits with a uniform threshold (*P* = 1 / the effective number of independent SNPs) [63]. The independent number of SNPs (863,148) was determined by PLINK with the parameters “window size = 50, step size = 5, and *r*^2^ ≥ 0.5” [64]. Therefore, we set the GWAS threshold as 1.16E−6 (1 / 863,148).

For genetic-environmental association analysis, the latitude, longitude, and altitude data for each individual were recorded with a GPS measuring instrument (China, YiLi × 28). Based on the latitude and longitude of each walnut sample, we extracted 19 bioclimatic variables (bio1 – bio19) related to temperature and precipitation from the WorldClim 2 database [65] using the RASTER R package [66] (Additional file 9: Table S8). Since some collected Chinese *J. regia* accessions (mainly in JR2) could have migrated from different places, we only explore genetic-environmental associations based on samples from populations of JS, JS-JR1 and JR1. Taking environmental data as phenotypes, genetic-environment associations were performed using mixed linear model by fastGWA [60] with PCA controlled as fixed effects. Manhattan plots in the GWAS and GEA analyses were visualized using CMplot package [67].

### Gene expression profiling

The RNA-seq data for walnut embryo were from our previous study (Additional file 19: Table S17) [41]. Transcriptomic data for walnut endopleura samples were generated in this study. The samples were harvested at 35, 63, 91, 119, and 147 DAP during the walnut development stage from walnut cultivar “Linzaoxiang” at Chinese Academy of Forestry. At each time point, endopleuras collected from 7 nuts were mixed into one biological replicate, with three replicates at each stage. All of the samples were quickly frozen into the liquid nitrogen and stored at − 80 °C refrigerator for transcriptome sequencing. Total RNA was extracted using the universal total RNA kit (Tiangen, Beijing, China). Transcriptomic sequencing was performed on the NovaSeq 6000 platform at Novogene Company (Beijing, China). The reads were aligned to our generated *J. regia* genome reference [9] by Hisat2 v2.1.0 [68], and StringTie v1.3.5 [69] was adopted for quantification of expression.

### GO enrichment analysis

GO enrichment analysis was carried out using AgriGO (http://bioinfo.cau.edu.cn/agriGO/) [70]. The GO annotation was extracted from the *J. regia *annotation based on Interproscan v5 [71]. The *P* value criterion of < 0.05 was used for the considered enrichment GO terms.

## Supplementary Information

**Additional file 1: Table S1.** Data information for all walnut accessions used in this study.

**Additional file 2: Fig. S1.** Circos plot for the genome-wide SNP density. **Fig. S2.** Population structure of *J. sigillata* and *J. regia* accessions. **Fig. S3.** Clustering of 44 traits for walnut samples investigated in this study. **Fig. S4.** Comparison of traits related to walnut fruit weight, size and fatty acid content for different populations. **Fig. S5.** Mutation burden for different walnut subpopulations in the JR3 group. **Fig. S6.** Genomic signatures for selection of JR1 walnut population. **Fig. S7.** Phenotypic differences between *J. sigillata* (JS) and *J. regia* (JR). **Fig. S8.** Clustering of 20 environmental values for walnut samples investigated in this study. **Fig. S9.** Genomic signatures for the Tibetan walnut population. **Fig. S10.** Genomic loci associated with agronomic traits of walnut identified by GWAS. **Fig. S11.** Candidate gene associated with nut shell thickness.

**Additional file 3: Table S2.** Comparison of called genotypes by NGS-based bioinformatic approach and Sanger-based method.

**Additional file 4: Table S3.** Comparison of characteristics of genetic diversity during domestication and improvement of perennial trees.

**Additional file 5: Table S4.** Putative functions of genes with high genetic burden during walnut evolution.

**Additional file 6: Table S5.** Genes under putatively selected genomic regions for JR1 identified by three selective sweep scan approaches.

**Additional file 7: Table S6.** Genes under putatively selected genomic regions for JR2 identified by three selective sweep scan approaches.

**Additional file 8: Table S7.** Enriched GO terms for genes located in selected regions of JR1 and JR2.

**Additional file 9: Table S8.** Environmental data values for 492 walnut samples used for genetic-environment association analysis.

**Additional file 10: Table S9.** Genomic regions associated with environmental factors related to temperature, precipitation, and altitude.

**Additional file 11: Table S10.** Genes located in genomic regions identified by genetic-environmental association studies.

**Additional file 12: Table S11.** Genes under putatively selected genomic regions for the Tibetan walnut population identified by three selective sweep scan approaches.

**Additional file 13: Table S12.** Phenotypic values for walnut samples collected and investigated in 2016 and in 2019.

**Additional file 14: Table S13.** Genomic loci associated with agronomic traits investigated in 2016 in walnut identified by GWAS.

**Additional file 15: Table S14.** List of significantly associated genic SNPs (identified by fastGWA) for traits investigated in 2016.

**Additional file 16: Table S15.** Genomic loci associated with agronomic traits investigated in 2019 in walnut identified by GWAS.

**Additional file 17: Supplementary Note.** Detailed descriptions for the phenotyped walnut traits.

**Additional file 18: Table S16.** Designed primers for validation of called SNP genotypes.

**Additional file 19: Table S17.** Summary of RNAseq data used in this study.

**Additional file 20.** Review history.

## Data Availability

Short-read genomic resequencing data of 815 walnut samples generated by this study have been deposited into GenBank under the bioproject accession number PRJNA721107 (SRR14429941 - SRR14430755) [72]. The genomic data for 11 *Juglans* accessions from Zhang et al. can be downloaded from NCBI with bioproject accession PRJNA356989 [3]. The detailed sequence read archive IDs of genomic data are listed in Additional file 1: Table S1. The transcriptomic data for walnut endopleura samples have been deposited under bioproject accession PRJNA643637 (SRR15651947 - SRR15651961) and available in the NCBI Gene Expression Omnibus (GEO) repository accession GSE185230 [73]. The raw RNA-seq data for walnut embryo samples generated in our previous study are available with the bioproject accession PRJNA643637 (SRR12131480 - SRR12131503) [41]. The RNA-seq data of 9 different walnut tissues generated in our previous *J. regia* genome assembly study can be downloaded from PRJNA721107 (SRR15651918 - SRR15651926) [9]. The detailed sequence read archive IDs of transcriptomic data are listed in Additional file 19: Table S17. The SNP dataset has been deposited into the Genome Variation Map (https://ngdc.cncb.ac.cn/gvm/) under the accession number GVM000177. The codes for the bioinformatics analyses are provided open in the GitHub repository (https://github.com/lefroyqiu/walnut_pop_genomics_project) under MIT license [74]. The current release has also been deposited at the Zenodo repository (10.5281/zenodo.5544174) [75].

# Supplementary material for: A genome variation map provides insights into the genetics of walnut adaptation and agronomic traits
**Source:** Genome Biol. 2021 Oct 27;22:300. doi: 10.1186/s13059-021-02517-6
**Supplement:** Supplementary file 2 — Additional file 2: Fig. S1. Circos plot for the genome-wide SNP density. Fig. S2. Population structure of J. sigillata and J. regia accessions. Fig. S3. Clustering of 44 traits for walnut samples investigated in this study. Fig. S4. Comparison of traits related to walnut fruit weight, size and fatty acid content for different populations. Fig. S5. Mutation burden for different walnut subpopulations in the JR3 group. Fig. S6. Genomic signatures for selection of JR1 walnut population. Fig. S7. Phenotypic differences between J. sigillata (JS) and J. regia (JR). Fig. S8. Clustering of 20 environmental values for walnut samples investigated in this study. Fig. S9. Genomic signatures for the Tibetan walnut population. Fig. S10. Genomic loci associated with agronomic traits of walnut identified by GWAS. Fig. S11. Candidate gene associated with nut shell thickness.

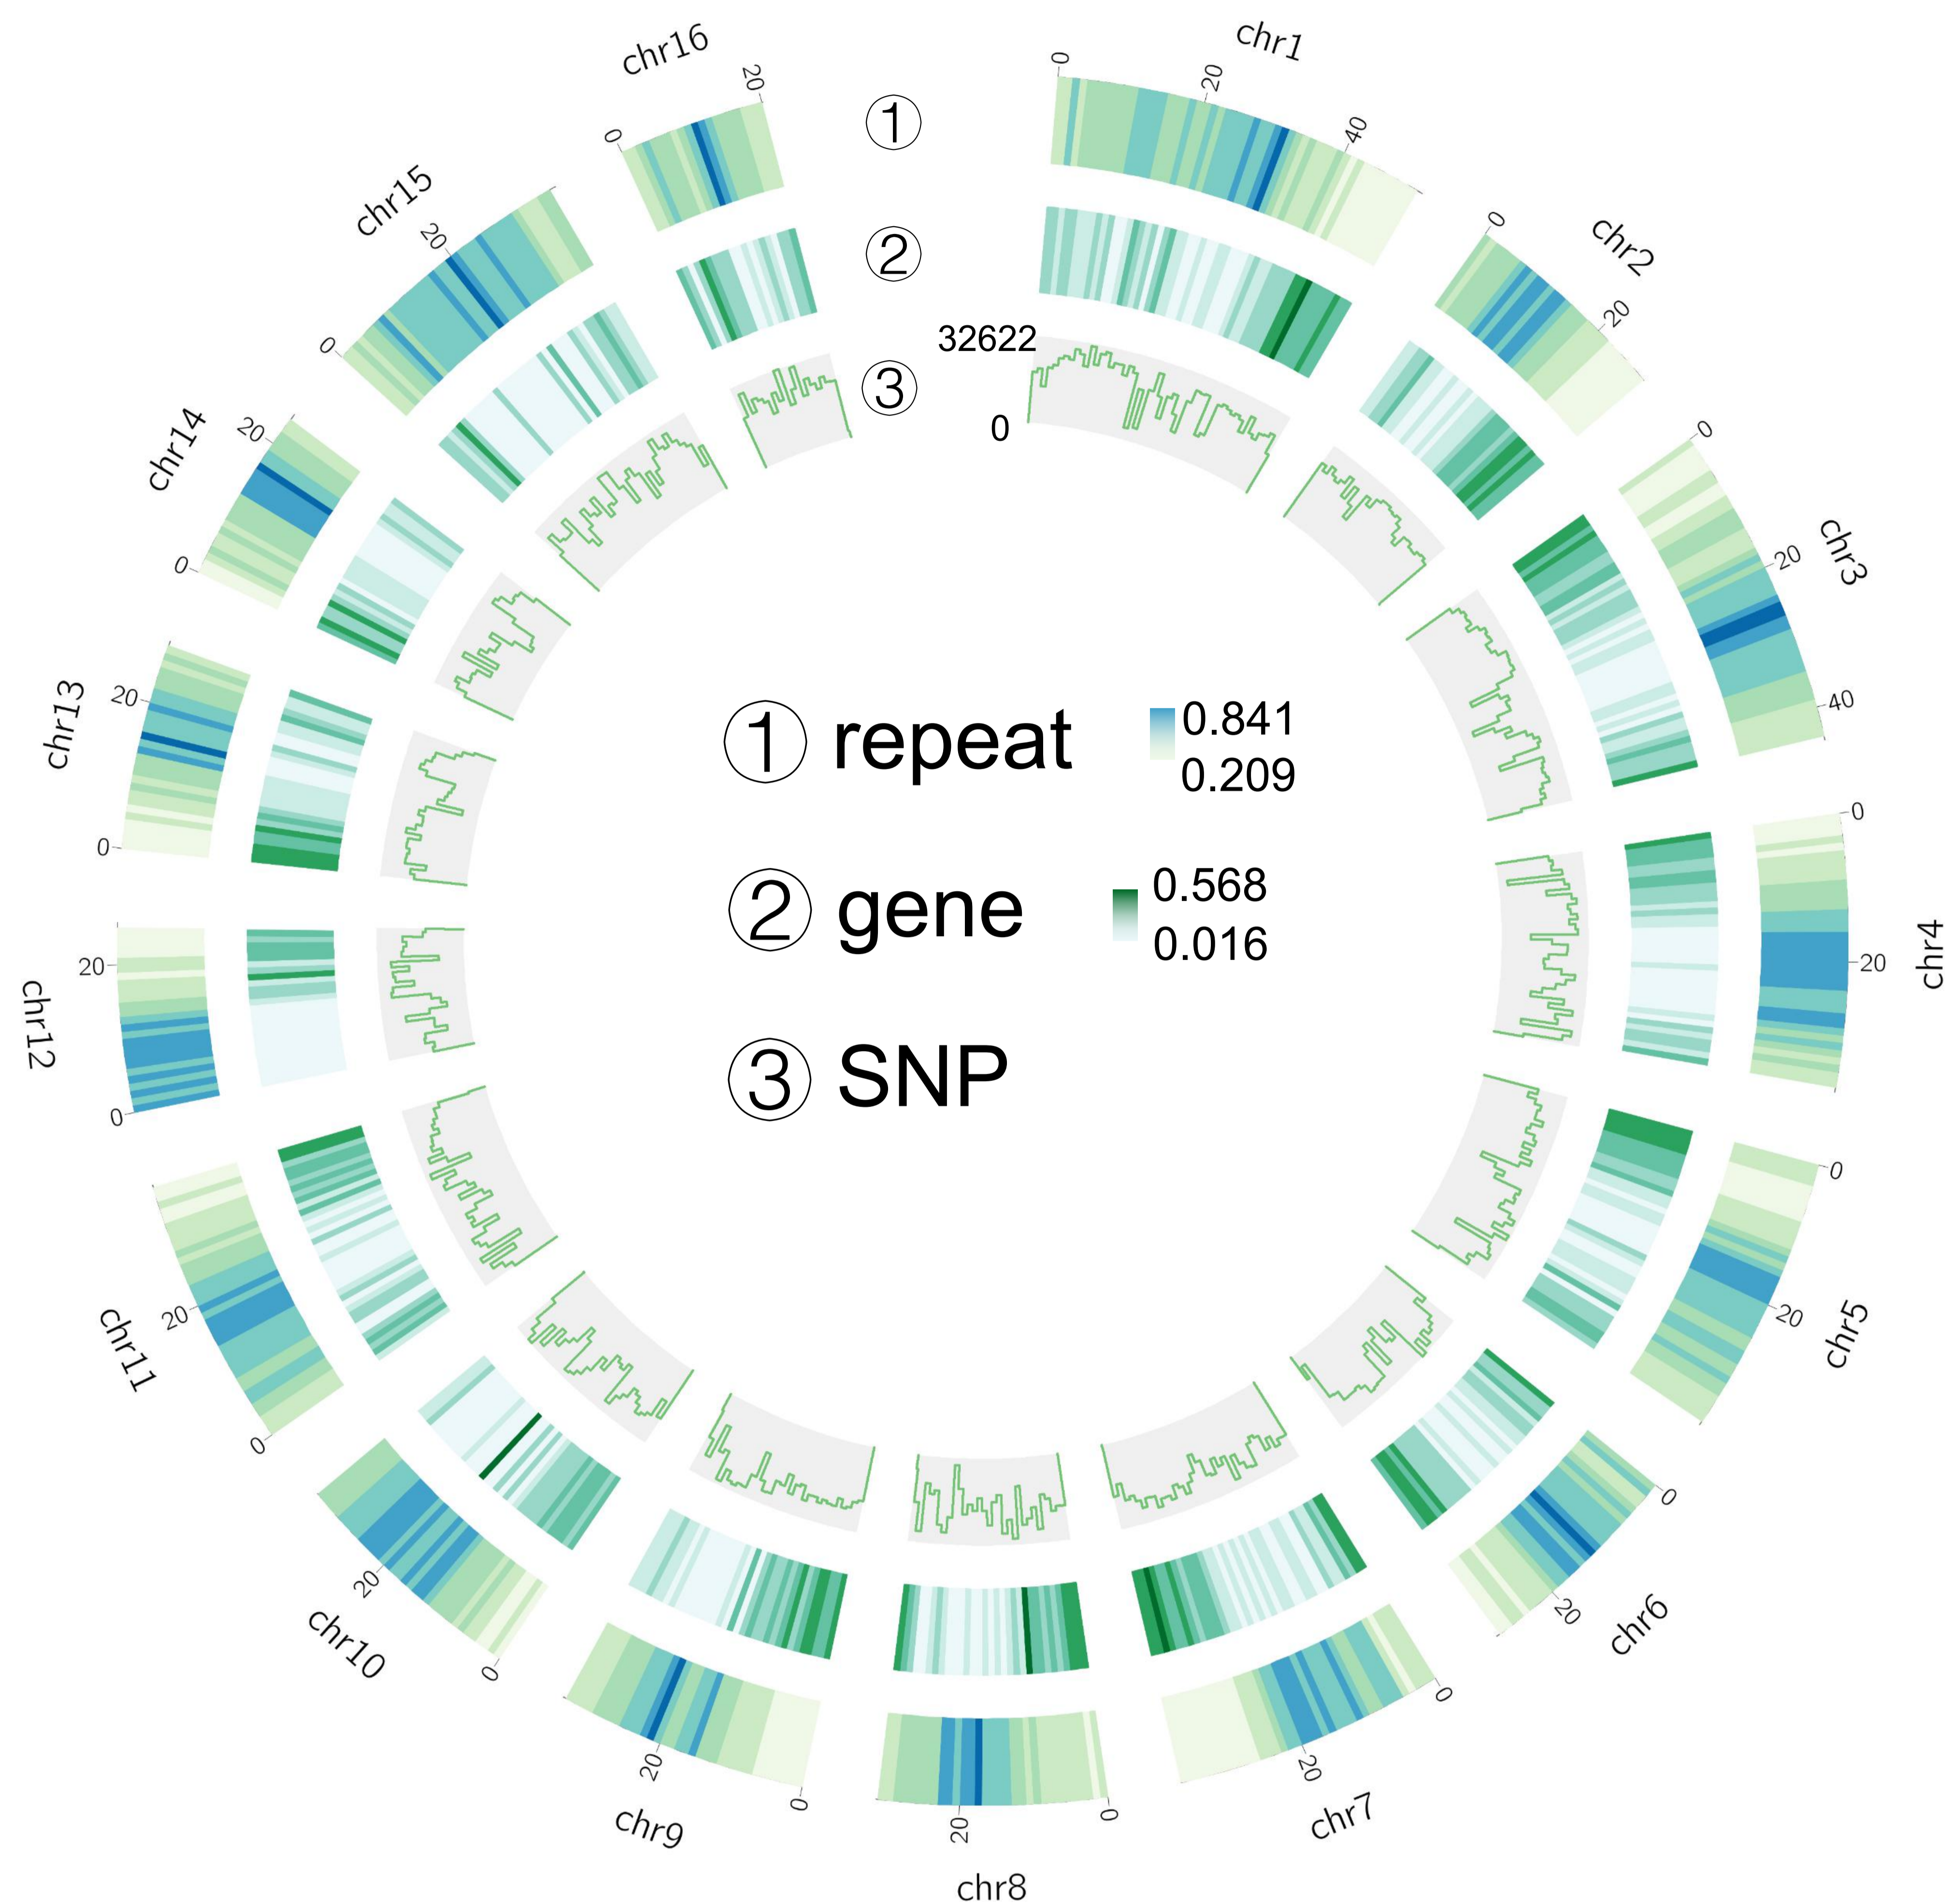

Fig. S1 | Circos plot for the genome-wide SNP density. Cycles from outside inwards: ① repeat density, ② gene density, ③ SNP density.

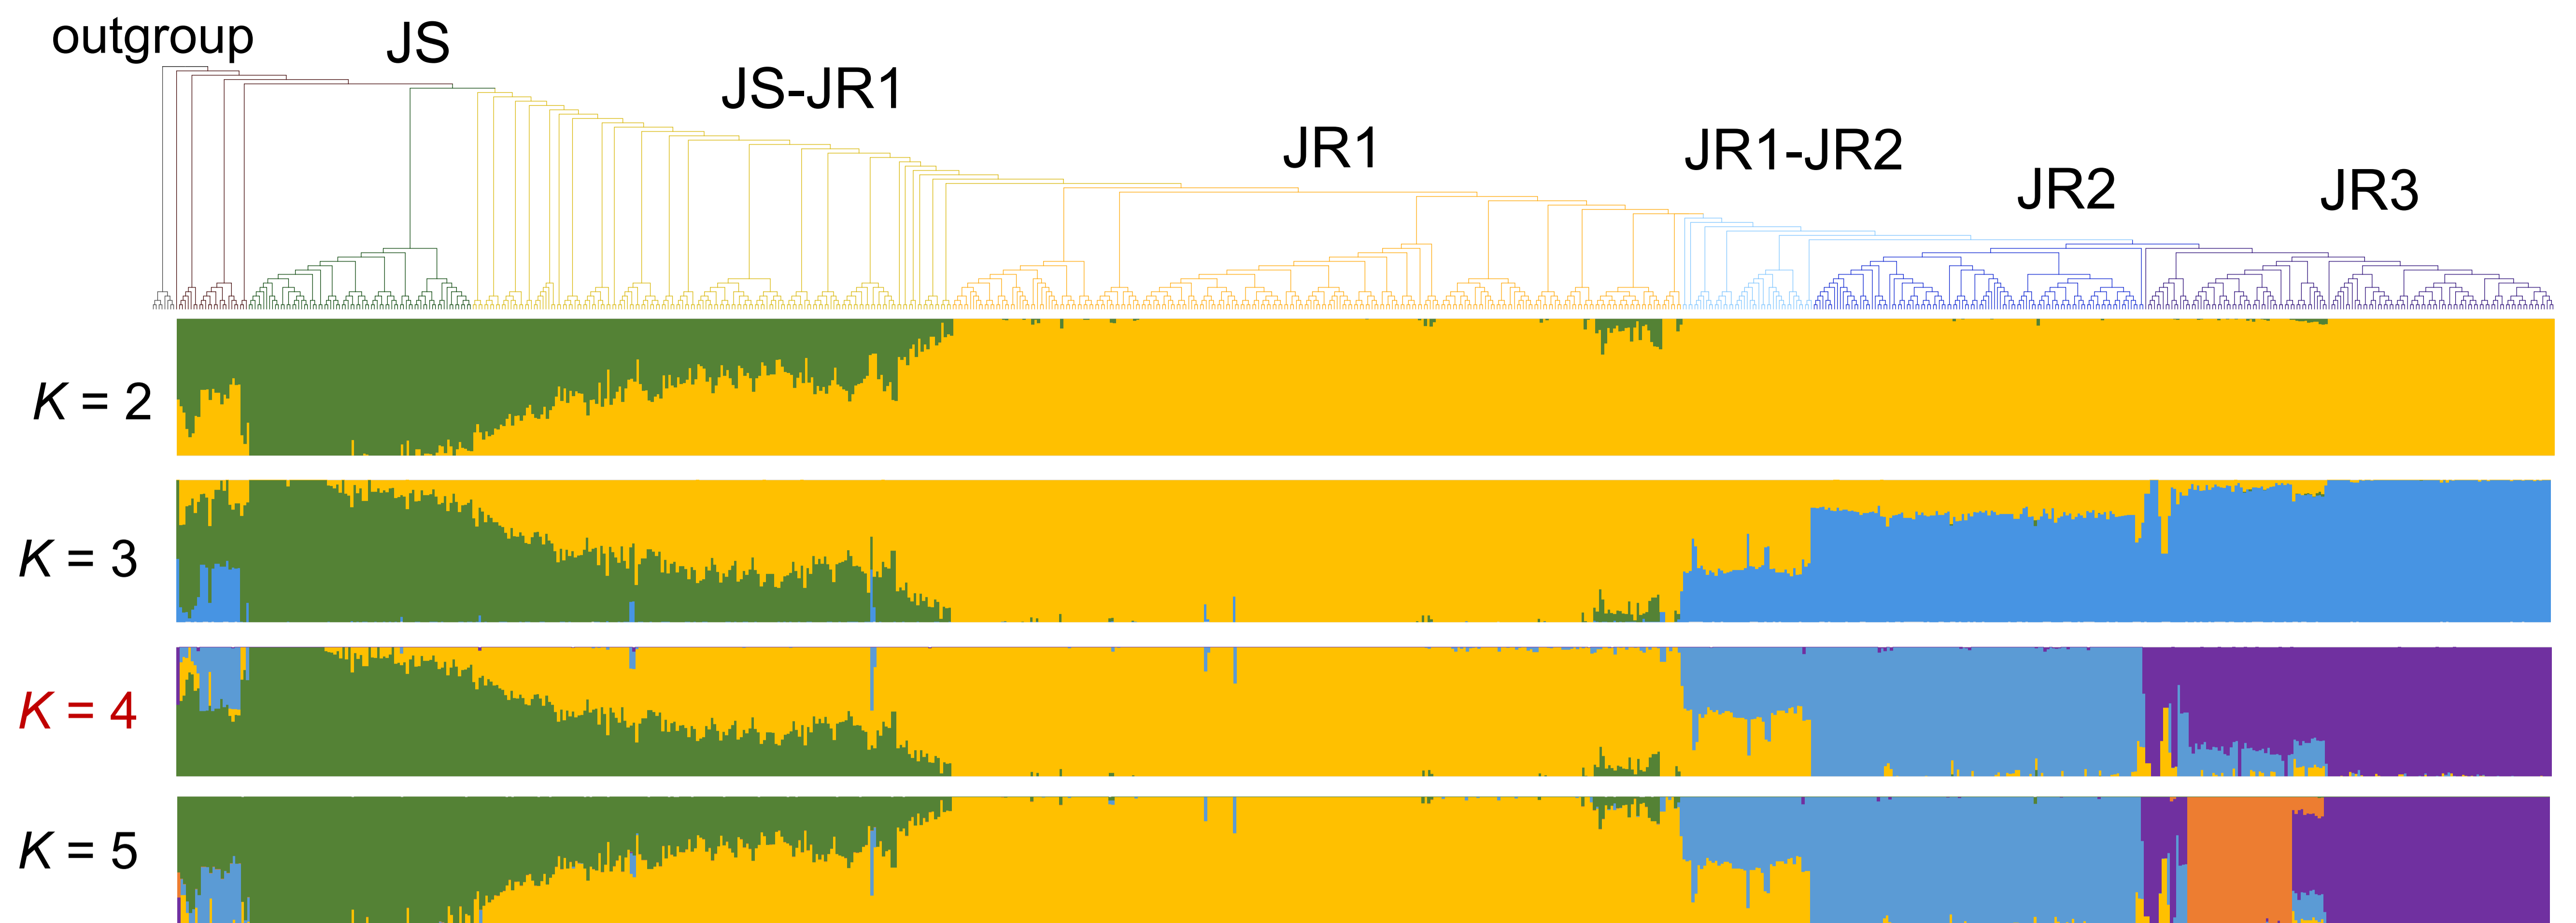

Fig. S2 | Population structure of *J. sigillata* and *J. regia* accessions. The clustering was performed by FastStrucuture with  $K$  values from 2 to 10. Due to high similarity between individuals, some subgroups could not be clearly determined after  $K = 5$ . The maximized marginal likelihood value estimated by fastSTRUCTURE was  $K = 4$ . The order of accessions in the population structure plot is according to the phylogenetic relationship in the tree.

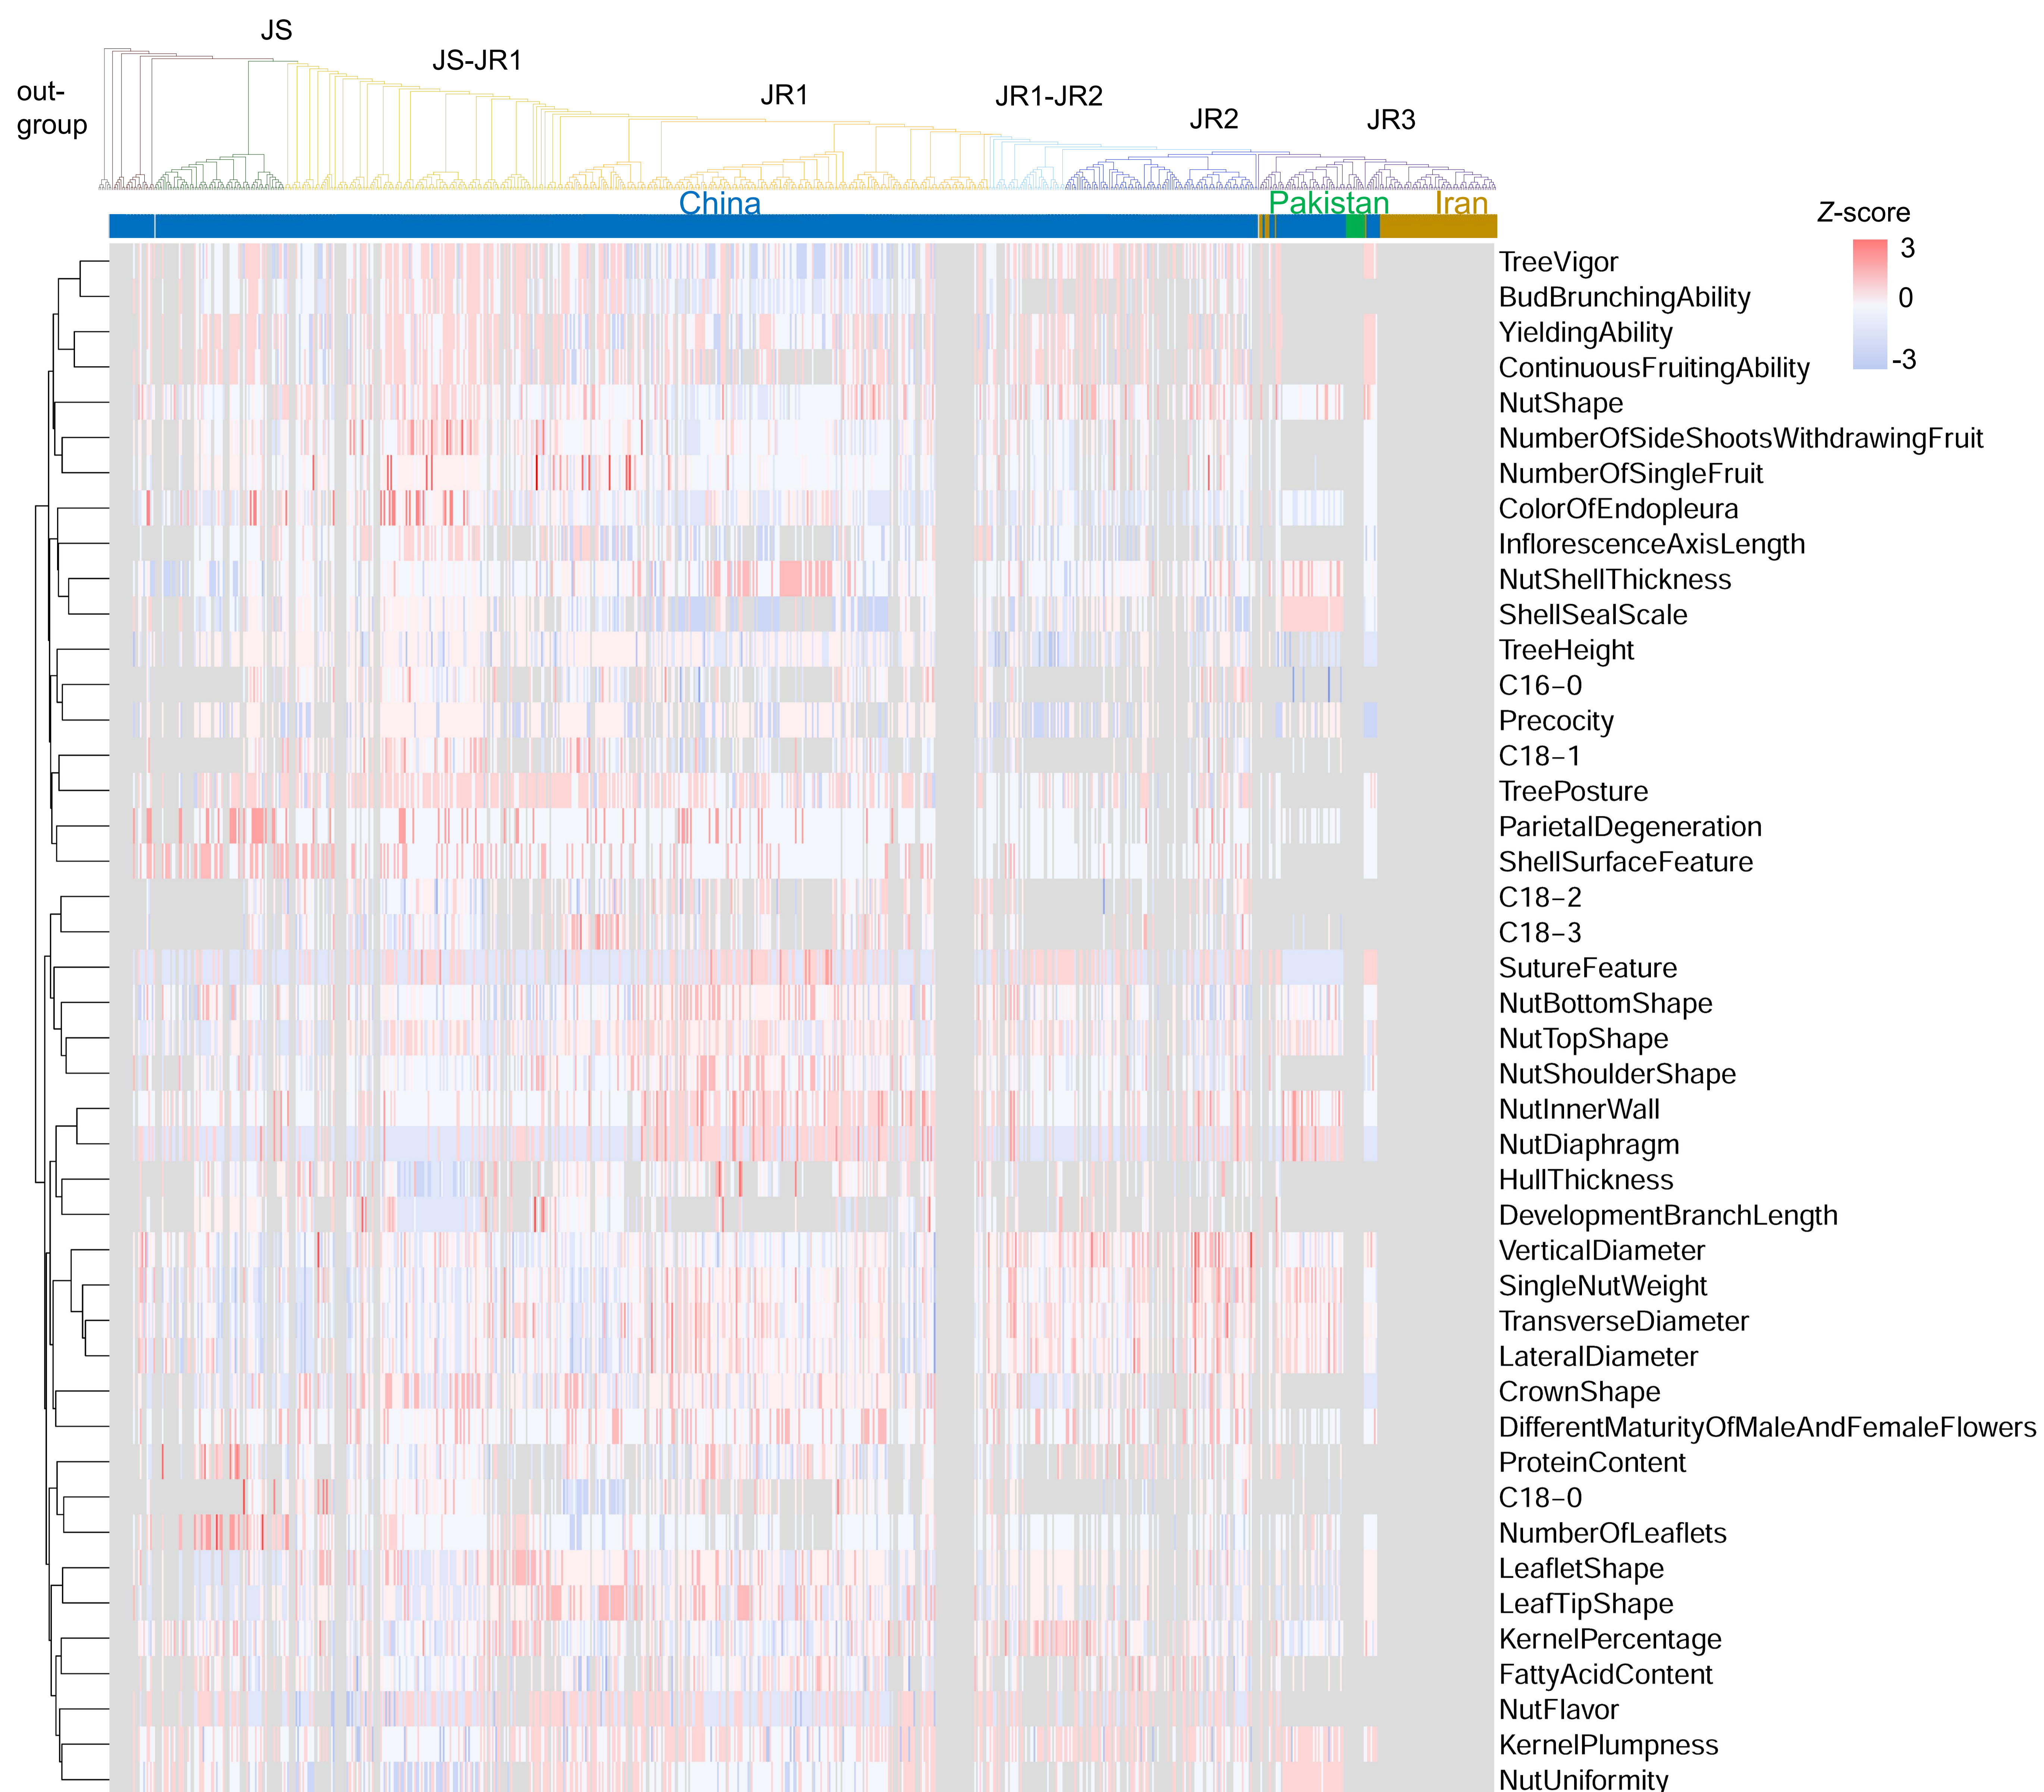

Fig. S3 | Clustering of 44 traits for walnut samples investigated in this study. The normalized phenotypic values of each individual are ordered according to the phylogenetic tree. Since only samples grown in China were phenotyped in this study, the accessions from Iran and Pakistan in JR3 are colored gray.

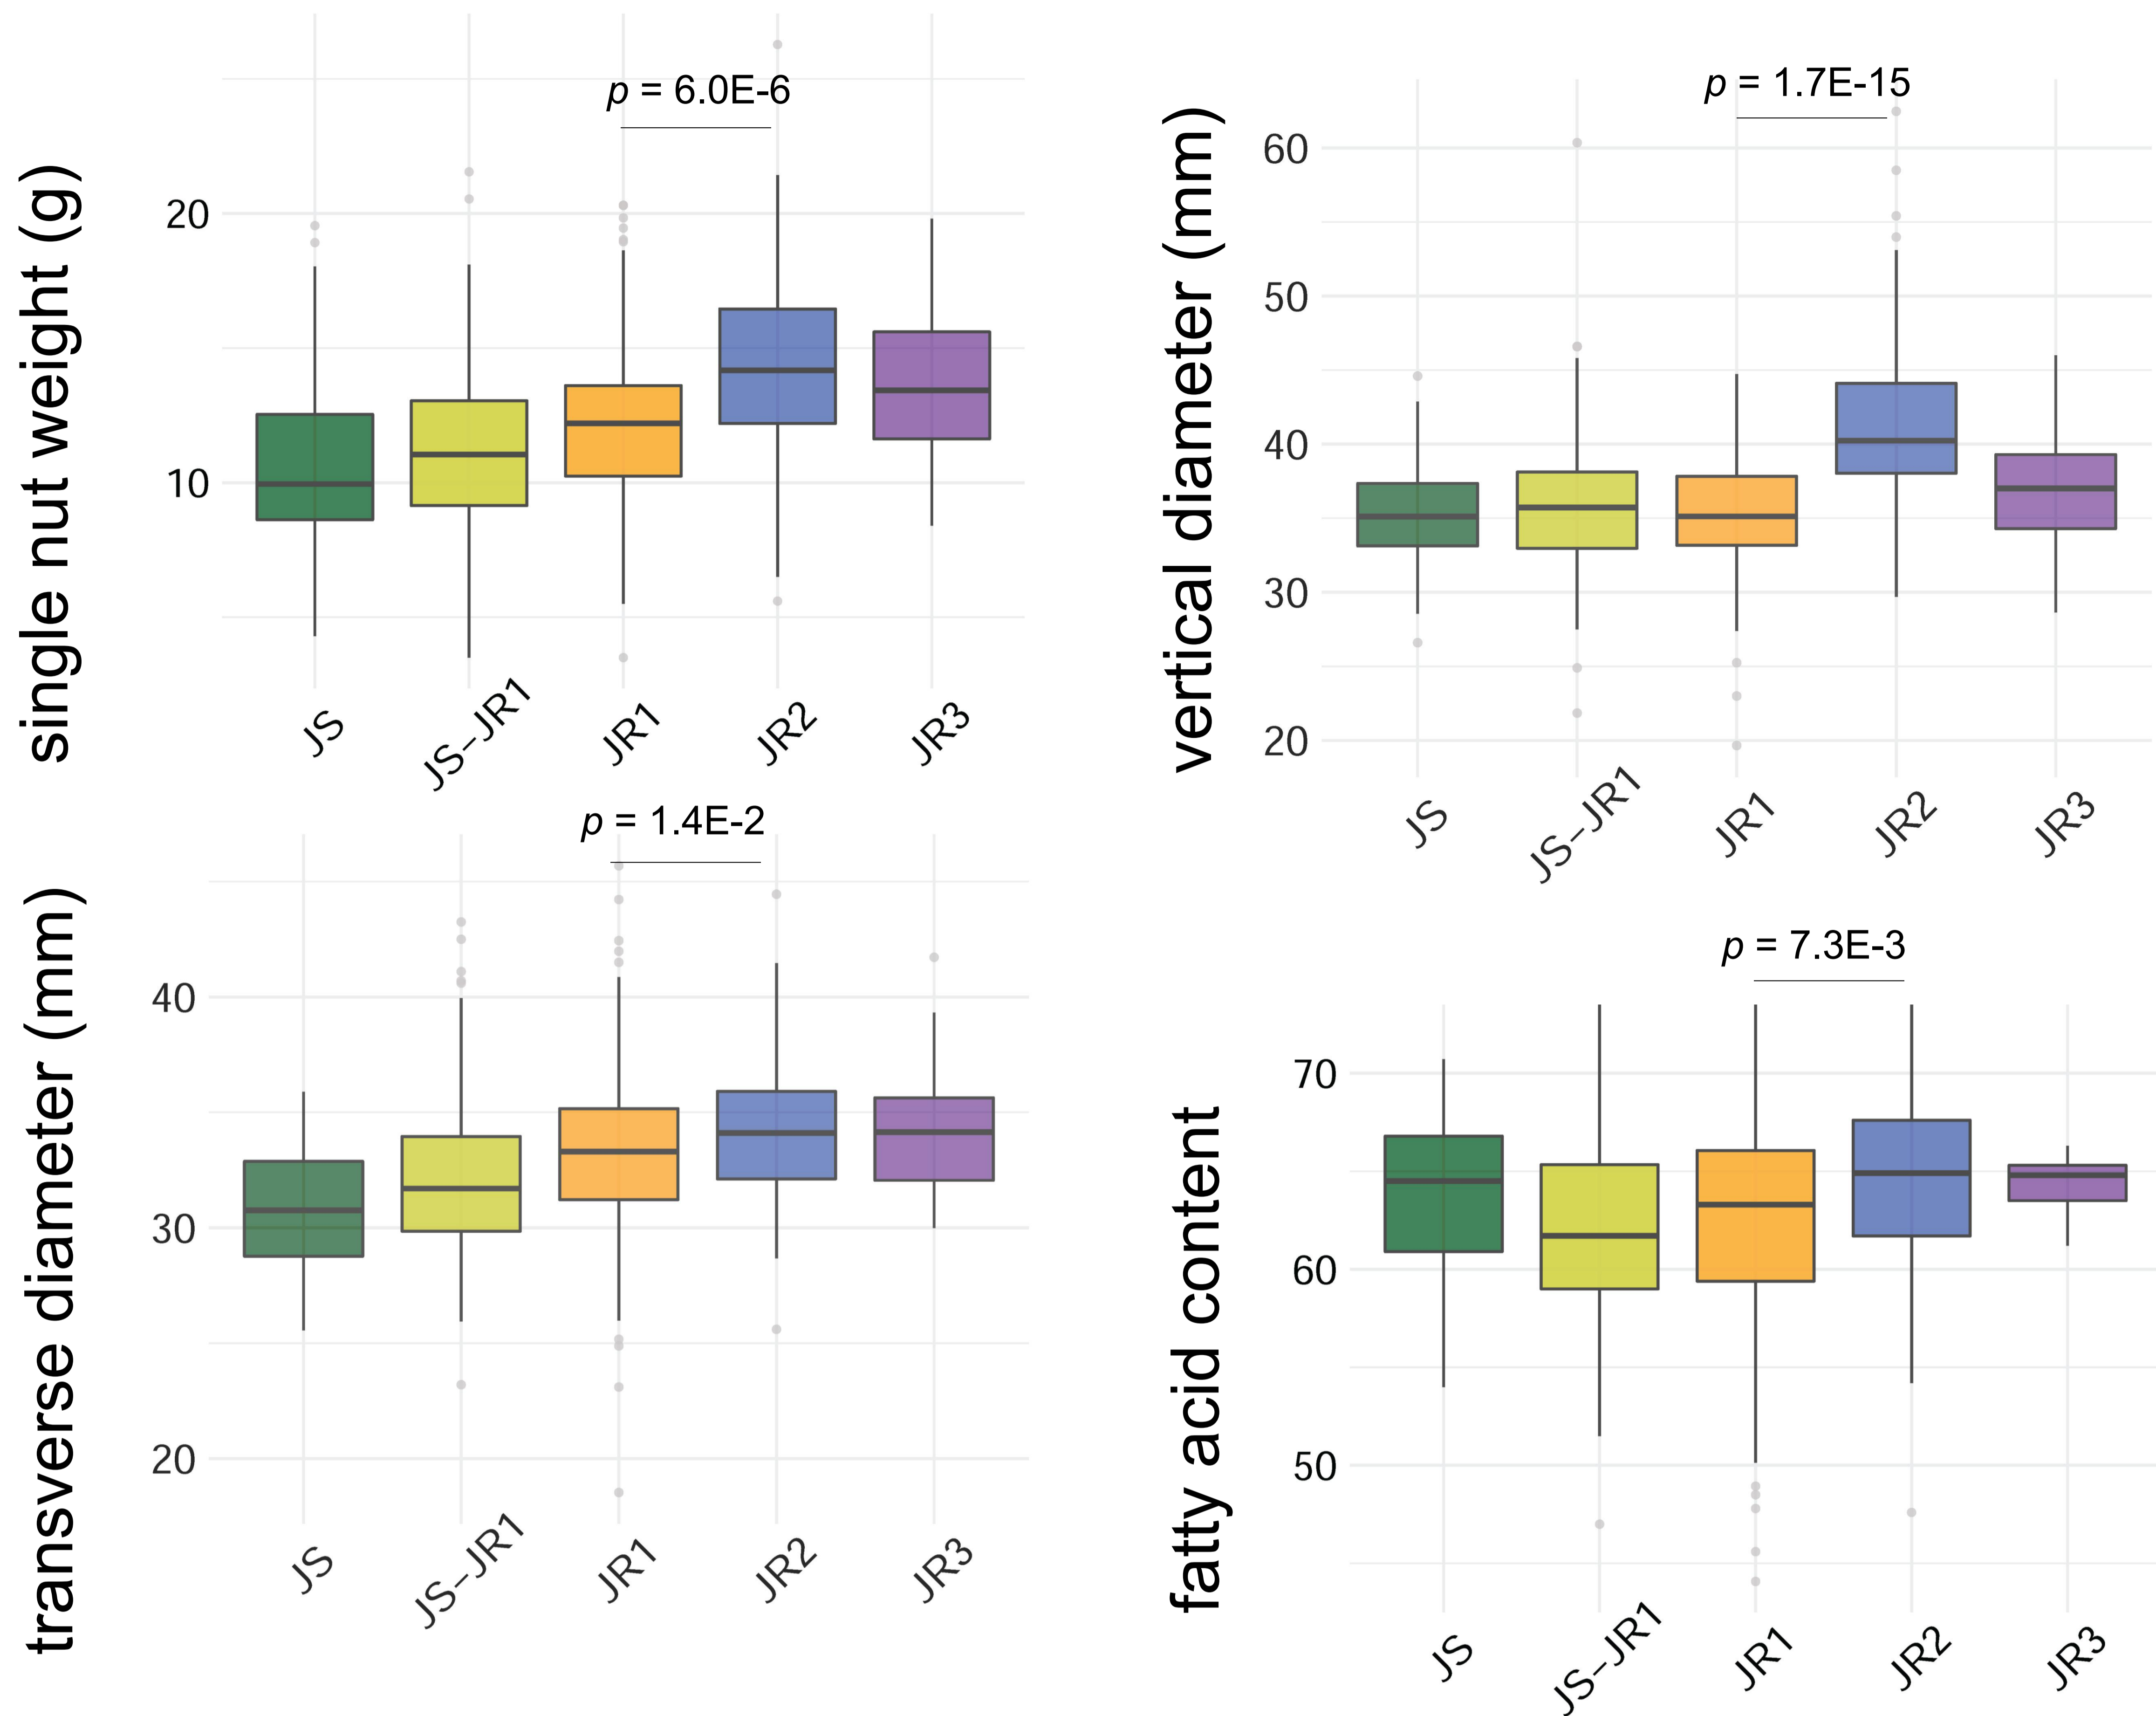

Fig. S4 | Comparison of traits related to walnut fruit weight, size and fatty acid content for different populations.  $P$  values for the phenotypic differences between naturally evolved population (JR1) and improved population (JR2) are listed (two tailed  $t$ -test).

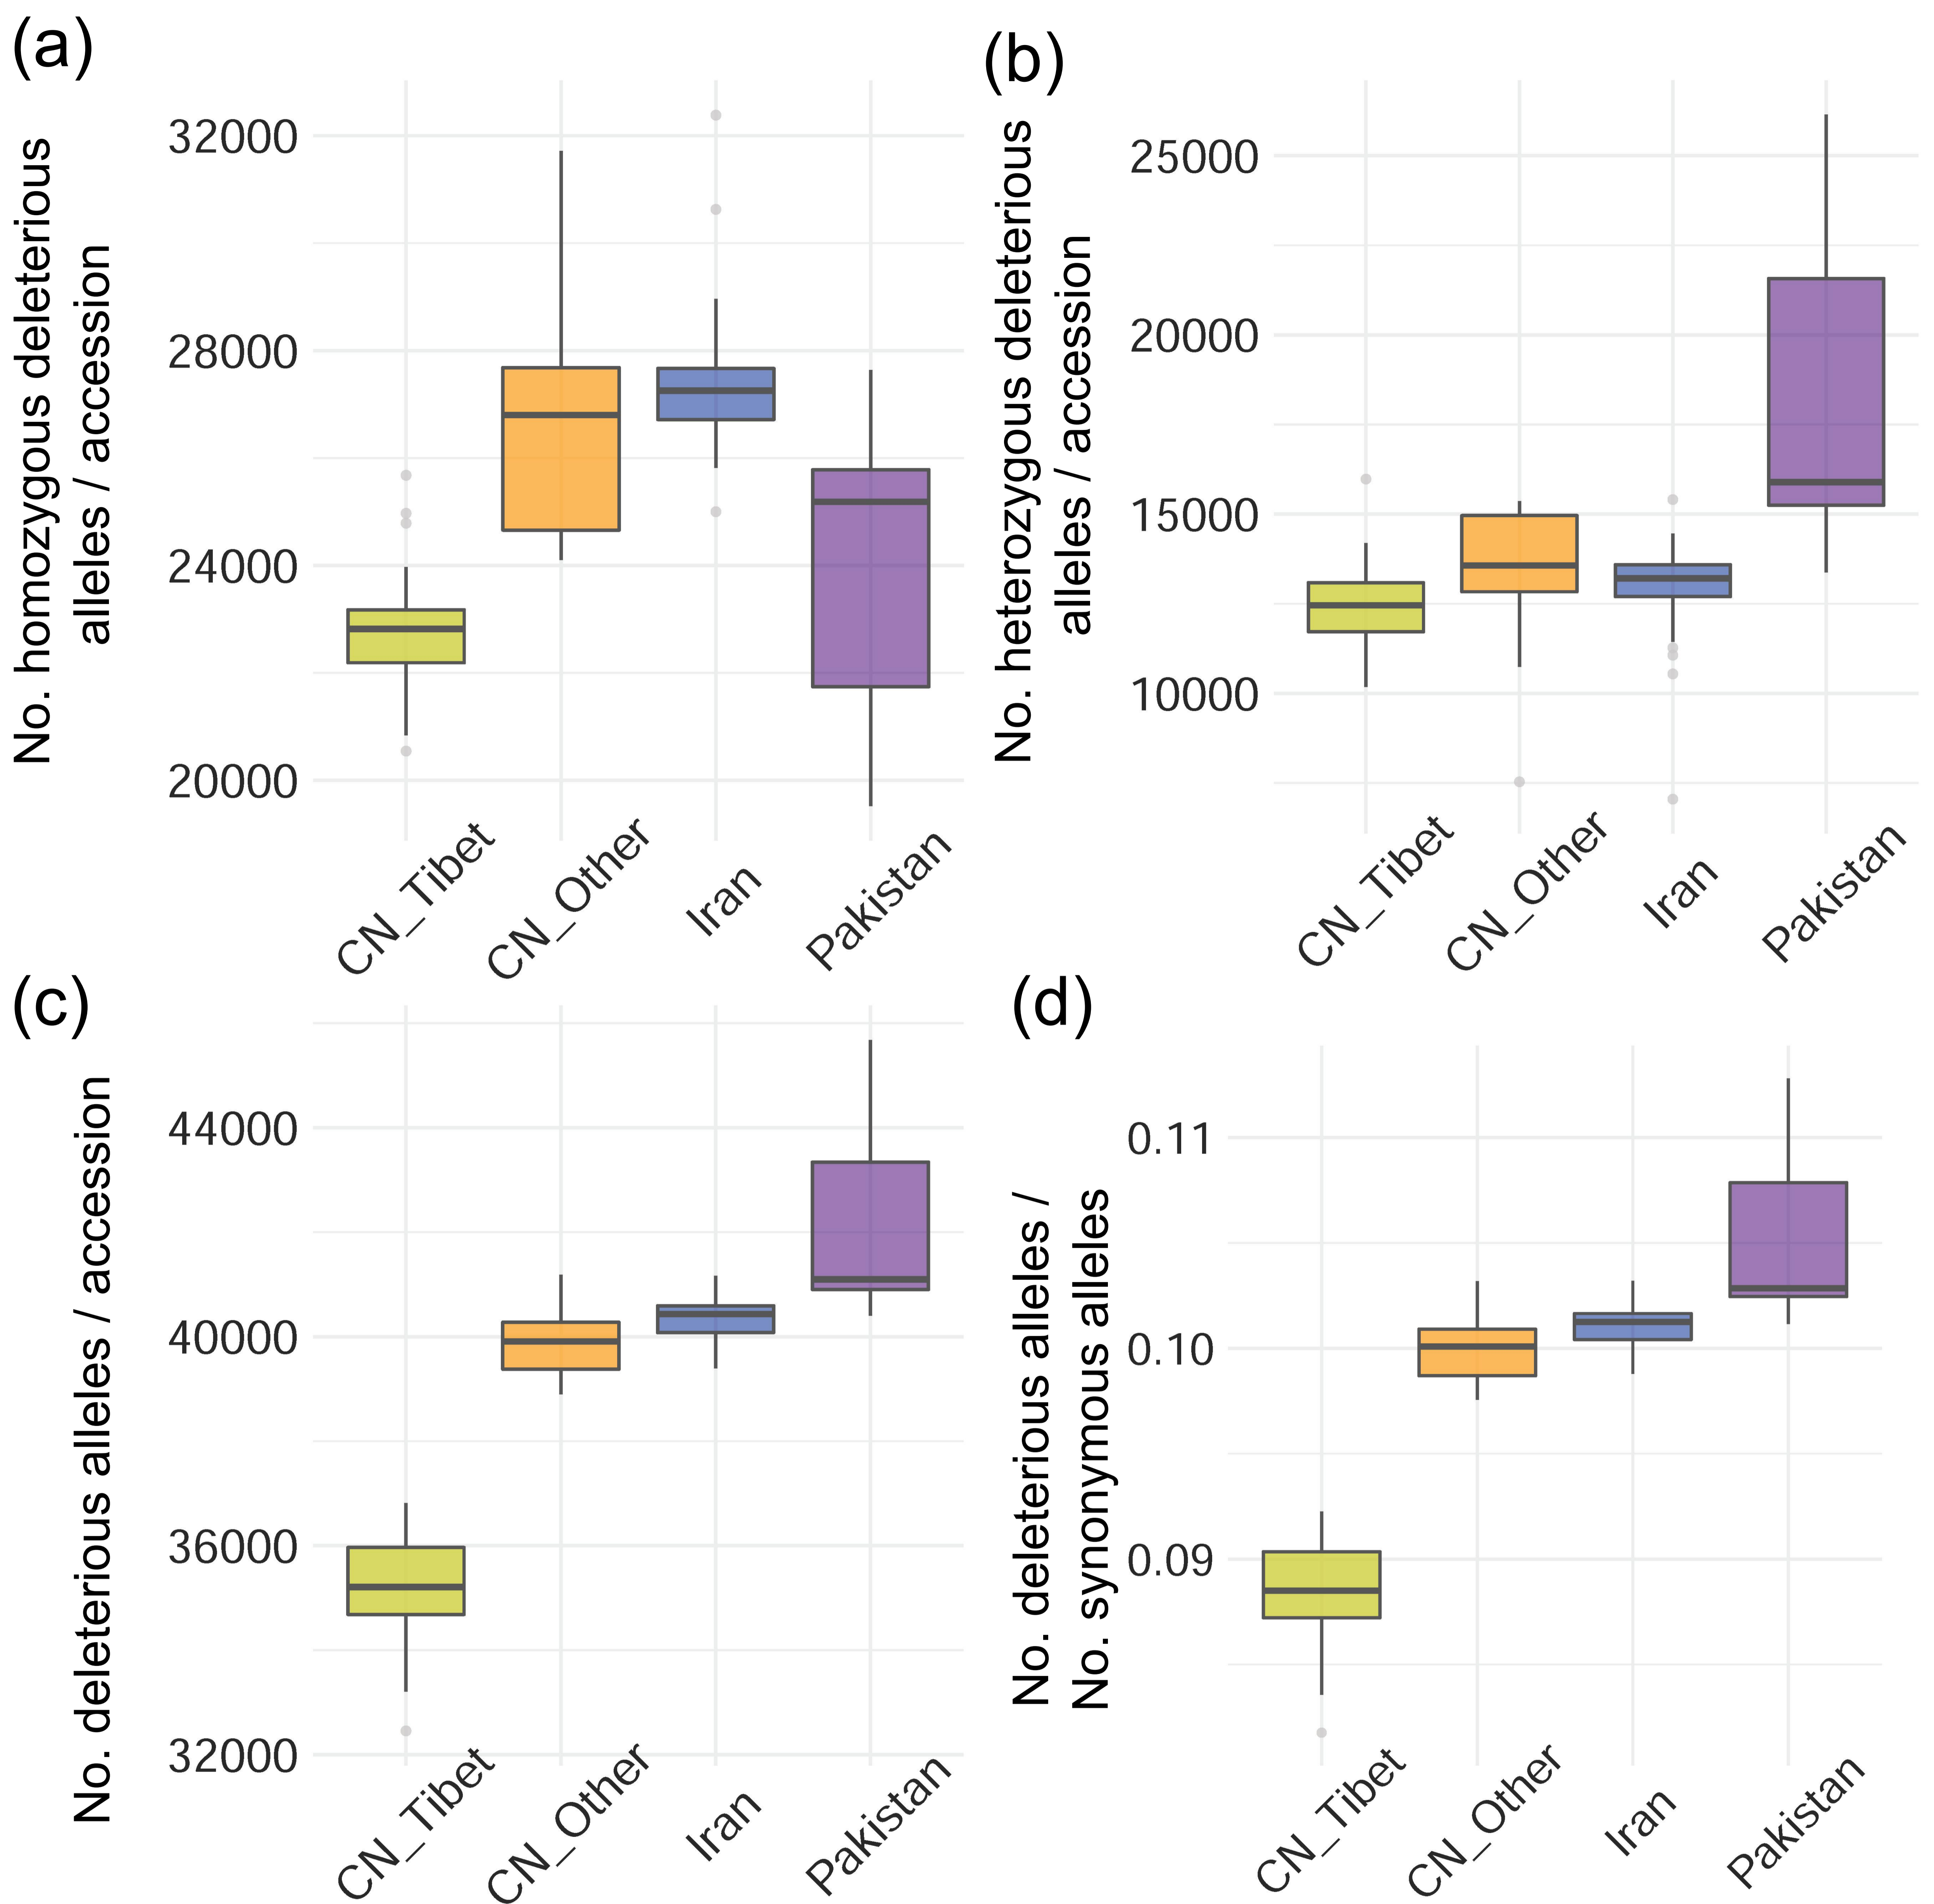

Fig. S5 | Mutation burden for different walnut subpopulations in the JR3 group. The number of homozygous, heterozygous, and total number of deleterious alleles are shown in (a), (b), (c), respectively. The normalized (dSNP/sSNP) mutation burden is shown in (d).

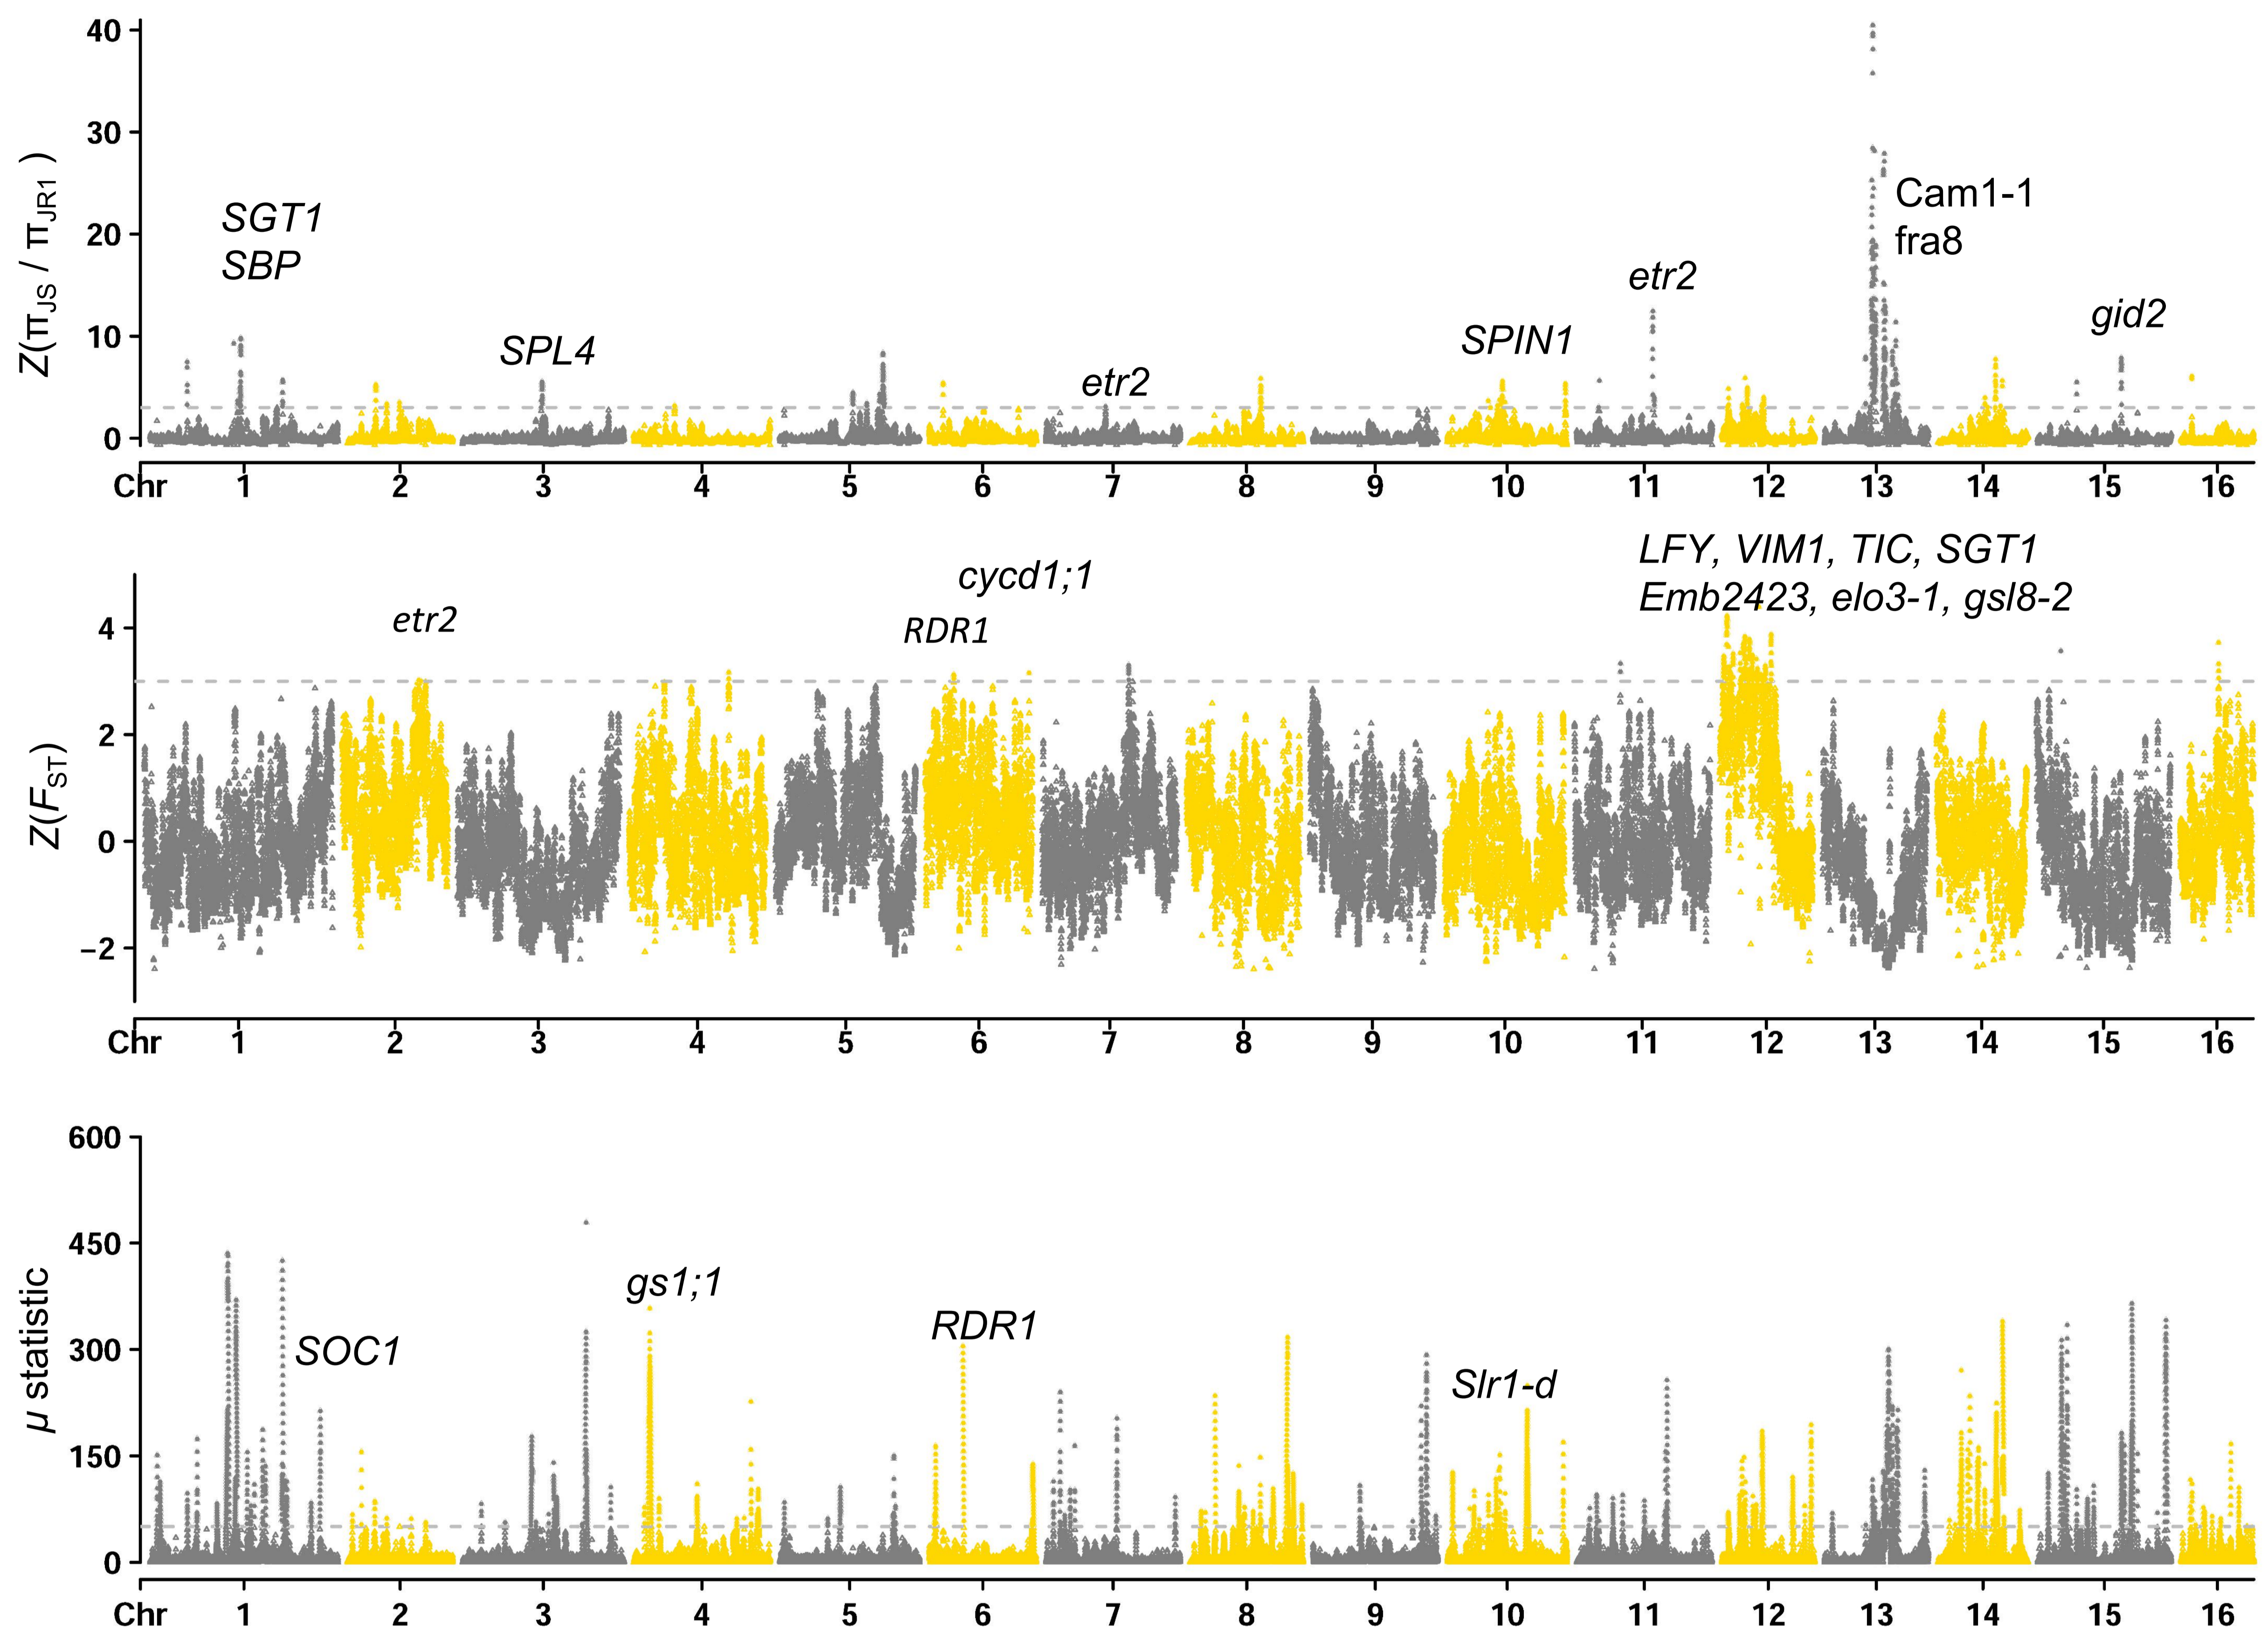

Fig. S6 | Genomic signatures for selection of JR1 walnut population. Selection signatures identified by three approaches are illustrated in the three subfigures, i.e., reduction of genetic diversity (top), genomic differentiation based on  $Z(F_{ST})$  (middle), and  $\mu$  statistics (bottom).

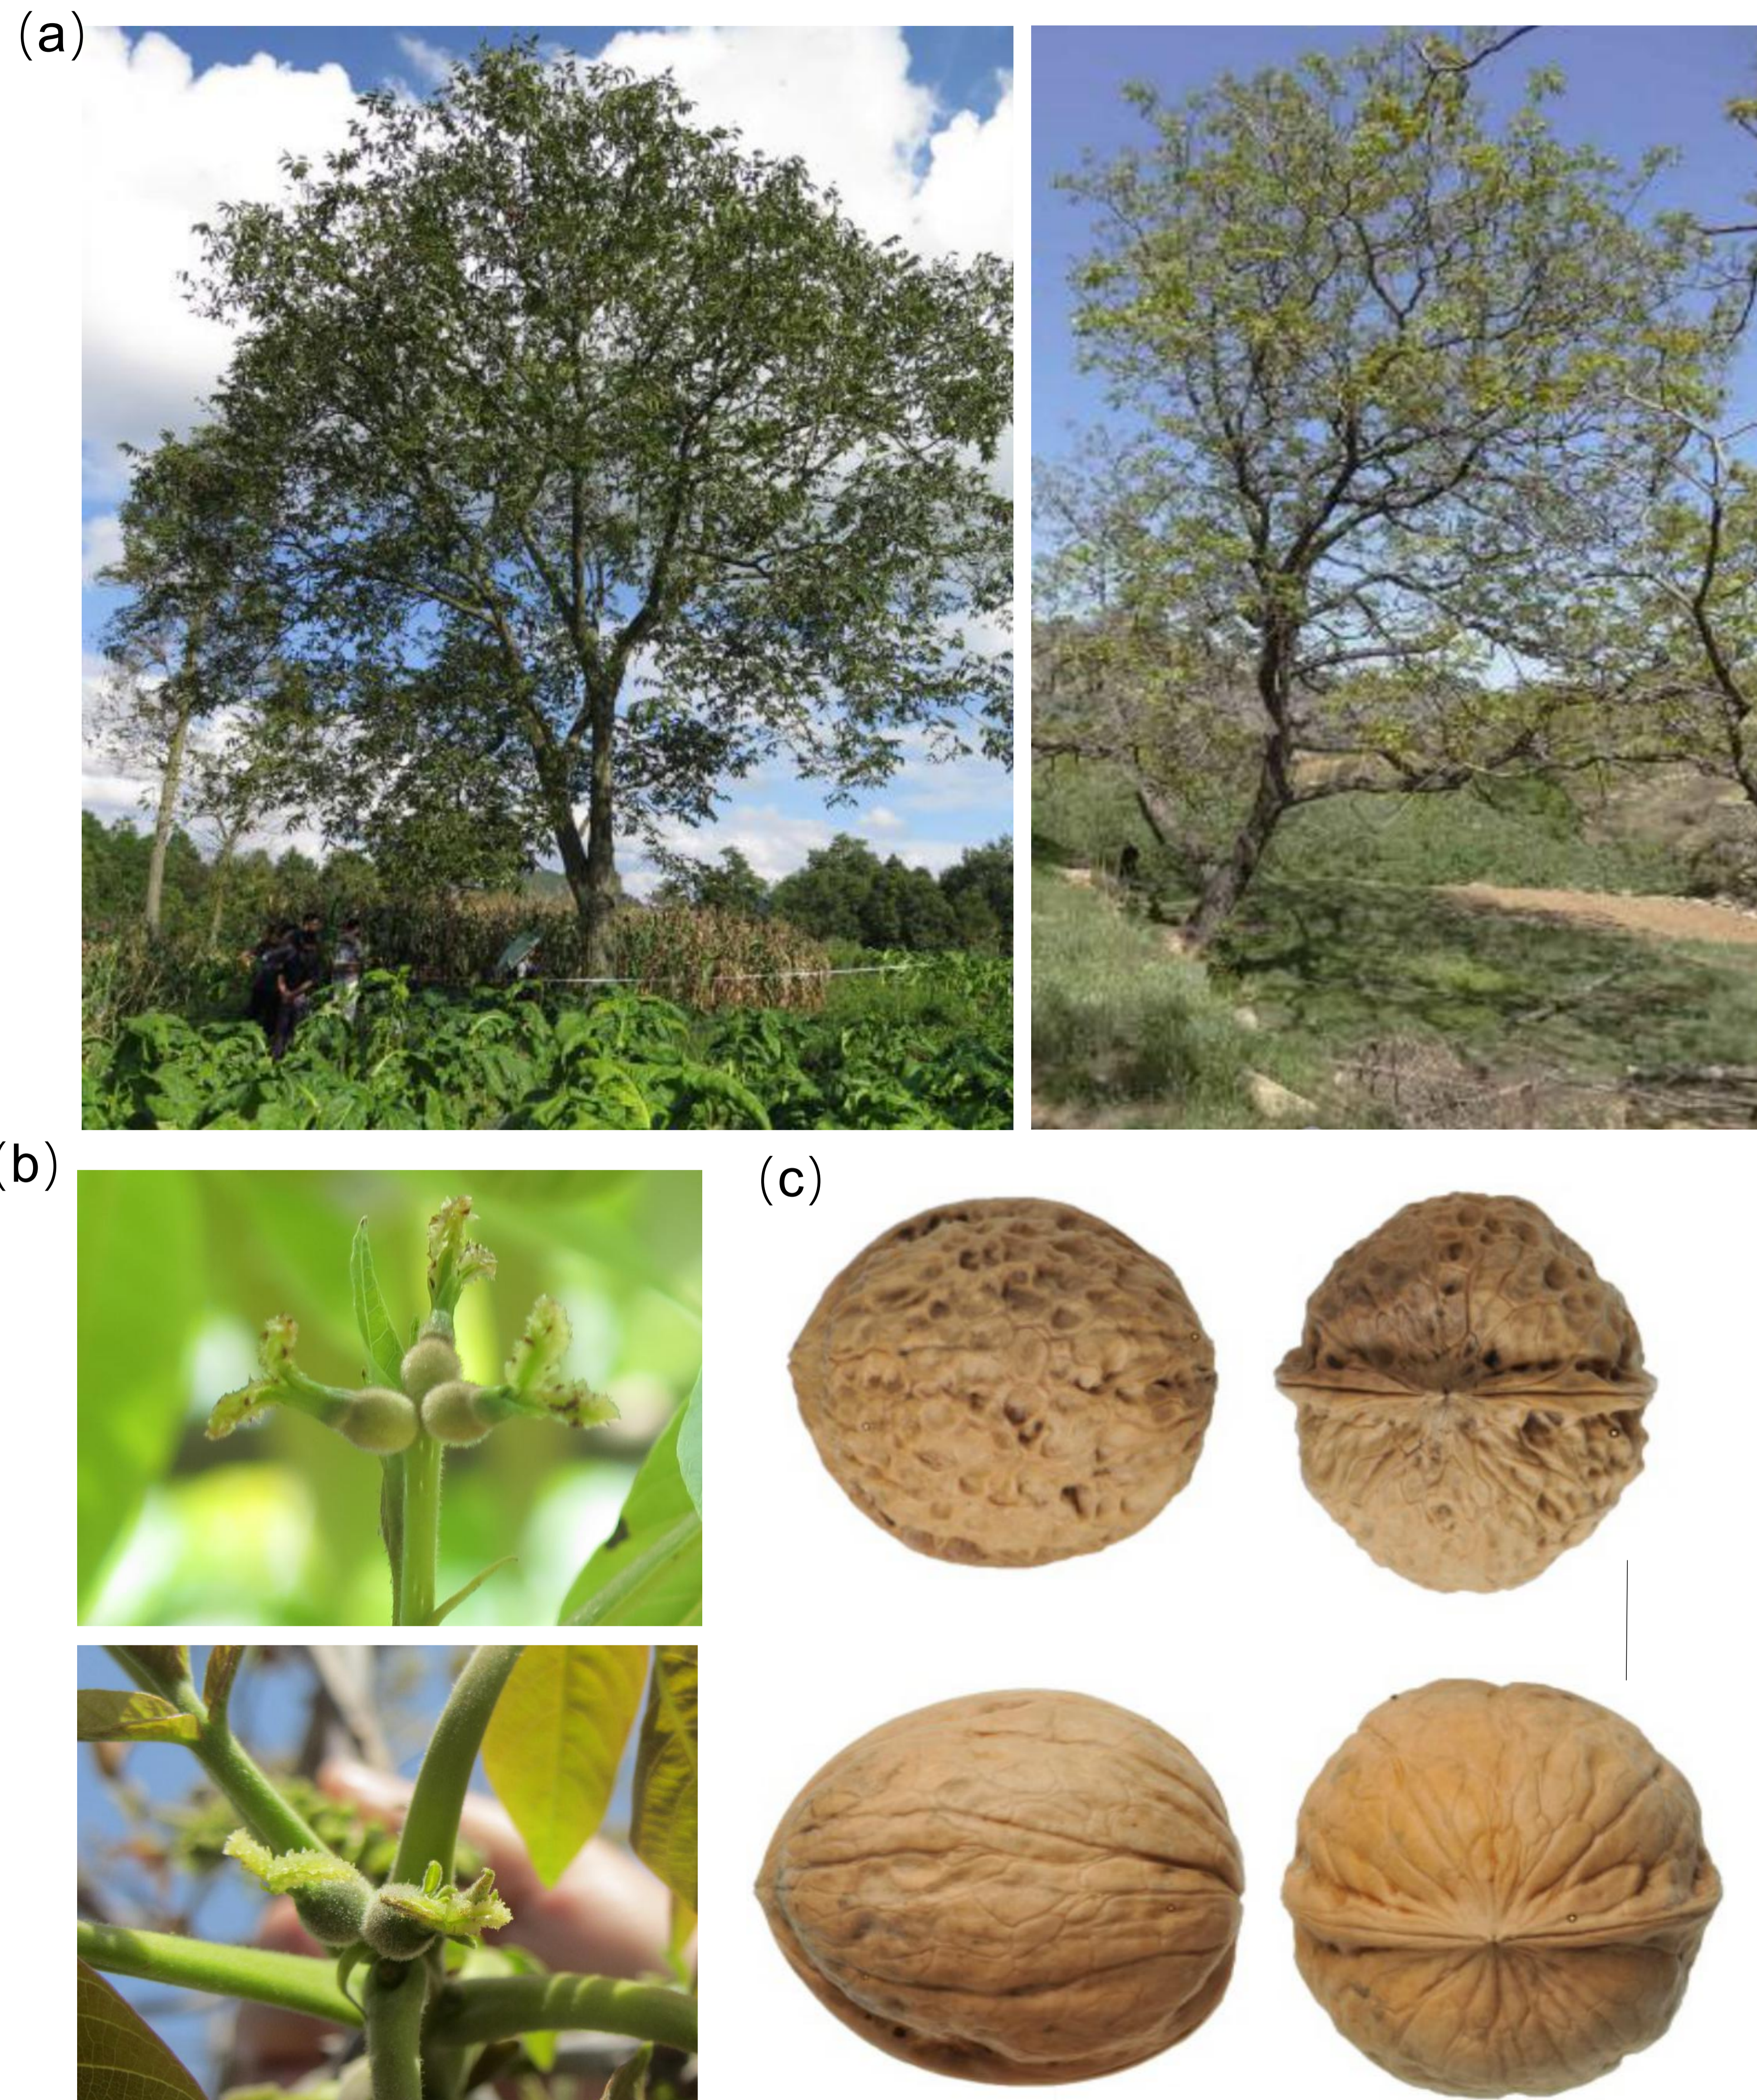

Fig. S7 | Phenotypic differences between *J. sigillata* (JS) and *J. regia* (JR). (a) Tree morphology, left: JS, right: JR; (b) Number of female flowers in each inflorescence; (c) Nut appearance morphology. For b and c subfigures, top: JS, bottom:JR.

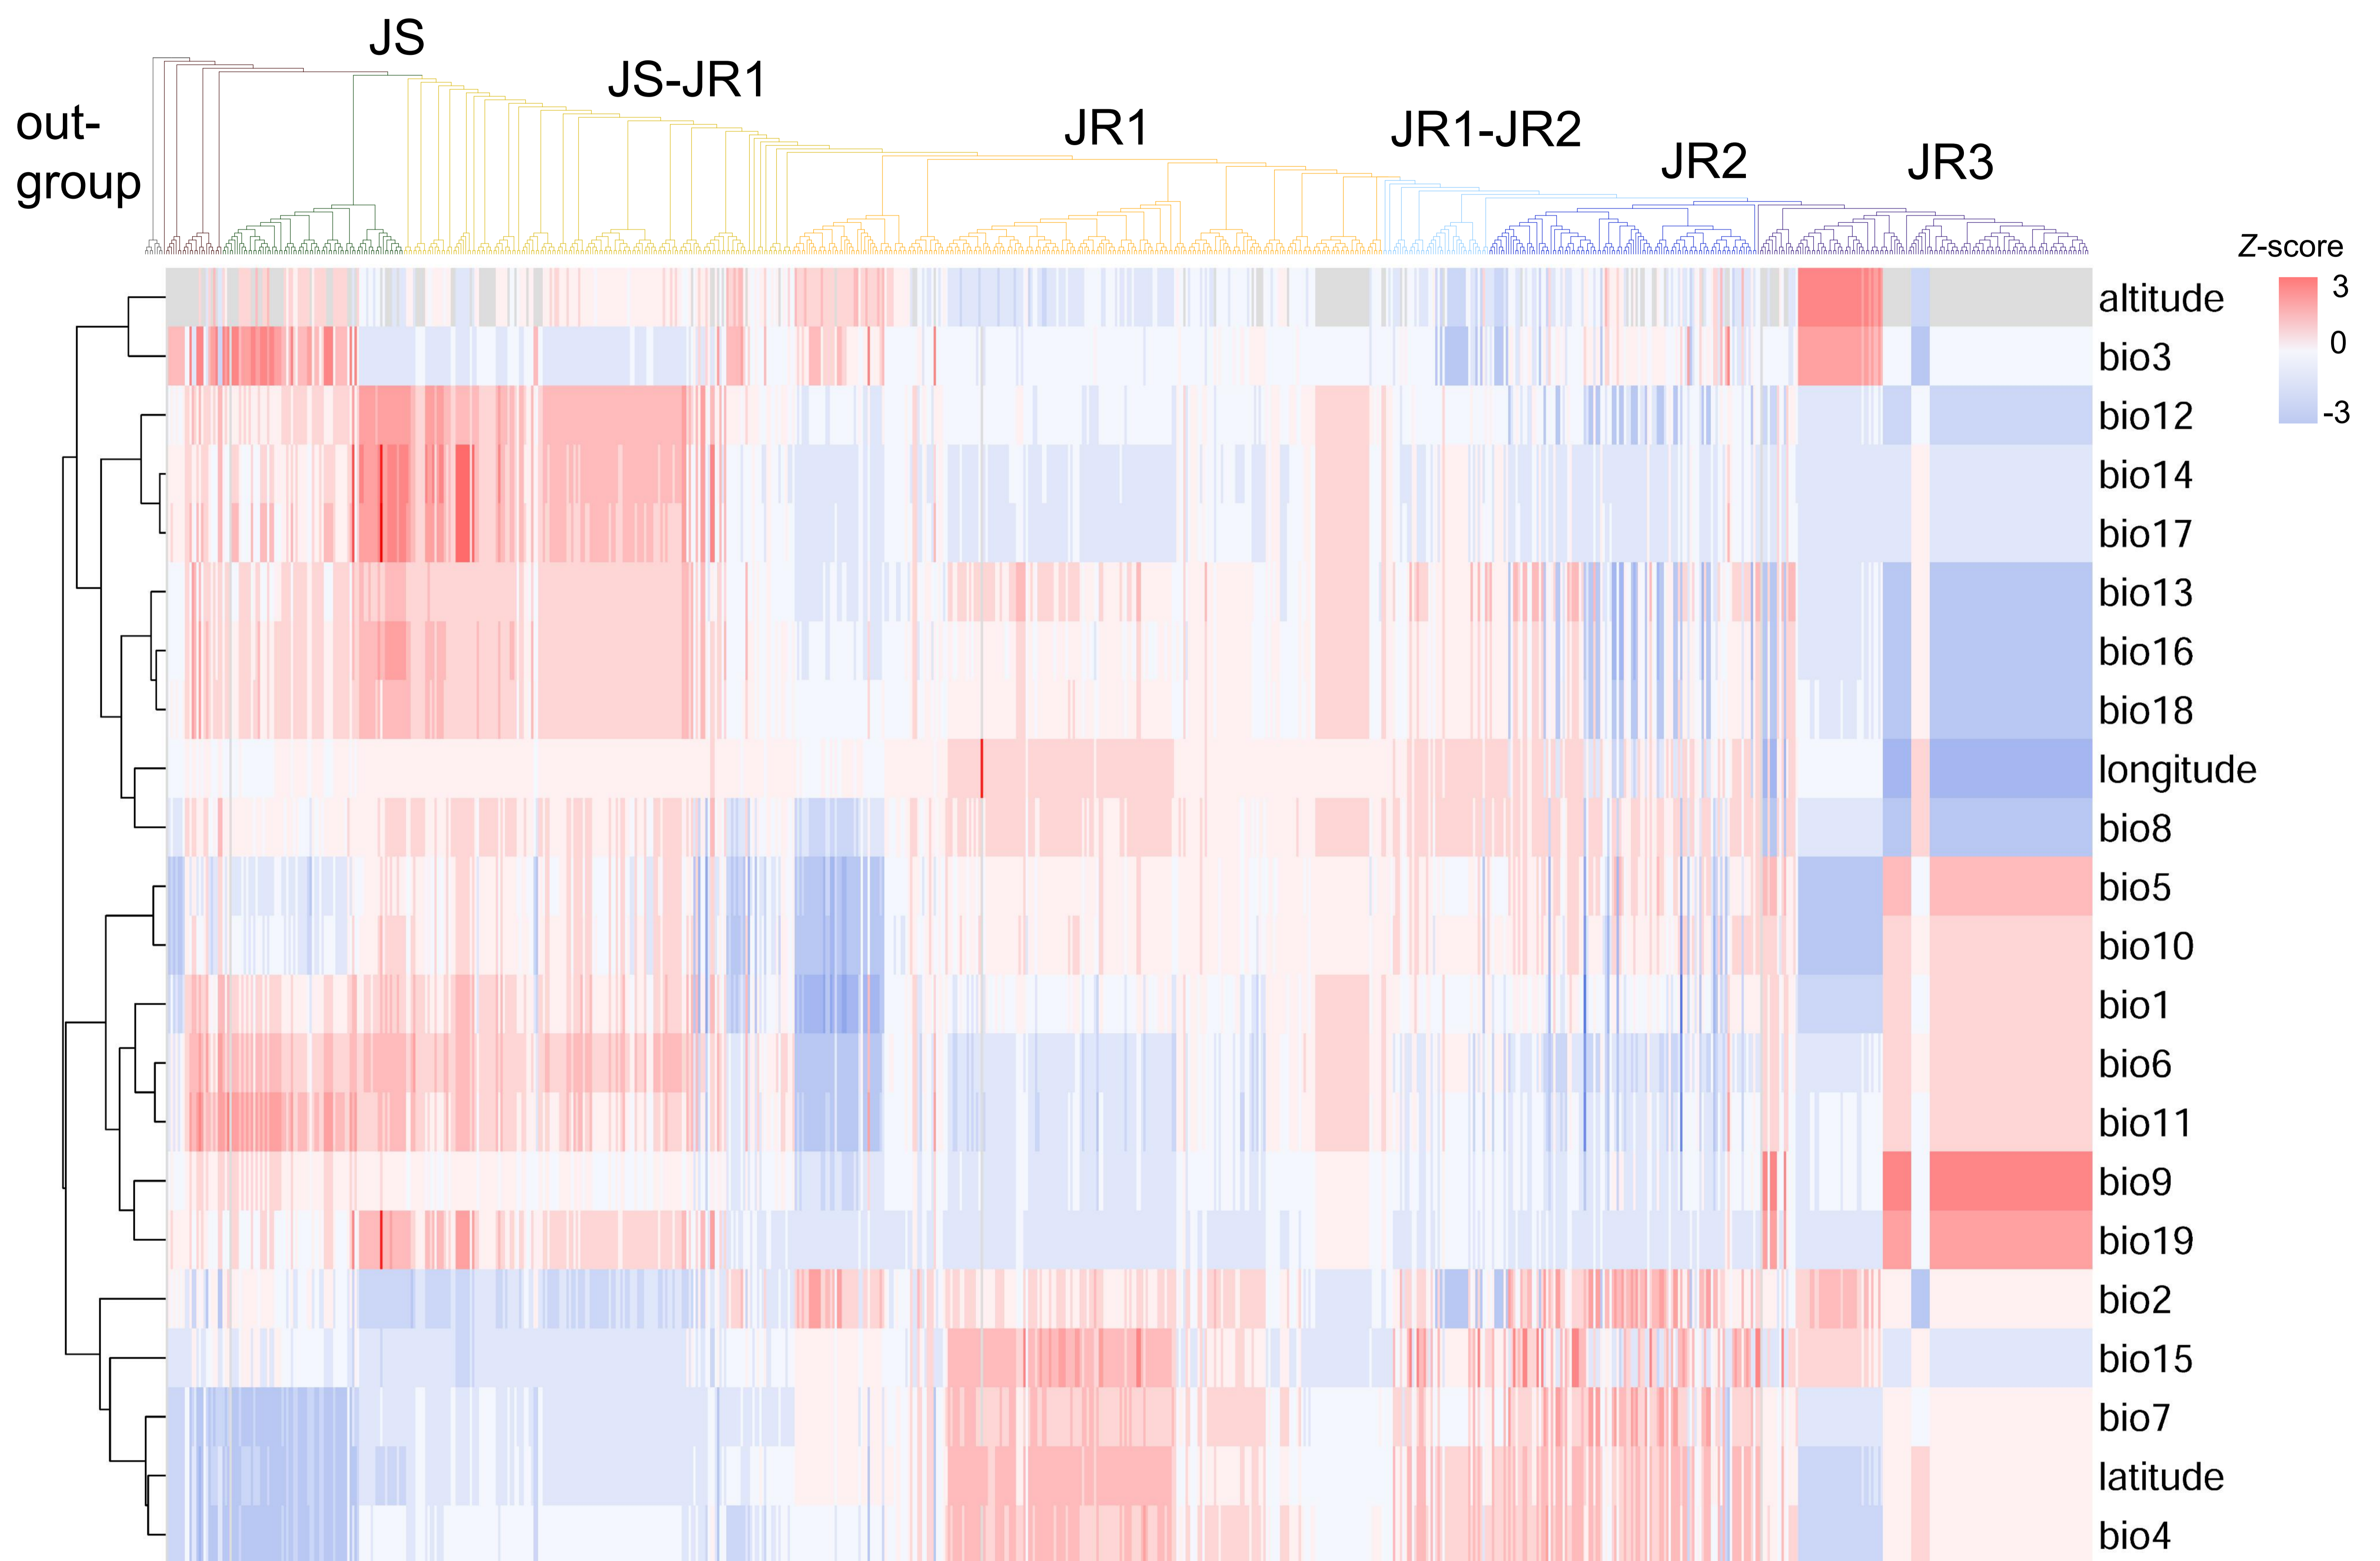

Fig. S8 | Clustering of 20 environmental values for walnut samples investigated in this study. The normalized environmental values of each individual are ordered according to the phylogenetic tree.

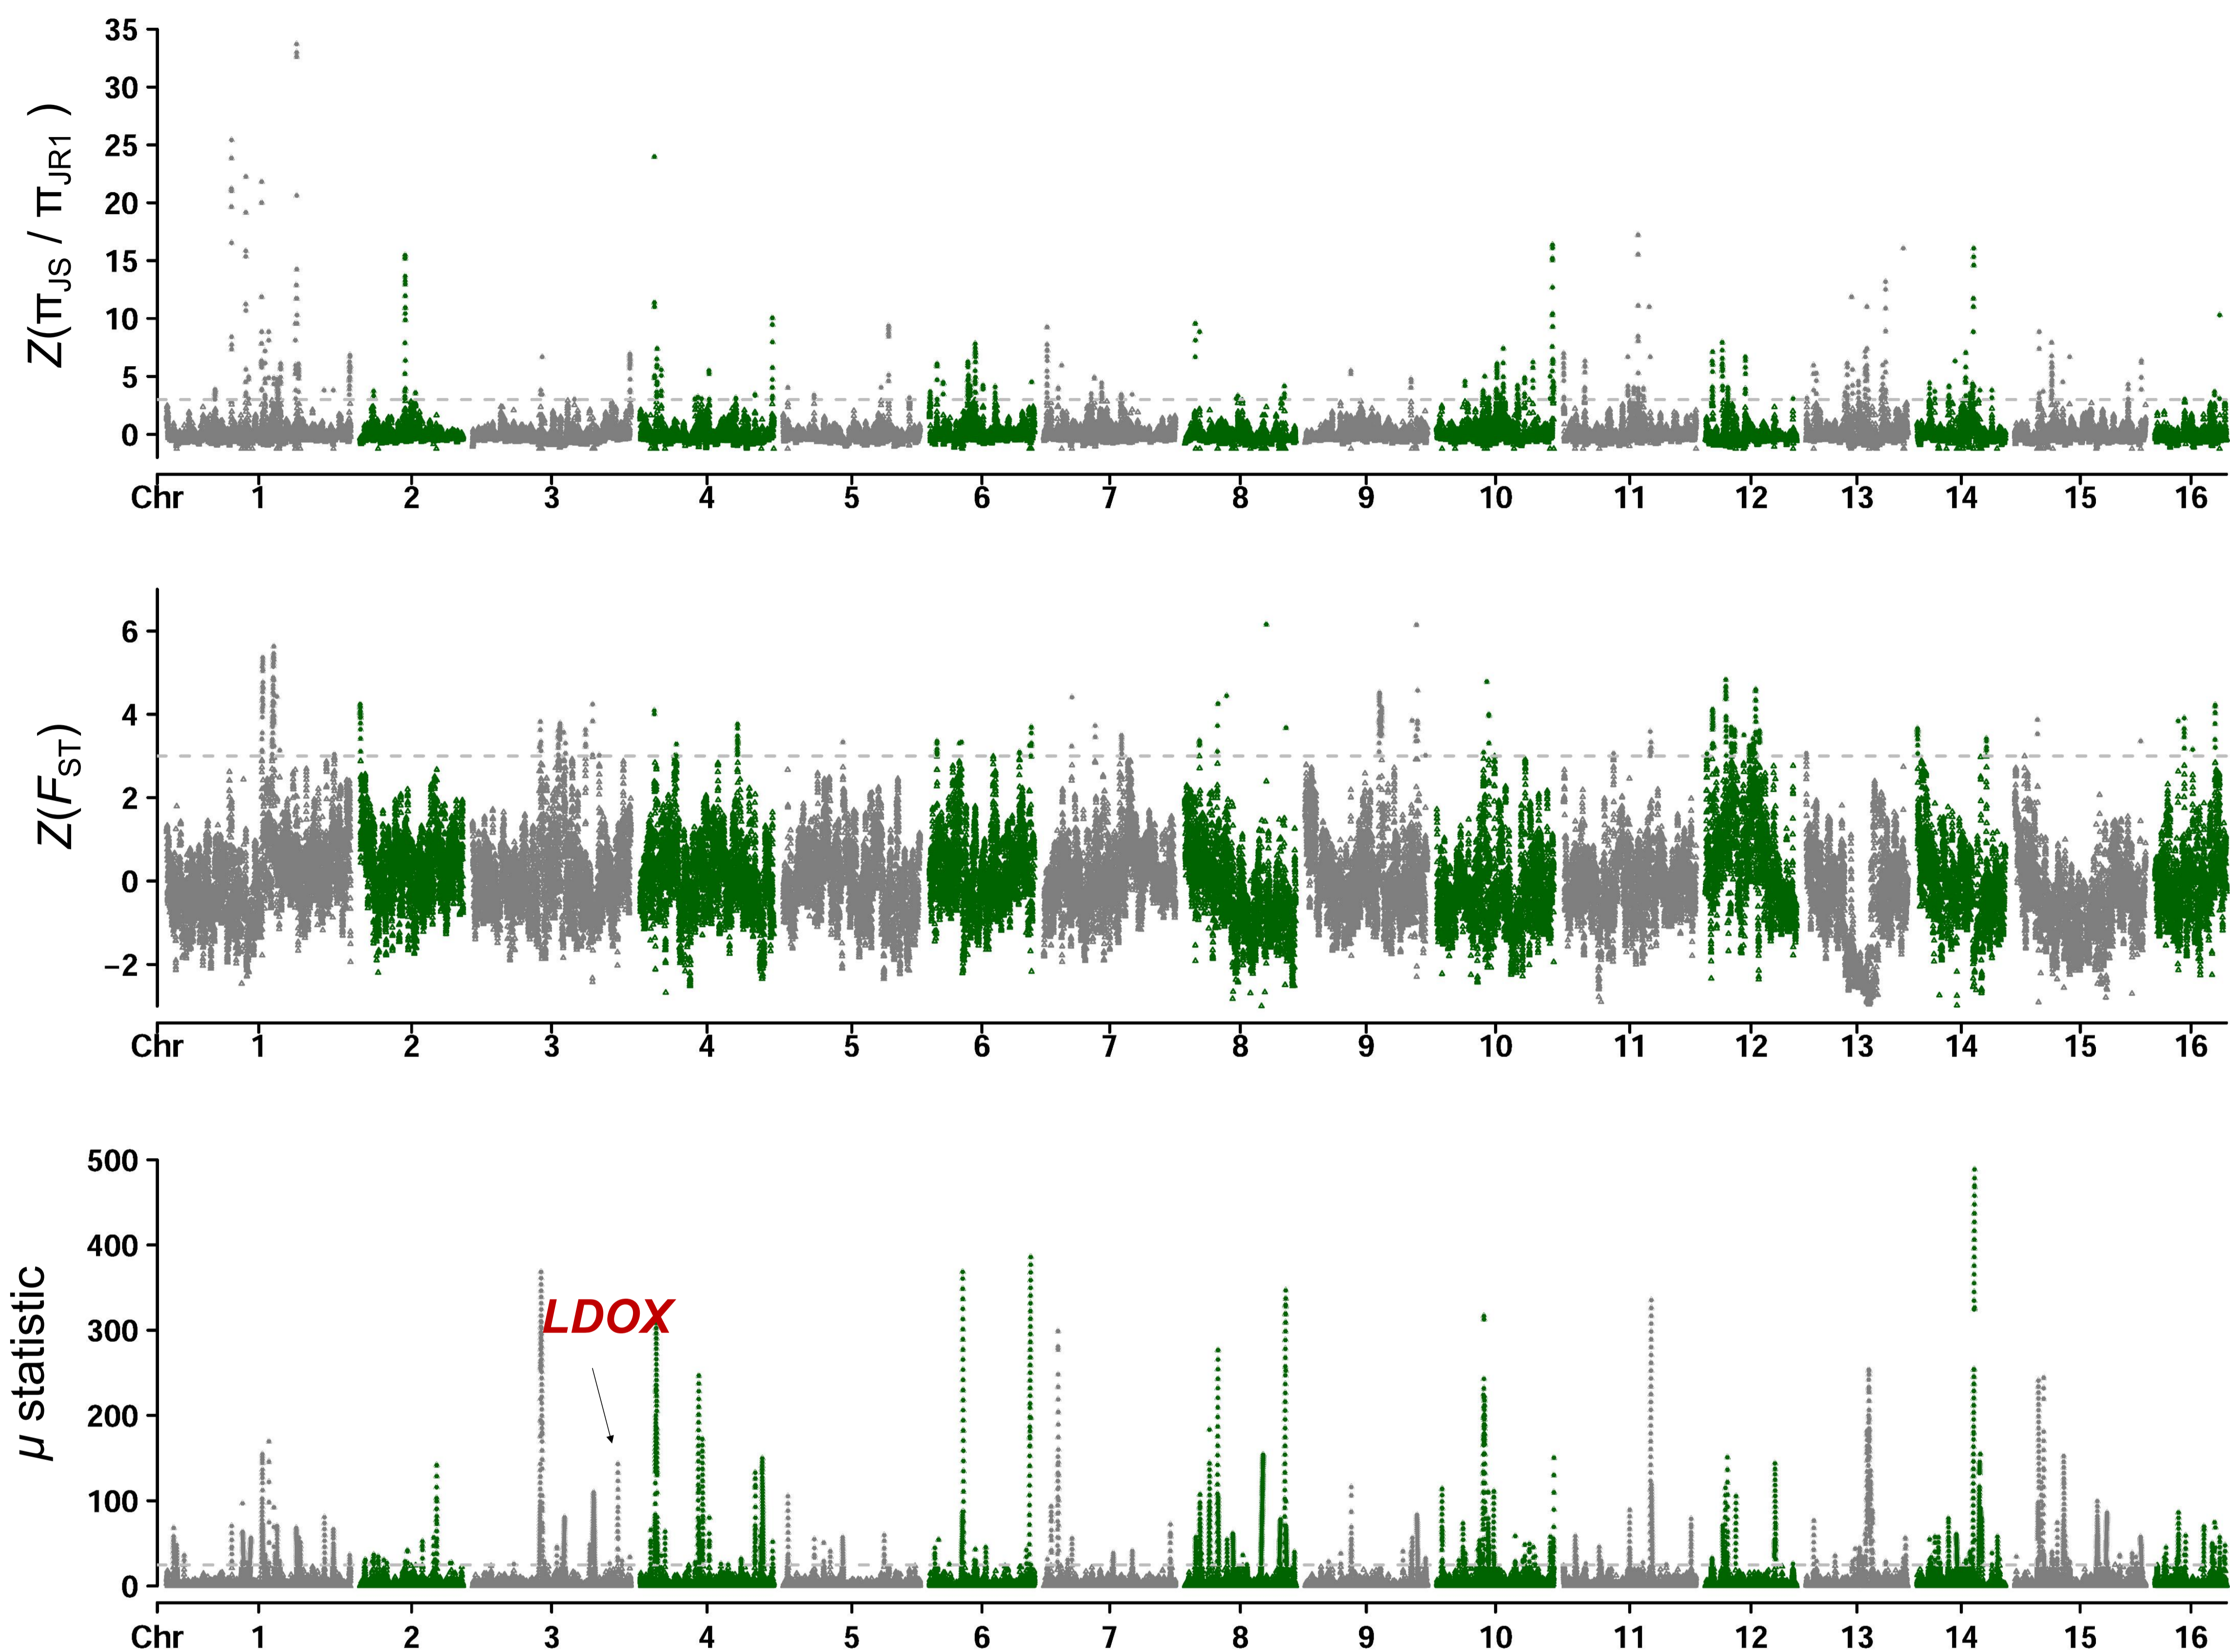

Fig. S9 | Genomic signatures for the Tibetan walnut population. Selection signatures identified by three approaches are illustrated in the two subfigures, i.e., reduction of genetic diversity (up), genomic differentiation based on  $Z(F_{ST})$  (middle), and  $\mu$  statistics (bottom). The *FLS* gene locating in a genomic locus with selection signature is labeled.

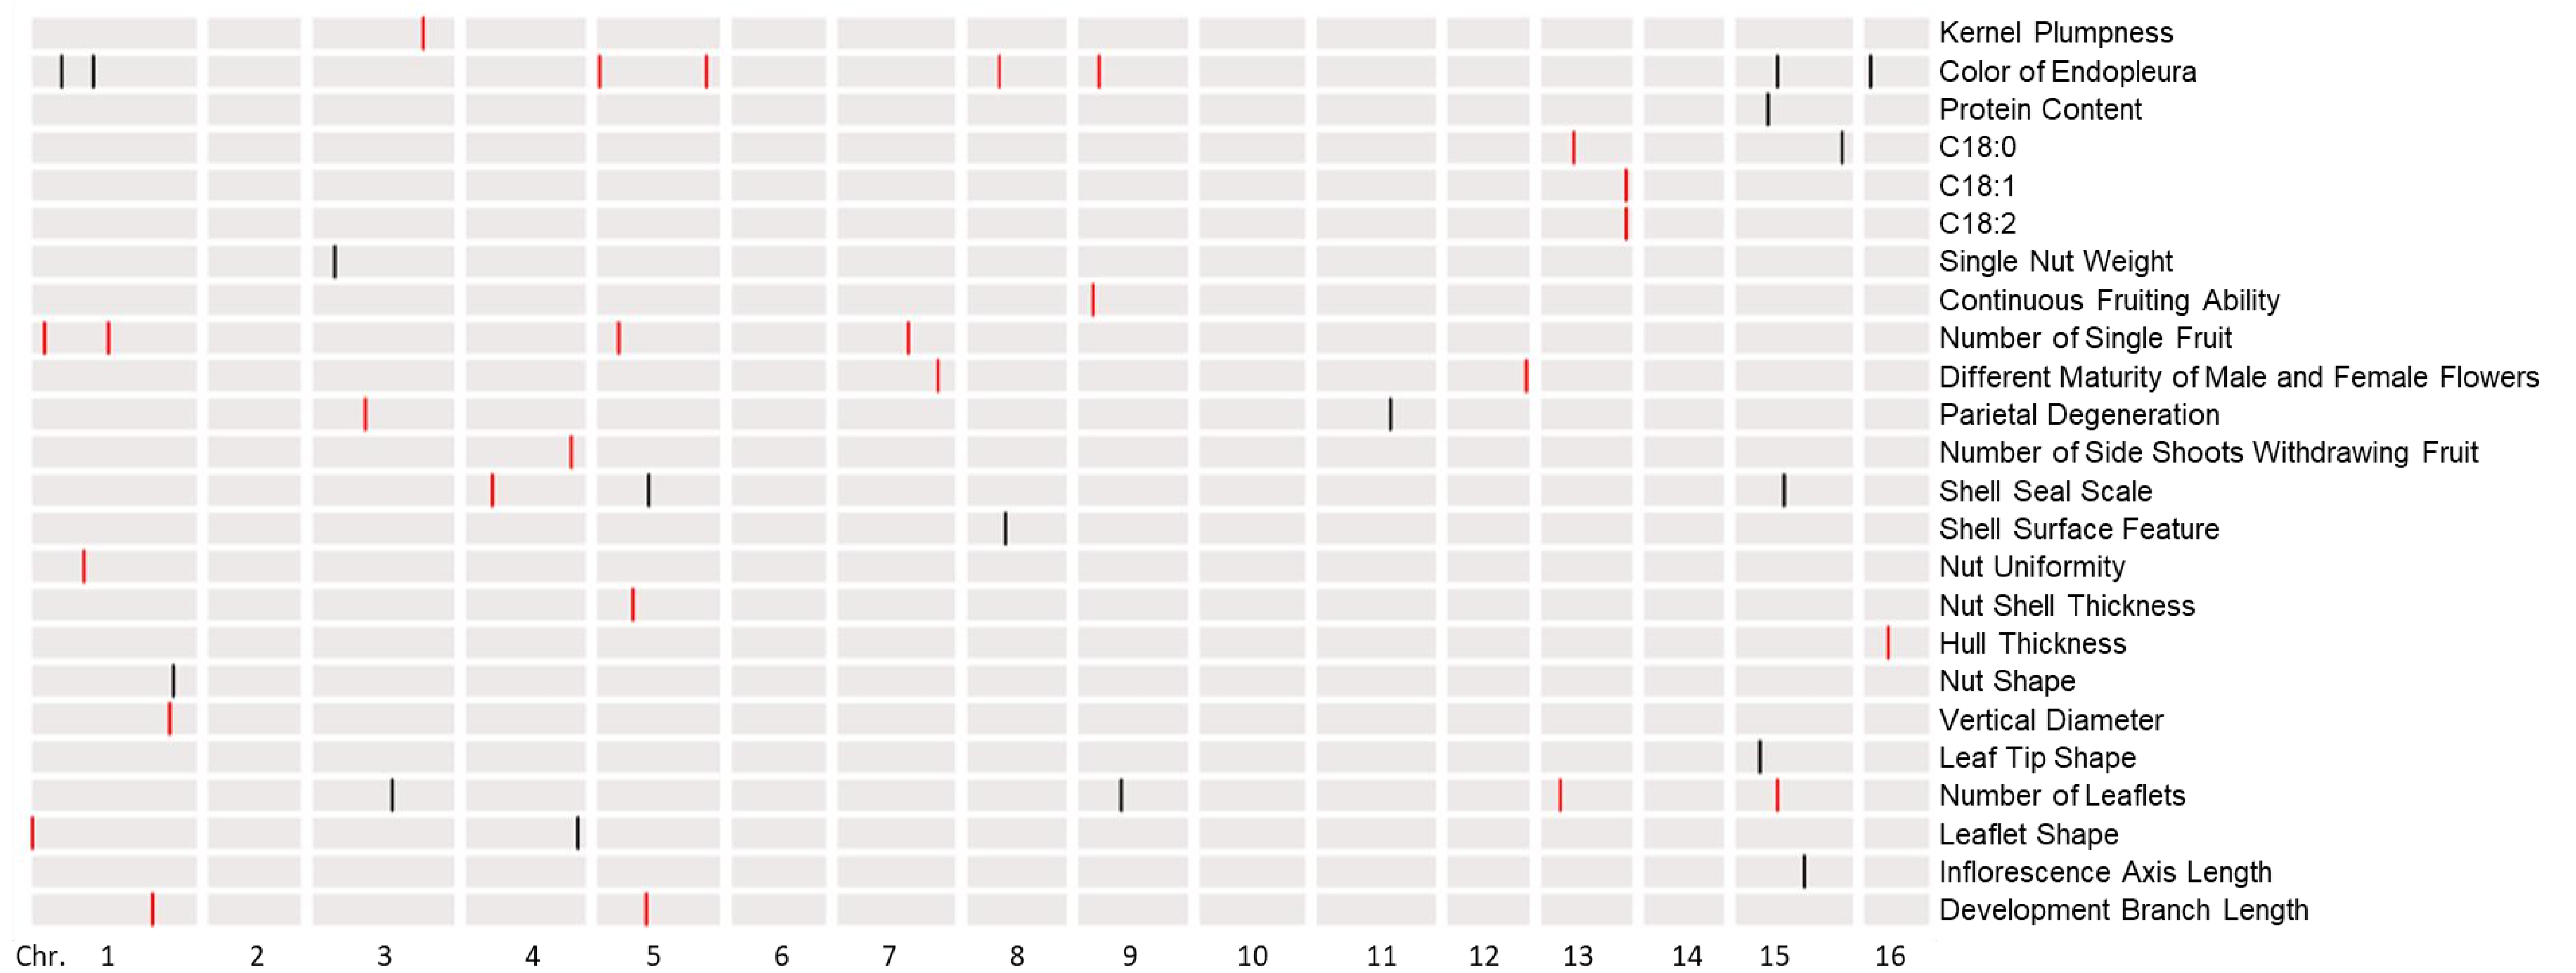

Fig. S10 | Genomic loci associated with agronomic traits of walnut identified by GWAS. All associated loci identified by FastGWA for each trait are indicated in the genome. The red lines indicate that the associated loci by FastGWA are overlapped with those identified by EMMAX software.

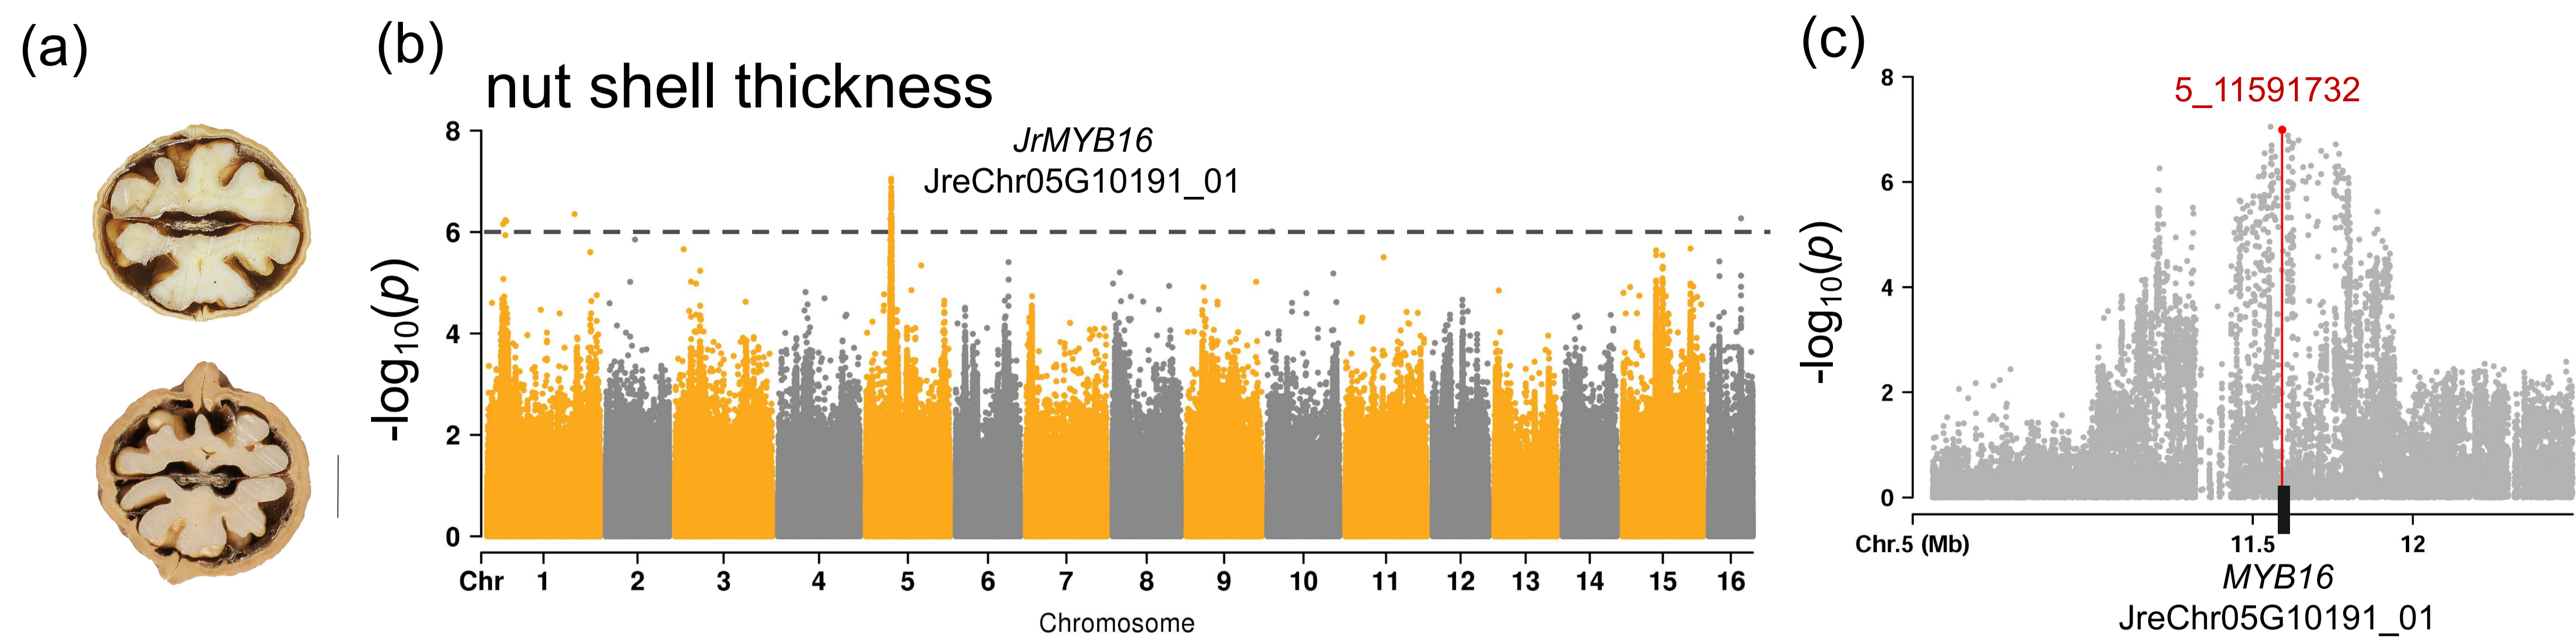

Fig. S11 | Candidate gene associated with nut shell thickness. (a) Phenotypes for thin and thick nut shell are provided. scale bar, 1 cm. (b) Manhattan plot of GWAS for nut shell thickness. The homolog of *MYB16* (JreChr05G10191\_01) located in this region is labeled. (c) Zoomed-in plot for the GWAS peak associated with nut shell thickness. One non-synonmynous SNP (5\_11591732) in the *MYB16* gene is highlighted.

# Supplementary material for: A genome variation map provides insights into the genetics of walnut adaptation and agronomic traits
**Source:** Genome Biol. 2021 Oct 27;22:300. doi: 10.1186/s13059-021-02517-6
**Supplement:** Supplementary file 17 — Additional file 17: Supplementary Note. Detailed descriptions for the phenotyped walnut traits.

**Supplementary Note | Detailed descriptions for the phenotyped walnut traits**

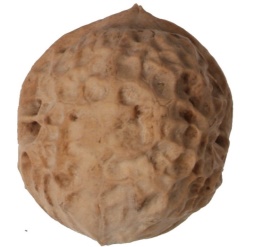

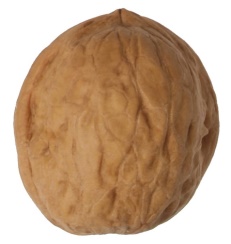

**a**

**b**

**Shell surface feature**: Observe the flatness of the shell surface (the part indicated by the arrow). **a.** ‘1’, Flat; **b.** ‘2’, Concave.

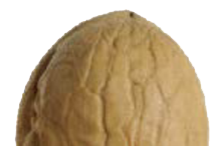

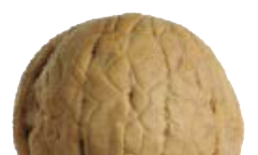

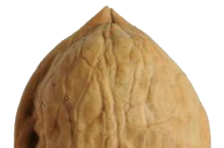

**c**

**b**

**a**

**Nut top shape**: Observe the shape of nut top by visual inspection. The arrow points to the position of the nut top (the location indicated by the arrow). **a.** ‘1’, Sharp; **b.** ‘2’, Slightly sharp; **c.** ‘3’, Flat.

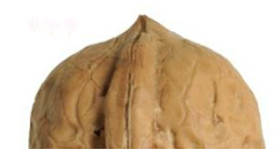

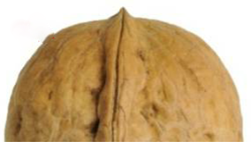

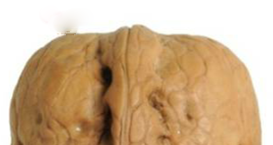

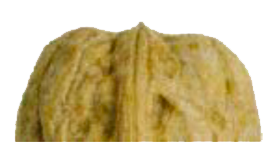

**a**

**b**

**c**

**d**

**Nut shoulder shape**：Observe the shape of the nut shoulder from the side of the suture. The arrow points to the position of the nut shoulder (the location indicated by the arrow).

**a.** ‘1’, Smooth; **b.** ‘2’, Round; **c.** ‘3’, Flat; **d.** ‘4’, Protruding.

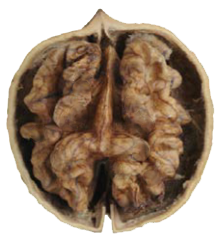

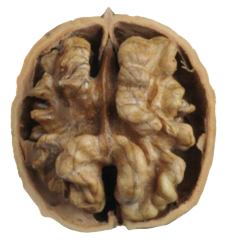

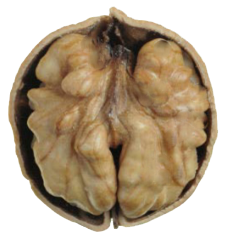

**a**

**b**

**c**

**Kernel plumpness**：Randomly take at least three nuts, peel off the shell, observe the fullness of the kernel by visual inspection.

1. ‘1’, Not full; **b.** ‘2’, Slightly full; **c.** ‘3’, Full.

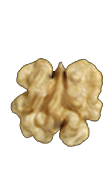

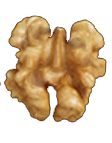

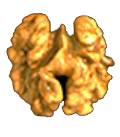

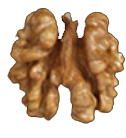

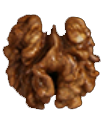

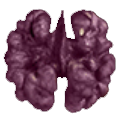

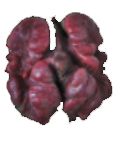

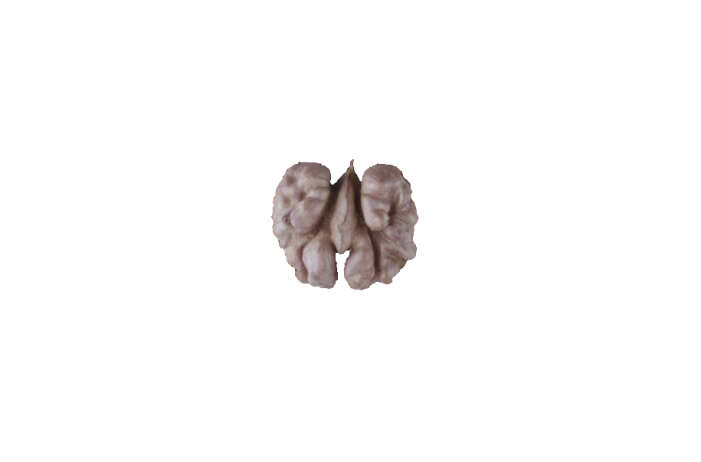

**b**

**a**

**c**

**d**

**e**

**f**

**g**

**h**

**Color of endopleura**: Walnut endopleura colors were categorized into different levels from light to dark. The following phenotypes were determined by visual observation.

**a.** ‘1’, Yellow-white; **b.** ‘2’, Light yellow; **c.** ‘3’, Yellow; **d.** ‘4’, Yellow-brown; **e.** ‘5’, Brown; **f.** ‘6’, Purple; **g.** ‘7’, Purple-red; **h.** ‘8’, Black.

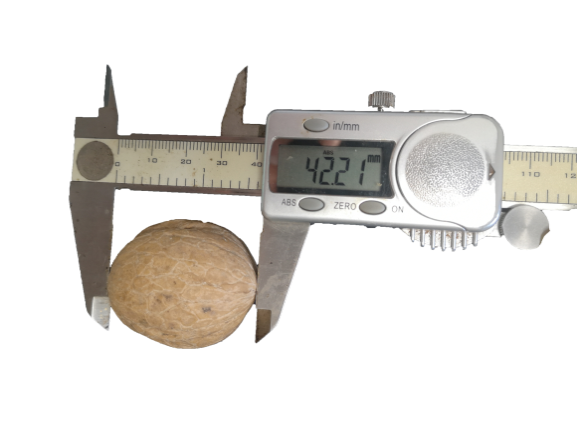

**Vertical diameter (mm)**：The distance between the top and bottom of the walnut nut. Randomly select at least three nuts and measure with vernier calipers.

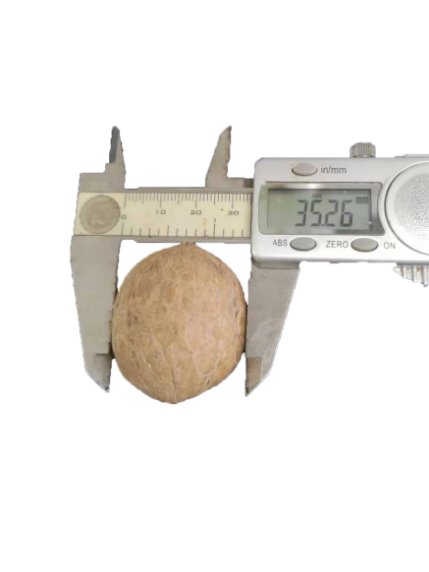

**Transverse diameter (mm)**：The distance between the walnut nut suture lines. Randomly select at least three nuts and measure them with a vernier caliper.

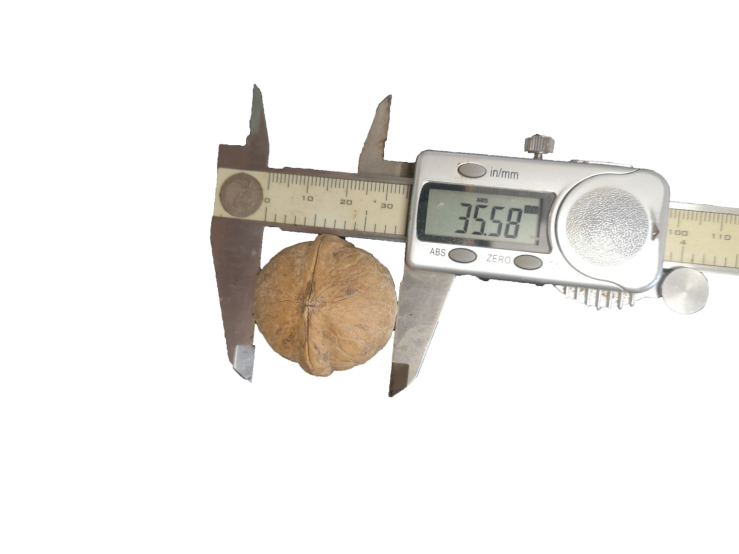

**Lateral diameter (mm)**：The distance between the middle of the walnut nut. Randomly select at least three nuts and measure them with a vernier caliper.

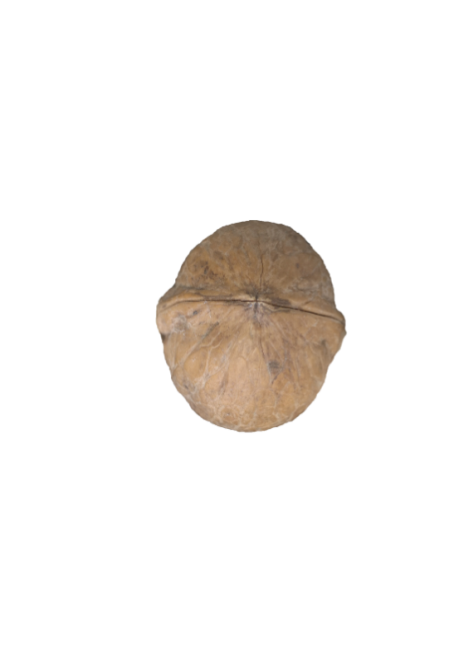

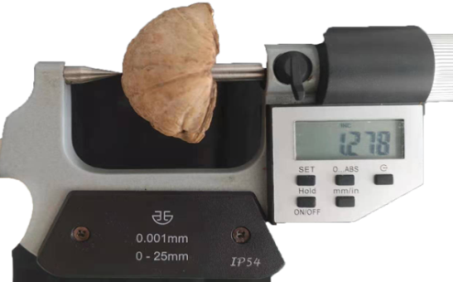

**Nut shell thickness**：Take at least three nuts at random and measure the thickness of nut with a spiral micrometer (the part indicated by the arrow).

‘1’, Incomplete shell (<0.5 mm); ‘2’, Paper shell (0.5~1.0 mm); ‘3’, Thin shell (1.0~1.5 mm); ‘4’, Medium shell (1.6~2.0 mm); ‘5’, Thick shell (2.0~4.0 mm)

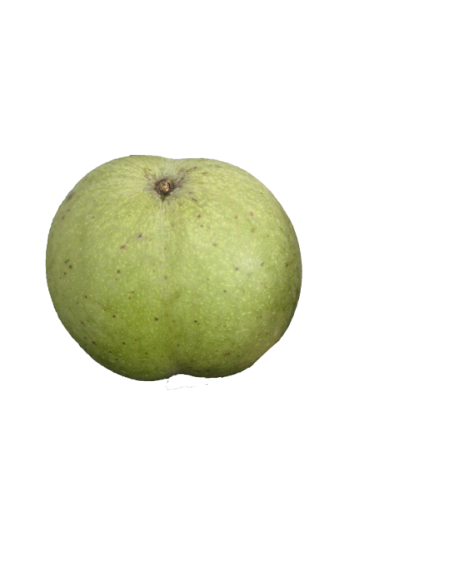

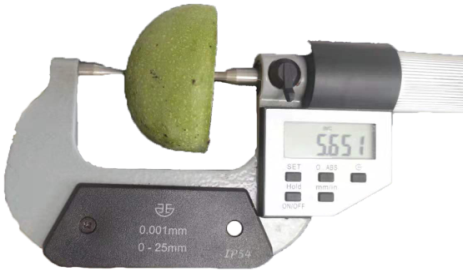

**Hull thickness**：Take at least three walnuts at random and measure the hull thickness with a spiral micrometer.

**Kernel percentage**：Take at least three nuts at random, weigh their total fruit weight and total kernel weight, and calculate the kernel rate according to the following formula：

Kernel Percentage (%) = kernel weight / fruit weight * 100%

**Nut inner wall**：Randomly take at least three nuts, tap the nuts with a small hammer, peel off the nut shell, and observe the characteristics of the nut inner wall between the kernels.

‘1’, Degraded; ‘2’, Leathery; ‘3’, Bony.

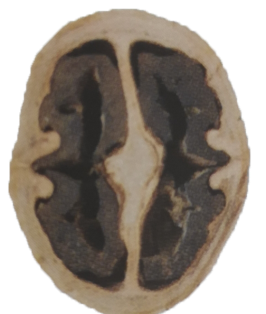

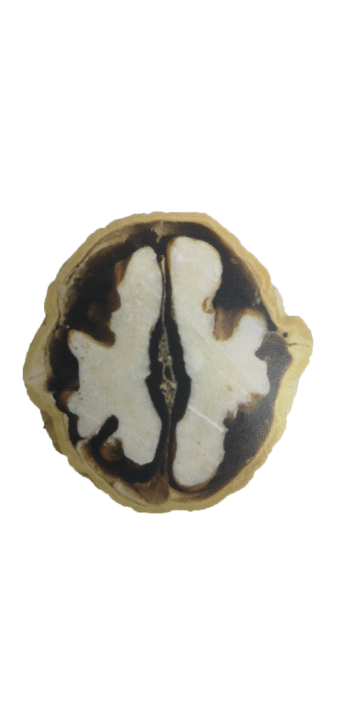

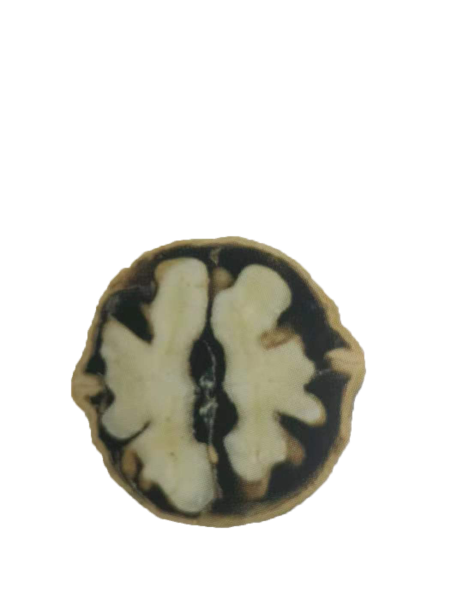

**a**

**b**

**c**

**Nut diaphragm**：Randomly take at least three nuts, tap the nuts with a small hammer, peel off the nut shell, and observe the characteristics of the nut diaphragm between the kernels.

**a.** ‘1’, Membranous; **b.** ‘2’, Leathery; **c.** ‘3’, Bony.

**Nut uniformity**：Take at least three nuts at random, and weigh each nut with a scale.

‘1’, Uneven; ‘2’, Slightly even; ‘3’, Uniform.

**Nut flavor**：Randomly take at least three nuts, take their kernel, and evaluate them in accordance with the relevant part of the General Theory of Sensory Analysis Methodology.

‘1’, Bad; ‘2’, Medium; ‘3’, Good.

**Nut shape**：Take at least three nuts at random and observe the shape of the nuts from the side of the suture.

‘1’, Oblate; ‘2’, Round; ‘3’, Triangle; ‘4’, Broad ovoid; ‘5’, Oval; ‘6’, Wide trapezoid; ‘7’, Trapezoid; ‘8’, Rectangle; ‘9’, Broad oval; ‘10’, Oval; ‘11’, Heart shape; ‘12’, Oblong.

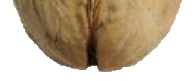

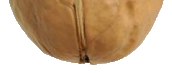

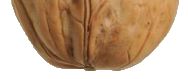

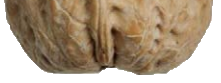

**a**

**b**

**d**

**c**

**Nut bottom shape**：Take at least three nuts at random and observe the shape of the bottom and shoulders of the nuts from the side of the suture.

1. ‘1’, Raised; **b.** ‘2’, Slightly raised; **c.** ‘3’, Flat; **d.** ‘4’, Concave.

**a**

**b**

**c**

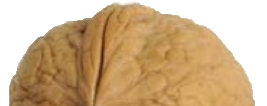

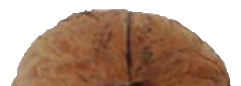

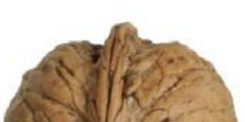

**Suture feature**：Take at least three nuts at random and observe the characteristics of the nut suture by visual inspection.

**a.** ‘1’, Raised; **b.** ‘2’, Flat; **c.** ‘3’, Concave.

**Shell seal scale**：Randomly take at least three nuts, use the walnut suture force test system to determine the tightness of the sutures, the unit is N.

‘1’, Weak (<90 N); ‘2’, Slightly weaker (90~130 N); ‘3’, Medium (130~170 N); ‘4’, Strong (170~300 N); ‘5’, Very strong (>300 N)

**Tree height**：Measure the height of the tree with a pole or height meter.

‘1’, Short (<5.0 m); ‘2’, Medium (5.0~10.0 m); ‘3’, Tall (>10.0 m).

**Tree posture**：Observe the whole morphology of walnut tree plant by visual inspection.

‘1’, Upright; ‘2’, Half open; ‘3’, Open.

**Crown shape**：Observe the crown shape of the walnut tree by visual inspection.

‘1’, Spherosome; ‘2’, Hemispherical; ‘3’, Conical.

**Tree vigor**：Take at least three new treetops outside the canopy to measure their length, and measure the tree vigor with the length of more than 50% of the new treetops.

‘1’, Weak (<20 cm); ‘2’, Medium (20~60 cm); ‘3’, Strong (>60 cm).

**Bud brunching ability**：The ability of the annual shoots to germinate in the spring to extract growing shoots is evaluated as a percentage of the total number of shoots.

‘1’, Weak (<30%); ‘2’, Medium (30%~50%); ‘3’, Strong (>50%).

**Number of side shoots withdrawing fruit**：From the full blooming stage to the fruit maturity stage, randomly select at least three peripheral annual fruiting mother branches as observation objects, and count the number of fruiting branches from each fruiting mother branch's lateral buds.

**Development branch length**：Developmental shoots are more substantial and robust vegetative shoots that have grown from the previous year's leaf buds. During the dormant period, select the annual developmental branches that grow normally outside the crown of the adult tree, and measure the length of the developmental branches with a meter ruler.

**Leaflet shape**：Taking the small leaves in the middle of the mid-pinnate compound leaves of the normally developed branches at the periphery of the crown of the mature fruiting tree as the object, observe the characteristics of the intact small leaves.

‘1’, Oblong; ‘2’, Oval; ‘3’, Broad oval.

**Parietal degeneration**：Take the small leaves at the top of the mid-pinnate compound leaf on the periphery of the crown of the mature fruiting tree as the object, and observe the presence or absence of the top small leaves.

‘1’, Exist; ‘2’, Not exist.

**Number of leaflets**：Taking the mid-pinnate compound leaves of the normally developing branches at the periphery of the canopy as the observation object, select at least three pinnate compound leaves to count the lobules, and calculate the average value, and the unit is slice.

**Leaf tip shape**：Take the middle leaflet on the mid-pinnate compound leaf of the normally developed branch on the periphery of the adult fruiting tree crown as the object to observe the shape of the tip of the intact leaflet.

‘1’, Taper shape; ‘2’, Sharp shape; ‘3’, Blunt shape.

**Different maturity of male and female flowers**：Taking the male and female flowers of the adult fruiting tree as the observation object, observe the opening time of the female and male flowers of the walnut tree by visual observation.

‘1’, Protandrous type（Male flowers open before female flowers）; ‘2’, Male-female type（Male and female flowers bloom almost at the same time）; ‘3’, Protogynous type（Female flowers bloom before male flowers）.

**Precocity**：Visual observation was used to observe the number of years when the seedling walnut trees began to bear fruit.

‘1’, Early fruit（Fruits within 4 years after sowing）; ‘2’, Late fruit（Bear fruit more than 5 years after sowing）.

**Inflorescence axis length**：Measure the length of the inflorescence axis with a vernier caliper, the unit is cm.

**Number of single fruit**：Before the fruit matures, select mature trees and investigate the number of fruit on the outer branches of the canopy.

**Yielding ability**：Calculate the nut yield per square meter of canopy projection area.

‘1’, Low-yield (<0.15 kg); ‘2’, Medium-yield (0.15~0.30 kg); ‘3’, High-yield (>0.30 kg).

**Continuous fruiting ability**: Observe at least three fruiting mother branches, and observe the continuous fruit setting rate according to the distribution of fruit marks on the fruit mother branches.

‘1’, Weak (Can’t bear more than 50% of fruit for two consecutive years); ‘2’, Medium (More than 50% fruit for two consecutive years); ‘3’, Strong (More than 50% of the fruit has been produced for more than three consecutive years).

How the deposited data were processed for this re-analysis (not part of the article)

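RNA-seq of walnut endopleura was analysed at 35, 63, 91, 119 and 147 days after pollination (DAP), with 3 libraries at each of the 5 stages and 7 nuts pooled in each library. Stage and replicate were taken from the sample labels and Table S17. The embryo libraries and the libraries of other tissues that the paper uses are not analysed here. The paper's text names no sequencing batch for these libraries.

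The authors aligned the reads to their own J. regia genome with Hisat2, quantified them with StringTie and deposited FPKM values, 1 column per library, for 39414 genes. No further scaling between libraries is stated. Coordinates are those of the authors' genome, as the deposited table gives them. FPKM values are not counts, so no count model was used. The number of reads is not stated in the paper's text, and the absolute depth and the counting error of single values are unknown. For each of the 105 pairs of libraries, ratios of values under 0.1 FPKM were collected over a median of 186 genes, and the most frequent ratio was taken as the inverse ratio of their depths. In 98 of the 105 pairs it lay within 0.02, on the natural log scale, of one common solution. The relative depth ran from 0.856 to 1.15 of the median library.

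From the deposited FPKM values, log2(FPKM + 1) was computed and tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with trend), with 1 coefficient per stage, all 15 libraries in one fit and no further covariate. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. Genes with at least 1 FPKM in at least 3 libraries were tested (22310 genes), and p-values were adjusted over these genes by the Benjamini-Hochberg method with a threshold of 0.05. Differences of JrANR between consecutive stages were also given an exact permutation test of 3 libraries against 3. Its relation to DAP was tested with 100000 permutations. The median range over stages of the genes at the color locus was set against 10000 random lists matched on mean expression in 20 bins. The relative depth was computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and the figure was drawn with matplotlib 3.10.9.

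The alternatives were a pseudocount of 0.1, quantile normalization, rescaling of the libraries to the same sum (TPM), median-ratio scaling, no filter, a filter on a mean FPKM of at least 5, eBayes without trend, the replicate number as a block, only the 2 stages compared in the fit, a minimum log2 change of 1, a stricter rule for a rise at every step, and each of the 15 libraries left out in turn. Fits that left out a library kept the tested genes of the full set.

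The limma fit was tested on simulated data for the 22310 genes, of which 200 were changed at 147 DAP. Of these, 175 were called (87.5%), as were 134 of the 137 with a log2 change of 2 or 3, and 11 unchanged genes were called. The simulated noise was normal, independent between genes and equal at every stage, and the changed genes lay above a minimum mean expression. In the data 81.2% of the tested genes changed. The simulation therefore does not show how the fit behaves with so many changes, unequal spread between stages or shifts in scaling. Of 200 random lists of 33 genes, 4.5% lay above the 95th percentile of the list test, and 100% of lists with raised ranges did.

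The genes named in the text follow a rule. They are every gene the paper names by its identifier, the genes of 4 lists (embryo storage, photosynthesis, flavonoid, and named in the paper), the 3 color locus genes with the largest rise and the 3 with the largest fall between 35 and 147 DAP among those with an F test adjusted p under 0.05, and over all genes the 2 with the largest rise and the 2 with the largest fall among those with an adjusted p under 0.05 and no overlap between the libraries of these stages. Genes that the paper names only in Fig. 6c and Fig. 7d were added to the named genes after the first fits had been seen, and the other genes in the tree of Fig. 5c were not used. Gene annotations are from the paper's supplementary tables. The RefSeq gene table matched 0 of the gene identifiers, so no names were taken from it.

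A test of the genes in JR1 sweep regions was not run, because the copy of Table S5 used here holds 1960 genes and the paper gives 1961. The gene at the shell thickness locus is not in the table under the identifier JreChr05G10191 and is not used here. JreChr15G10361, JreChr03G12444, JreChr13G10908, JreChr03G12627, JreChr13G10772, JreChr02G11480, JreChr01G13005 and JreChr10G10925 did not pass the filter and were not tested.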

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

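The rule that picked these genes, and the tests of where their transcripts come from, were chosen only after the values had been seen. The rule took genes that the paper names for other tissues or traits and whose highest stage mean in endopleura was at least 8 times that at 35 DAP, with no overlap between the libraries of these stages.

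3 genes met it. The glutelin homologs JreChr03G12610 and JreChr03G12612, which the paper names in a selected region for seed glutelin quality, had their highest means at 119 DAP, at 3736 and 5272 FPKM. These means rest on replicate 2 of 119 DAP. The other 119 DAP libraries had 2475 and 1325 FPKM of JreChr03G12610, and 3177 and 1675 FPKM of JreChr03G12612, whose mean at 91 DAP was 5194 FPKM. From 91 to 119 DAP the log2 changes were 0.96 and -0.35 (adjusted p = 0.301 and 0.815 from limma), so the stage of the highest level is not settled. At 35 DAP JreChr03G12610 had 0.0624 and 0.110 FPKM in replicates 1 and 2 and was listed at 0 in replicate 3, and JreChr03G12612 had 0.788 ± 0.595 FPKM (SD, n = 3). JrFAD2 (JreChr13G11197), which the paper studies in embryo, lies on chromosome 13 from 27107807 to 27108955. It had 11.4 ± 8.88 FPKM at 35 DAP, 139 ± 25.4 at 63 DAP, 215 ± 98.7 at 91 DAP, 309 ± 251 at 119 DAP and 19.1 ± 7.51 at 147 DAP (SD, n = 3). Its log2 change was 3.72 from 35 to 63 DAP (adjusted p = 9.97e-05 from limma) and -3.69 from 119 to 147 DAP (adjusted p = 0.00023). From 91 to 119 DAP it was 0.30 (adjusted p = 0.786), and the highest mean, at 119 DAP, rests on replicate 2, with 225 and 111 FPKM in the other libraries. In Fig. 6d, read by eye, the paper shows JrFAD2 in embryo well above its level in endopleura from 63 to 147 DAP, and also lower at 147 than at 119 DAP.

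A candidate explanation is embryo RNA carried over into the endopleura pools. It would make embryo transcripts deviate together among the libraries of a stage. Over the 6 pairs among the 2 glutelins, the oleosin JreChr12G10222 and JrFAD2, the mean correlation of their deviations within stages was 0.56, and 6 of 6 pairs were positive. The count of positive pairs was set aside for the mean after both had been seen. The correlation was 0.92 between the glutelins (exact permutation p = 0.00231, adjusted over the 10 pairs tested 0.0231), 0.67 and 0.62 between each glutelin and JrFAD2 (adjusted p = 0.0506 and 0.0669, exact permutation tests), 0.60 between the oleosin and JrFAD2 (adjusted p = 0.172), and 0.34 and 0.21 between the oleosin and the glutelins (adjusted p = 0.436 and 0.564). The glutelins are neighbours on chromosome 3 and could share reads, which would also tie them. 119 DAP replicate 2 had the highest value of each of the 4 genes at that stage, with 7406 and 10963 FPKM of the glutelins, 927 of the oleosin and 591 of JrFAD2.

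FPKM is divided by the mapped fragments of a library, so a deeper library does not by itself have higher values. Depth differed at most 1.35-fold between libraries. The factor of 8 comes from the rule that picked the genes, so setting it against depth is not a test. Carried-over embryo RNA and expression in the endopleura itself cannot be told apart, because cells of the endopleura that express these genes would also make them deviate together (mean correlation 0.56) and the embryo libraries are not analysed here. A lower level than in embryo, with a fall at the same stage, would follow from a small share of embryo RNA and also from weaker expression in the endopleura. Expression in the endopleura at these stages stays open as a biological explanation and was not tested.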

How the results depend on the processing

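The alternatives below, the main settings and the rule for naming genes were chosen before the data were examined, and none was added later. No test in this part was chosen after a result was seen, but the genes named only in Fig. 6c and Fig. 7d entered after the first fits.

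JrANR kept its direction and its side of the threshold in each step under each alternative set for it beforehand. The minimum log2 change of 1 was set for the counts of genes only, and the fall of JrANR from 63 to 91 DAP is smaller than that. The covariate fits for embryo RNA, chosen later, are not among these alternatives, and in those its fall from 63 to 91 DAP was no longer past the threshold. Its fall from 63 to 91 DAP ran from -0.83 (rescaled to equal sums) to -0.72 (median-ratio scaling), and from -0.84 to -0.79 over the 15 fits that each left out 1 library, with adjusted p-values from limma between 0.00112 and 0.0427. Its change from 35 to 147 DAP ran from 3.08 to 3.63, and from 3.16 to 3.50 with 1 library left out. Its correlation with DAP ran from 0.838 to 0.885, and from 0.836 to 0.884 with 1 library left out.

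Counts of changed genes with a log2 change of at least 1 were 4864 from 35 to 63 DAP, 2382 from 63 to 91 DAP, 1421 from 91 to 119 DAP, 3237 from 119 to 147 DAP and 8974 from 35 to 147 DAP, since fewer genes can pass. With only the 2 stages compared in the fit, 1820 genes changed from 91 to 119 DAP and 5319 from 119 to 147 DAP, fewer than with all libraries, but 11420 from 35 to 63 DAP, more than with all libraries, and the cause was not tested. From 91 to 119 DAP the count ran from 2612 (without 91 DAP replicate 2) to 4320 with 1 library left out. The number rising at every step was 1533 with quantile normalization, for which the cause was not tested, and 92 under the rule that every library is higher than every library of the stage before. The number of genes changed over the 5 stages stayed within 1.5 times the main count under each alternative, from 12235 to 19924.

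Of the color locus genes, 20 changed among those with a mean FPKM of at least 5, since fewer genes were tested. Their median range over stages was 1.55 with a pseudocount of 0.1, 1.28 with quantile normalization, 1.44 after rescaling, 1.03 with no filter and 1.26 with a mean FPKM of at least 5. It ran from 1.29 to 1.51 with 1 library left out, highest without 147 DAP replicate 2. Apart from the filters, which change the genes in the list, the cause was not tested.

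The log2 change of JrFAD2 from 35 to 147 DAP was 0.87 (adjusted p = 0.194 from limma), and 1.42 (adjusted p = 0.0447) without 35 DAP replicate 2. It ran from 0.42 to 1.42 with 1 library left out, and its adjusted p from 0.0447 to 0.569 over all alternatives. JreChr01G13585 had a log2 change of 0.25 (adjusted p = 0.085), and -0.0381 (adjusted p = 0.789) after rescaling to equal sums. It passed the threshold with quantile normalization (0.41, adjusted p = 0.00834) and median-ratio scaling (0.50, adjusted p = 0.00339), and its adjusted p ran from 0.00339 to 0.789 over all alternatives. The cause was not tested. Over the 25 named genes other than JrANR and JrFAD2, 569 values under alternatives gave 558 with the same call, 9 that newly passed the threshold, 1 that no longer did and 1 reversed.

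The replicate block was run because the stages share replicate numbers. Same-numbered libraries of different stages deviated together with r above 0.1 in 10 of 30 pairs (range -0.40 to 0.41, median -0.03), so the numbers do not pair the samples, and the block and this check are given only here. With the replicate block, the correlation of JrANR with DAP was 0.861, and the fall of JrANR from 63 to 91 DAP was -0.82 (adjusted p = 0.0233).

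Planned settings for the genes in JR1 sweep regions were not run, because the copy of Table S5 used here holds 1960 genes and the paper gives 1961. The absolute depth is unknown, which leaves the counting error of genes with low FPKM unknown.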

Differences from the paper's values

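No test in this part was chosen after a result was seen. The highest stage mean of JrANR was 808 FPKM at 147 DAP, against the paper's value of 800, and no stage mean differed from the paper's by more than the SD of its libraries. The means in Fig. 7e were read by eye after the deposited values had been seen, so their closeness to the values here is not an independent check.

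The paper's text states that JrANR increased continuously in endopleura. Here JrANR fell from 189.9 to 107 FPKM between 63 and 91 DAP, and rose in the other 3 steps. Fig. 7e also shows the lower value, at about 190 FPKM at 63 DAP and about 110 FPKM at 91 DAP, read by eye. The log2 change between these stages was -0.82 (adjusted p = 0.0131 from limma), and none of the alternatives set before the data were examined gave a rise at this step (adjusted p between 0.00112 and 0.0427).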

Other observations

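The tests of embryo RNA, of exchanged libraries and of 119 DAP replicate 2 were chosen only after the result was seen, as was the comparison of FAD2 homologs. The test of a few abundant genes, the color locus test and the counts of other splits were set before their results, but the reading of the color locus result was changed after it was seen.

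The fall of JrANR from 63 to 91 DAP was weighed against 3 technical explanations. If a few abundant genes had taken a larger share of the FPKM, median-ratio scaling should have removed it, but the log2 change was -0.72 with that scaling (adjusted p = 0.0106 from limma, range over alternatives 0.00112 to 0.0427). Exchange of single libraries between stages is argued against by the nearest library, which was of the same stage for 15 of 15 libraries. An exchange of all libraries of 63 and 91 DAP would pass that test, but the mean correlation with the 35 DAP libraries fell in the order of the stages, from 0.835 at 63 DAP to 0.740 at 91 DAP, 0.702 at 119 DAP and 0.622 at 147 DAP.

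More embryo RNA in the 91 DAP pools could also lower JrANR, and it cannot be told apart from lower expression in the endopleura. With the mean log2(FPKM + 1) of 3 storage genes as a covariate in limma, the log2 change from 63 to 91 DAP was -0.51 (standard error 0.22, adjusted p = 0.127), and with that of the 2 glutelins alone it was -0.65 (adjusted p = 0.0532). A first version with the covariate centred within stages could not move a difference between stages and was discarded. The means of the 3 storage genes were higher at 91 than at 63 DAP, so the covariate could also remove part of a true change between these stages. Within stages, JrANR tended to be lower in libraries with more of the oleosin (r = -0.80, exact permutation p = 0.0132). Adjusted over 10 pairs this p was 0.0506, not past the threshold. With the glutelins r was also negative, but no relation was detected (r = -0.52 and -0.37, adjusted p = 0.385 and 0.436 from exact permutation tests). At 91 DAP the oleosin ran from 260 to 639 FPKM and JrANR only from 103 to 110, lowest where the oleosin was highest. At 63 DAP the library with the most oleosin (173 FPKM) had the highest JrANR (194 FPKM). The relation with the oleosin therefore rests mainly on the other stages. Lower expression of JrANR itself at 91 DAP stays open as a biological explanation. Of the 3 other tested genes of the flavonoid list, only chalcone synthase JreChr02G10304 moved in the same directions as JrANR at each step. Its log2 changes were 1.80, -1.41 (adjusted p = 0.0134), 2.52 and 0.90 (adjusted p = 0.0799). Its 91 DAP replicate 3 had 129 FPKM, against 49.4 and 52.3 in replicates 1 and 2. JreChr13G10907 changed by -0.64 from 35 to 63 DAP (adjusted p = 0.0273) and by 0.51 from 63 to 91 DAP (adjusted p = 0.107), and JreChr03G12442 did not change over the stages past the threshold (F test adjusted p = 0.125). Of the other tested Fig. 7d genes, JreChr02G11482 had the directions of JrANR (1.30, -0.94, 1.07 and 0.80, adjusted p at most 0.0056 from limma). JreChr02G11484 also had them, with a last step of 0.06 (adjusted p = 0.895). JreChr07G11524 did not, with -0.13 from 35 to 63 DAP (adjusted p = 0.687). Among all tested genes, 1167 had the order of directions of JrANR, and 50 of them had every step past the threshold.

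The FAD2 homologs of Fig. 6c had different profiles in endopleura. JrFAD2 was higher at 63, 91 and 119 DAP than at 35 and 147 DAP, whereas JreChr09G11115, on chromosome 9 from 2605364 to 2606515, had 259 ± 2.58 FPKM at 35 DAP, 52.6 ± 14.5 at 63 DAP, 39.6 ± 11.9 at 91 DAP, 50.3 ± 11.6 at 119 DAP and 508 ± 130 at 147 DAP (SD, n = 3). Its log2 change was -2.31 from 35 to 63 DAP (adjusted p = 1.99e-06 from limma) and 3.31 from 119 to 147 DAP (adjusted p = 3.16e-07). The difference between the 2 profiles was not tested itself. JreChr10G10925 reached at most 0.887 FPKM and was listed at 0 in 6 libraries.

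119 DAP replicate 2 stood apart from the other 119 DAP libraries in JrANR (181 FPKM against 342 and 344) and in the storage genes. A pool of less advanced nuts might explain this. Its deviation from the other 2 libraries covered a share of -0.0496 of the difference between 91 and 147 DAP, against -0.0028 and 0.0524 for replicates 1 and 3. An earlier version of this test shared libraries between its 2 sides and was replaced. A positive share would mean a shift towards 91 DAP, so no shift towards less advanced nuts was seen over the tested genes. A single library cannot decide between a less advanced pool and a mixed one, and these cannot be told apart.

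Of 52 genes on chromosome 9 that Table S14 lists for endopleura color, 33 were tested and 31 changed over the stages, 31 also when adjusted over the list alone. The list was made by the paper from other samples. Between 35 and 147 DAP 9 were higher and 20 lower. Their median range over stages was 1.36, at the 84.4th percentile of random lists of like expression (70.7 to 95.9 over the alternatives). A larger change at this locus than elsewhere was therefore not detected, and was not excluded. JrANR had the largest rise. JreChr09G12352, a RING zinc finger gene, rose by 1.95 (adjusted p = 0.000866) and JreChr09G12372, a thioredoxin gene, by 1.80 (adjusted p = 6.1e-07). The largest falls were those of the kinesin gene JreChr09G12371 (-3.76, adjusted p = 3.7e-11), the pectinesterase gene JreChr09G12425 (-3.74, adjusted p = 1.23e-07) and the argonaute gene JreChr09G12359 (-3.68, adjusted p = 3.06e-10). These are log2 changes from limma.

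Over all genes, JreChr03G12755 rose most from 35 DAP, where it was listed at 0 in all 3 libraries, to 67417, 36886 and 71048 FPKM in the libraries at 147 DAP. JreChr04G11872 was listed at 0 in 2 of the 3 libraries at 35 DAP and had a mean of 12695 FPKM at 147 DAP. On the log2(FPKM + 1) scale the largest falls were those of JreChr11G11555, from 7925 ± 1400 FPKM at 35 DAP to 1.04 ± 0.870 at 147 DAP (SD, n = 3), and of JreChr01G12620, which was listed at 0 in all 3 libraries at 147 DAP. Their order depends on the pseudocount. With 0.1 the log2 changes were -13.01 and -13.79. No annotation of these 4 genes was used here.

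In the embryo storage list, 3 of 3 genes were tested in endopleura, and 2 of them are also in the list of genes named in the paper. Their log2 changes from 35 to 147 DAP were 9.17 and 7.57 for the glutelins and 9.41 for the oleosin. In the photosynthesis list, the chlorophyll A-B binding genes JreChr04G11926 and JreChr10G10089 changed by 1.06 (adjusted p = 0.00775 from limma) and -1.21 (adjusted p = 0.000132), and the Rubisco small chain gene JreChr15G10361 stayed at or below 0.801 FPKM. In the flavonoid list, chalcone synthase rose by 3.80 (adjusted p = 5.59e-07) and the flavonol synthase-like JreChr13G10907 by 0.98 (adjusted p = 0.0012). JreChr03G12442, which the paper names JrLDOX, changed by -0.87 (adjusted p = 0.0575, between 0.00686 and 0.355 over the alternatives). JreChr03G12444 and JreChr13G10908 stayed at or below 0.0633 and 1.04 FPKM. Of the other genes named in the paper, the homologs of AGPS2 (JreChr04G11920) and BAK1 (JreChr06G11560) changed by -1.05 (adjusted p = 2.65e-06) and -2.89 (adjusted p = 1.49e-07). JreChr03G12424 changed by -0.28 (adjusted p = 0.18, between 0.00154 and 0.979 over the alternatives). JreChr03G12627 and JreChr13G10772 stayed at or below 0.116 and 0.252 FPKM.

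Other splits of the libraries were counted. Of 100 random splits of the 15 libraries into 5 groups of 3, the real one included, 1 gave as many genes changed over the stages and 1 as many changed color locus genes. For genes rising at every step, 2 of 100 splits gave as many, and the highest other split gave 1199 against 994. For each of the 5 comparisons of stages, 1 of the 10 splits of the 6 libraries, the real one, gave as many changed genes, which is the smallest share this design allows.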
